# Neuronal Nsun2 deficiency produces tRNA epitranscriptomic alterations and proteomic shifts impacting synaptic signaling and behavior

**DOI:** 10.1038/s41467-021-24969-x

**Published:** 2021-08-13

**Authors:** J. Blaze, A. Navickas, H. L. Phillips, S. Heissel, A. Plaza-Jennings, S. Miglani, H. Asgharian, M. Foo, C. D. Katanski, C. P. Watkins, Z. T. Pennington, B. Javidfar, S. Espeso-Gil, B. Rostandy, H. Alwaseem, C. G. Hahn, H. Molina, D. J. Cai, T. Pan, W. D. Yao, H. Goodarzi, F. Haghighi, S. Akbarian

**Keywords:** Depression, Epigenetics and behaviour, Epigenetics and plasticity, Molecular neuroscience

## Abstract

Epitranscriptomic mechanisms linking tRNA function and the brain proteome to cognition and complex behaviors are not well described. Here, we report bi-directional changes in depression-related behaviors after genetic disruption of neuronal tRNA cytosine methylation, including conditional ablation and transgene-derived overexpression of Nsun2 in the mouse prefrontal cortex (PFC). Neuronal Nsun2-deficiency was associated with a decrease in tRNA m^5^C levels, resulting in deficits in expression of 70% of tRNA^Gly^ isodecoders. Altogether, 1488/5820 proteins changed upon neuronal Nsun2-deficiency, in conjunction with glycine codon-specific defects in translational efficiencies. Loss of Gly-rich proteins critical for glutamatergic neurotransmission was associated with impaired synaptic signaling at PFC pyramidal neurons and defective contextual fear memory. Changes in the neuronal translatome were also associated with a 146% increase in glycine biosynthesis. These findings highlight the methylation sensitivity of glycinergic tRNAs in the adult PFC. Furthermore, they link synaptic plasticity and complex behaviors to epitranscriptomic modifications of cognate tRNAs and the proteomic homeostasis associated with specific amino acids.

## Abstract (web summary)

The link between tRNA modifications, protein translation, and behavior is unclear. Here, the authors show that neuronal Nsun2 deficiency results in codon-specific epitranscriptomic changes of Gly-tRNAs and proteomic changes affecting synaptic signaling and behavior in mice.

## Introduction

Targeting the brain’s translational machinery bears promise for psychiatric disease treatment^1–3^ but the role of tRNAs—76–90 nucleotide cloverleaf-shaped structures and key players for ribosomal protein synthesis comprising ~10% of the cell’s RNA pool—remains unexplored. This is surprising given that neurological phenotypes are often the primary manifestation of mutations affecting the tRNA regulome^4–6^. For example, mutations in a subset of mitochondrial enzymes charging tRNAs with their cognate amino acids have been associated with adult-onset frontal lobe dysfunction, depression, and cognitive decline^7,8^. Furthermore, a recent metabolomics meta-analysis integrating findings from multiple mouse and rat stress-based depression models listed tRNA charging and amino acid metabolism among the top five ranking pathways significantly affected in the depressed brain, together with endocannabinoid signaling, catecholamine biosynthesis, and GABA receptor signaling^9^. Here, we focus on adult brain phenotypes after genetic disruption of tRNA epitranscriptomic modification by NOL1/NOP2/SUN domain tRNA cytosine methyltransferase (Nsun2), which is essential for cytosine methylation (m^5^C) at the tRNA’s variable loop on >75% of actively transcribed mammalian tRNAs^10^.

Evidence for the importance of solely NSUN2-mediated m^5^C in human health and disease was first provided by individuals with a loss-of-function mutation in *NSUN2*, displaying intellectual disability (ID), facial dysmorphism, and distal myopathy^11–14^. The idea that Nsun2 deficiency causes neurological abnormalities was further delineated by studies in *Drosophila* (d) and mouse^10,15^, including knockdown of *Drosophila* Nsun2 (dNsun2) which impaired short-term memory after aversive olfactory conditioning, and the phenotype was rescued by pan-neuronal expression of dNsun2^11^. Furthermore, mice with *Nsun2* germline deletion demonstrated various impairments in locomotor activity and behavior together with reduced brain size due to excessive cell death in the prenatal brain^10^. The mechanism thus far suggested for these deficits is impaired translation induced by increased tRNA fragmentation after Nsun2 ablation^10,16^. While there is evidence for global impairment of protein synthesis via fluorescent labeling of nascent proteins in embryonic mouse brain^10^ and adult mouse skin^10^, to our knowledge no one has used unbiased proteomic approaches such as mass spectrometry to directly measure specific molecular pathways altered by Nsun2 ablation in any tissue type. It has been established previously that global Nsun2 knockout in mouse alters the pool of mature tRNAs in the embryonic brain^10^ and adult skin^10^ and liver^17^, including a marked depletion of tRNA^*Gly*^, which is a key target of Nsun2 methylation. However, although tRNA cytosine methylation (m^5^C) has recently been profiled in various tissues, including embryonic brain^10,16–25^, the molecular characterization of the Nsun2-dependent epitranscriptome, and its functional relevance in the mature adult mammalian brain is still completely unexplored. In this study, we use three different genetic approaches selectively targeting Nsun2 function in differentiated neurons of the postnatal and adult brain. These include neuron-specific conditional *Nsun2* ablation and transgene-mediated increase in *Nsun2* expression and methylation activity in the adult prefrontal cortex (PFC), thereby focusing on the effect of Nsun2 enzymatic activity on specific neuronal subpopulations in the mature brain. We report that Nsun2 shapes complex behaviors and neuronal function, which are highly sensitive to bi-directional changes in tRNA methyltransferase activity. We show that the underlying mechanisms include alterations in tRNAs defined by high cytosine methylation specifically in the variable loop region, resulting in prominent deficits of tRNA^*Gly*^ isodecoders with corresponding shifts in the neuronal proteome due to decreased translational efficiency of glycine-rich neuronal proteins. Ultimately, these distortions in the glycinergic neuronal translatome lead to a 2.46-fold increase in PFC glycine levels associated with multifold increases in several key enzymes of the glycine biosynthetic pathway, further illustrating that in the adult brain, proteomic and metabolic homeostasis associated with specific amino acids is linked to epitranscriptomic modification of cognate tRNAs.

## Results

### Neuronal Nsun2 modulates cortical tRNA cytosine methylation

We generated mice with conditional neuron-specific ablation of Nsun2 in the forebrain *(CamK-Cre*^*+*^*,Nsun2*^*2lox/2lox*^ mutant mice), (Fig. 1a and Supplementary Fig. 1a–c). Nsun2 mutant mice were born and survived into adulthood at expected Mendelian ratios (Supplementary Fig. 1d) without overt health abnormalities and showed ~10% reductions in body and brain weight compared to WT littermates 14-16 weeks after birth (ANOVA; body weight, *P* < 0.001; brain weight, *P* < 0.001), with female but not male mutants exhibiting decreased brain/body ratio (*t* test; *P* < 0.01; Supplementary Fig. 1d and Supplementary Table 1). Assessment of Nsun2 protein levels in mutant vs. control using western blot confirmed a significant decrease in Nsun2 protein in tissue homogenate. Nsun2 was still detectable at moderate levels in homogenate due to expression in other, non-*Camk2a*-expressing cell types (inhibitory neurons, glia, etc.), as our knockout was specific to excitatory neurons expressing *Camk2a*, which encompasses the majority of cortical neurons. tRNA bisulfite sequencing (Supplementary Fig. 2a–c) for five highly expressed tRNAs in the adult cerebral cortex (out of 162 detected cytosolic isodecoders (tRNA molecules sharing the same anticodon but differ in sequence elsewhere); see Fig. 2a for tRNA expression levels independent of epitranscriptomic modification), including tRNA^*Gly*^_*GCC*_, tRNA^*Glu*^_*TTC*_, tRNA^*Glu*^_*CTC*_, tRNA^*Asp*^_*GTC*_, tRNA^*Val*^_*AAC*_, and tRNA^*Pro*^_*TTG*_, which all consistently showed >50% methylation deficits at sites of Nsun2-sensitive cytosine(C) residues, including C46-49 in *CamK-Cre*^*+*^*,Nsun2*^*2lox/2lox*^ mutant compared to littermate control mice (Fig. 1c, d, Supplementary Fig. 3a and Supplementary Table 2). To assess the specificity of these findings, we delivered into PFC of adult C57B6/J mice an adeno-associated virus vector 8 (AAV8)-transgenic expression cassette for chimeric *Nsun2-green fluorescent protein (Nsun2-GFP)* under control of a neuron-specific (*hSyn1*) promoter. Indeed, in *AAV8*^*hSyn1-Nsun2GFP*^ injected PFC specimens, only one cytosine residue with moderate baseline *m*^*5*^*C* levels (~10–20%), tRNA^*Gly*^_*GCC*_ C39, displayed a significant methylation increase (*t* test, adjusted *P* = 0.038) (Fig. 1c, d and Supplementary Table 2). These opposing tRNA m^5^C changes after neuron-specific Nsun2 ablation and transgenic expression models were extremely specific, because non-Nsun2 regulated m^5^C residues, including the m^5^C Dnmt2-methylated tRNA^*Gly*^_*GCC*_ C37 and tRNA^*Asp*^_*GTC*_ C38^26,27^ only showed minimal differences compared to controls (Fig. 1c, d and Supplementary Table 2). Furthermore, non-m^5^C tRNA methylation including m^1^A, m^3^C, and m^1^G modification, and levels of aminoacylation/charging for 151 nuclear-encoded and 21 mitochondrial tRNA isodecoders with detectable levels of expression in adult cortex revealed no significant differences between Nsun2-deficient and control cortex (Supplementary Fig. 4c, d).

**Fig. 1:**
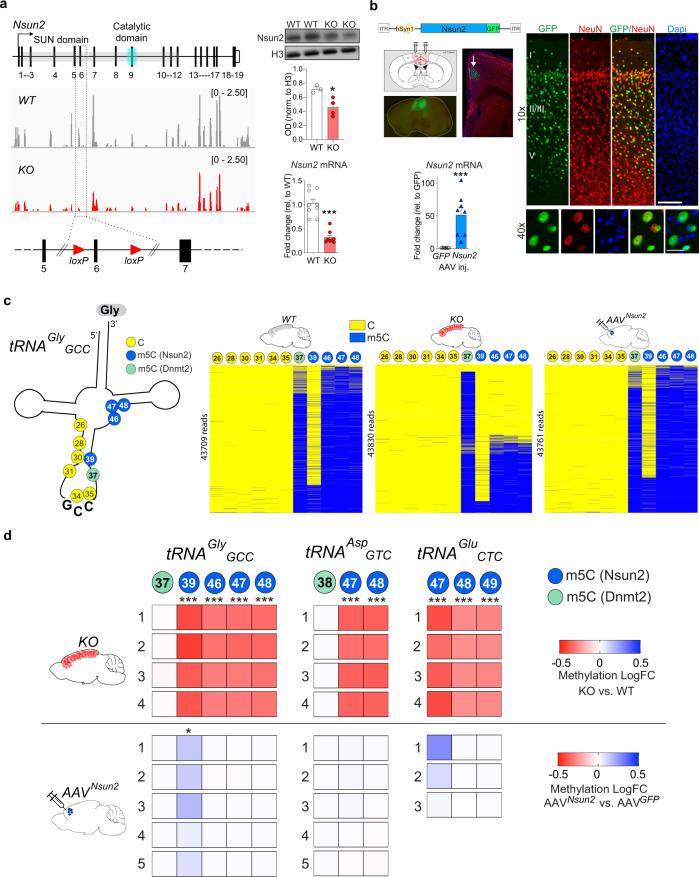
Neuronal Nsun2 expression and activity modulates tRNA cytosine methylation in the adult cortex. **a** Left, schematic representation of conditional Nsun2 ablation with *loxP* sites surrounding *Nsun2* exon 6 and representative RNA-seq profiles from the cortex of adult *CamK-Cre*^*+*^*,Nsun*^*2lox/2lox*^ (KO) and WT control mice. Right, immunoblot (top) for Nsun2 protein expression in cortical tissue homogenate (Histone H3 was used as a loading control; two-tailed, *t*(5) = 3.381, *P = 0.0196; *n* = 3 WT, 4 KO). Uncropped western blots depicted in Supplementary Fig 1b. *Nsun2* mRNA levels (bottom) were measured in forebrain tissue homogenate using qPCR with *Gapdh* as a housekeeping gene (*n* = 9 WT, 8 KO; two-tailed, Mann–Whitney *U* = 0, ***P < 0.0001). Data are presented as mean values  +/− SEM. **b** Top left, schematic representation of viral vector containing *hSyn1* promoter to drive neuronal expression, mouse *Nsun2* transcript, and *GFP* fusion protein (top). Brain atlas depiction of discrete PFC bilateral microinjections that were confirmed via GFP illumination (left) and immunostaining of Nsun2GFP (right; top scale bar = 100 μm, bottom scale bar = 20 μm). Note nucleolar staining pattern of Nsun2GFP. Bottom left, a significant increase in *Nsun2* mRNA was detected by qPCR in PFC tissue after *AAV8*^*hSyn1-Nsun2GFP*^ injection compared to *AAV8*^*hSyn1-GFP*^ controls using *Gapdh* as a housekeeping gene (*n* = 7–8/condition; two-tailed, Mann–Whitney *U* = 0, ***P = 0.0003). Data are presented as mean values +/−  SEM. **c** Left, schematic of tRNA^*Gly*^_*GCC*_, depicting 11 cytosines that were queried with tRNA bisulfite sequencing. Yellow circles represent unmethylated cytosines, blue circles represent cytosines methylated by Nsun2, and green circles represent cytosines methylated by Dnmt2. Right, representative tRNA bisulfite sequencing methylation maps for WT & Nsun2 KO cortex and *AAV*^*Nsun2*^ PFC. tRNA bisulfite methylation maps include one cytosine per column and reads are represented as horizontal lines. **d** Methylation maps for differential methylation levels of Nsun2 and Dnmt2 cytosine targets compared to appropriate control for tRNA^*Gly*^_*GCC*_, tRNA^*Glu*^_*CTC*_, and tRNA^*Asp*^_*GTC*_ (*n* = 3–5 biological replicates per condition (denoted as 1–5), two-tailed *t* test, ***FDR adj. *P* < 0.001; *FDR adj. *P* = 0.038 vs. same-batch control for each group; statistics for each cytosine shown in Supplementary Table 2). Source data are available as a Source Data file.

**Fig. 2:**
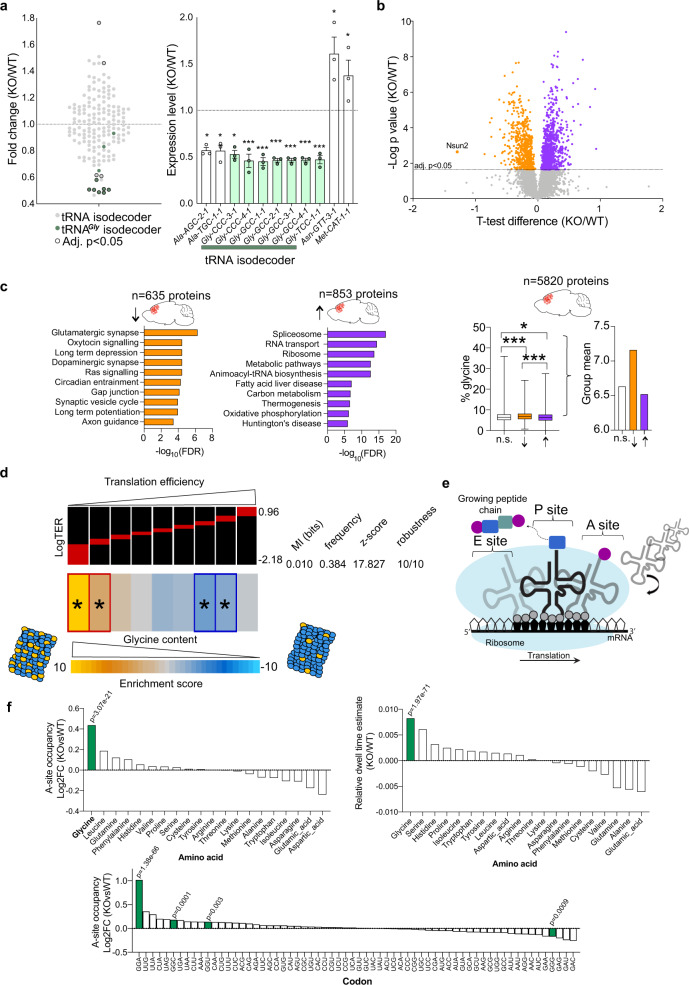
Nsun2 ablation depletes tRNA^*Gly*^ causing decreased expression of glycine-rich synaptic proteins. **a** Left, tRNA sequencing of mouse forebrain in Nsun2 KO and WT (*n* = 3/genotype). Note decreased expression in 10/10 tRNA^*Gly*^ isodecoders (green) among 162 total isodecoders (gray). Isodecoders that are differentially expressed (adj. *P* < 0.05) between KO and WT have black outlined circles. Right, 11 isodecoders were significantly altered by Nsun2 ablation (FDR *P* < 0.05) with 7/9 downregulated isodecoders belonging to the tRNA^*Gly*^ family. Data are presented as mean values +/− SEM. **b** Unbiased proteomic screen identified 1488 proteins significantly altered (FDR adj. *P* < 0.05) after Nsun2 ablation (635 decreased, 853 increased; *n* = 5–6/genotype). **c** Left, gene ontology analysis using StringDB identified the top ten significant KEGG pathways downregulated in Nsun2 KO including those involved in synaptic functioning and neurotransmission, while one of the top ten significant KEGG pathways upregulated was the family of aminoacyl tRNA ligases. Right, box plot for glycine content in three subgroups of proteins, n.s (not significant; 4332 proteins; median: 6.403, IQR: 2.811, whiskers represent min (0) and max (35.93)), decreased (635 proteins; median: 6.849, IQR: 2.7, whiskers represent min (0.73) and max (24.36)), and increased (853 proteins; median: 6.234, IQR: 2.852, whiskers represent min (0) and max (27.54)) proteins in Nsun2 KO cortex vs. WT. (two-tailed, Mann–Whitney test; ***P < 0.0001, *P = 0.046). **d** Proteins produced by genes with higher glycine codon content exhibited a significant decrease after Nsun2 ablation. Left, LogTER (top, red) corresponding to glycine codon content enrichment scores (bottom, yellow-blue). Heatmap represents gene clusters from the top 50% of glycine codon-enriched genes, with yellow representing most enriched and blue representing least enriched. The red and dark-blue borders indicate the statistical significance of the calculated hypergeometric *P* values for that cluster after Bonferroni’s correction, obtained from the *z* scores associated with the mutual information (MI) values calculated with 10,000 randomization tests (adj. *P* < 0.05). **e** Schematic of translation at the ribosome and locations of the A, P, and E sites. **f** Top, RiboSeq data for A-site occupancy (KO vs. WT) (top left) and relative ribosomal dwell time (KO/WT) (top right) grouped by amino acid. Bottom, ribosome A-site occupancy shown for all 64 codons. Note the significant increase in DT and A-site occupancy for Gly (GGN) codons and specifically GGA codons (*n* = 2 KO/2 WT). Source data are available as a Source Data file.

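tRNA^Gly made up 14.7% ± 2.98 (SD, n = 3 mice) of the summed CPM of the 162 isodecoders in WT cortex and 7.44% ± 1.01 (SD, n = 3) in Nsun2 KO cortex. Every KO mouse had a lower share than every WT mouse (exact two-sided permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). Isodecoders with the GCC anticodon held most of it, with 13.4% ± 2.63 (SD, n = 3) in WT and 6.55% ± 0.845 (SD, n = 3) in KO. Gly-GCC-2-1, Gly-GCC-3-1 and Gly-GCC-4-1 had nearly the same CPM in each mouse. Whether reads they share enter these sums more than once was not tested. The TCC isodecoder held 0.286% ± 0.0592 in WT and 0.142% ± 0.0319 in KO (SD, n = 3 each), again without overlap between the genotypes (exact p = 0.1). The CCC isodecoders held 0.985% ± 0.303 in WT and 0.684% ± 0.143 in KO (SD, n = 3 each; exact p = 0.2).
Among 21 amino acid families compared with the remaining isodecoders by camera (preset correlation 0.01, Benjamini-Hochberg), tRNA^Gly was lower (adjusted p = 2.0e-11) and tRNA^Gln was higher, with 8 of 8 isodecoders up and a median log2 fold change of 0.18 (adjusted p = 0.0038). Neither family passed with an estimated correlation (adjusted p = 0.682 for tRNA^Gly and 0.868 for tRNA^Gln). With the preset correlation, all 10 ways to split the 6 mice into 3 and 3 called at least as many families (real 2, highest other 5). The number of families called is therefore no evidence of a change. In YAMAT-seq, another tRNA assay that shares these mice, tRNA^Gln was lower instead (median -0.29). All 5 tRNA^Pro, 3 tRNA^Asp, 5 tRNA^Glu and 11 tRNA^Val isodecoders had a negative fold change, with medians of -0.54, -0.52, -0.42 and -0.19. All 3 tRNA^His and 3 initiator tRNA^Met isodecoders were negative too (-0.26 and -0.27). All 3 tRNA^Asn and 4 tRNA^Cys isodecoders were positive (0.29 and 0.33). None of these families passed, and the median of all 162 isodecoders was -0.13. A uniform sign was thus not limited to families that the paper measured by bisulfite sequencing. With each mouse's values divided by its sum, 7 of the 11 tRNA^Val isodecoders were negative, and scaled by median log ratios 6.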

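In a test over the 162 isodecoders, 8 were lower in Nsun2 KO than in WT cortex and 0 were higher (limma, Benjamini-Hochberg adjusted p under 0.05), against 23 lower and 3 higher at an unadjusted p under 0.05. Of the 8, 7 were tRNA^Gly isodecoders and 1 was Leu-TAA-1-1. Leu-TAA-1-1, a rare isodecoder, had 30.1 ± 1.46 CPM (SD, n = 3) in WT and 13.2 ± 3.78 CPM (SD, n = 3) in KO, a log2 fold change of -1.16 (standard error 0.30, adjusted p = 0.011, limma). Leu-TAA-1-1 did not pass without KO mouse 1 (adjusted p = 0.0632), KO mouse 2 (0.0999), WT mouse 2 (0.0503) or WT mouse 3 (0.0762). With the replicate number as a block, 28 isodecoders were lower and 4 were higher. The number of lower isodecoders was 23 without KO mouse 3, 4 without KO mouse 1 and 4 without WT mouse 2, and 1 was higher without WT mouse 3.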

### Nsun2 knockout selectively depletes tRNA^*Gly*^ expression

It has been previously established that tRNA m^5^C within the variable loop region, the primary Nsun2 target (Fig. 1c, d and ref. ^28^), could affect tRNA stability and translation efficiency^29,30^. 

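dm-Hydro-tRNAseq selects full-length tRNAs by size, demethylates bases, hydrolyses the tRNAs in part and sequences the short fragments that result. Cortex of 3 WT mice and 3 Nsun2 KO mice was profiled with it. The deposited table gives CPM for 162 nuclear isodecoders, 10 of them tRNA^Gly, in each mouse. According to the methods, the authors trimmed the reads with cutadapt, aligned them with BWA to nuclear and mitochondrial tRNA sequences, corrected the counts for reads that match several tRNAs, and kept isodecoders with a mean of at least 20 CPM in a group. The values of the 162 isodecoders sum to 452844, 454393 and 503572 CPM in the WT mice and to 435757, 400930 and 498783 CPM in the KO mice. The sum of a mouse is 40.1% to 50.4% of what the CPM of a whole library add up to, and which reads make up the rest was not tested. The number of reads behind a value is not known, since CPM do not keep it.
From there, log2(CPM + 1) was compared between the genotypes with limma (trend), and p-values were adjusted over the 162 isodecoders by the Benjamini-Hochberg method. A fold change on this scale understates the change of a rare isodecoder. The median log2 fold change of all isodecoders was -0.13. Scaling each mouse by its median log ratio moved this median to 0.01. The methods name a correction for reads that map to several tRNAs and do not state how it assigns them. Values were also summed by anticodon.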

To explore, we profiled full-length tRNAs in adult *CamK-Cre*^*+*^*,Nsun*^*2lox/2lox*^ and control cortex with dm-HydrotRNA-seq^31,32^. 10/10 tRNA^*Gly*^ isodecoders showed decreased expression in the Nsun2-deficient cortex compared to control. This included significant deficits (FDR adj. *P* < 0.05) in 4/4 tRNA^*Gly*^_*GCC*_, 2/4 tRNA^*Gly*^_*CCC*_, and 1/1 tRNA^*Gly*^_*TCC*_ isodecoders. These changes were tRNA^*Gly*^-specific, because only 4/152 (non-tRNA^*Gly*^) isodecoders showed a significant change in the mutant, without anticodon preference (Fig. 2a, statistical analyses for all detected isodecoders in Source Data file). 

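All 10 tRNA^Gly isodecoders had a lower mean in Nsun2 KO than in WT cortex, with a median log2 fold change of -1.09. Gly-GCC-1-1 fell from 9869.6 ± 1358 CPM (SD, n = 3 mice) in WT to 4437 ± 723 CPM (SD, n = 3) in KO, a log2 fold change of -1.16 (standard error 0.23, adjusted p = 5.9e-04, limma). Gly-GCC-2-1 fell from 17692 ± 2868 to 8202 ± 616 CPM (SD, n = 3 each), a log2 fold change of -1.10 with the same adjusted p. Gly-GCC-3-1 and Gly-GCC-4-1 had nearly the same CPM as Gly-GCC-2-1 in each mouse, with log2 fold changes of -1.10 and -1.09. These isodecoders may share reads and are not shown to be separate measurements. Gly-TCC-1-1 fell from 1333 ± 211 to 627 ± 100.5 CPM (SD, n = 3 each), a log2 fold change of -1.09 (standard error 0.25, adjusted p = 0.0036, limma).
In these 5 isodecoders every KO mouse lay under every WT mouse, which chance gives in 10% of comparisons of 3 with 3 in either direction, while 25 of the 162 isodecoders had it in this direction and 2 in the other. Gly-CCC-1-1 had 2239 ± 509 CPM in WT and 1696 ± 189 CPM in KO (SD, n = 3 each), a log2 fold change of -0.38 (standard error 0.25, adjusted p = 0.550, limma). Gly-ACC-1-1 had 336.5 ± 124 and 304 ± 137 CPM (SD, n = 3 each), a log2 fold change of -0.18 (standard error 0.28, adjusted p = 0.872, limma). Its sign turned positive without 1 mouse (log2 fold change at most 0.11), so the count of negative isodecoders was 9 without KO mouse 1 and 9 without WT mouse 3.

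**Figure D1:**
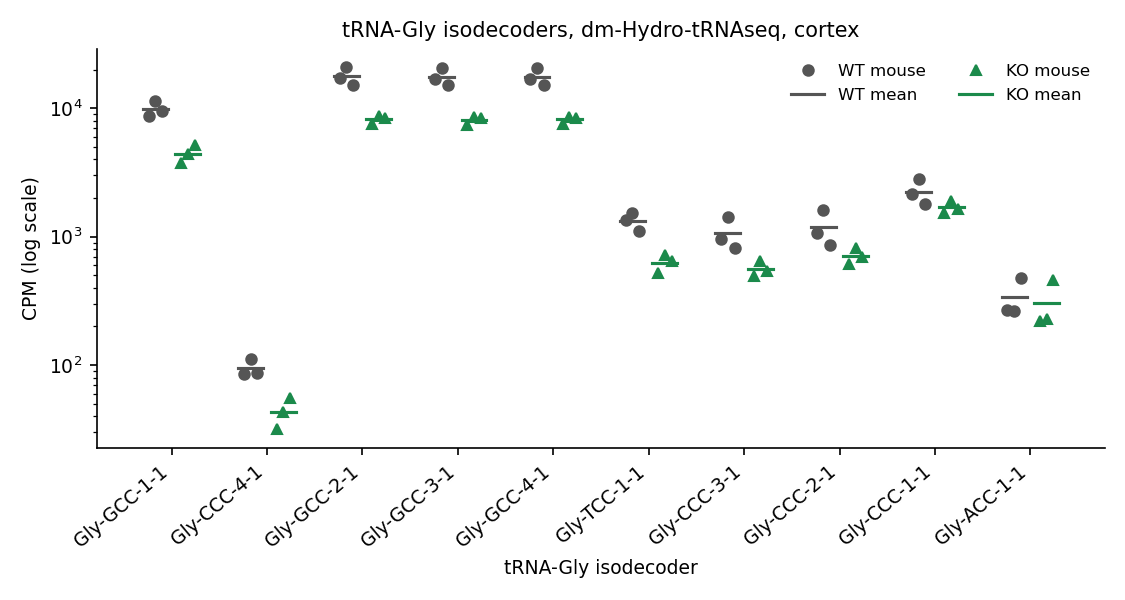
CPM of the 10 tRNA^Gly isodecoders in cortex on a log axis, ordered by log2 fold change from the lowest. Points are mice (3 WT, 3 KO) and bars are group means; KO and WT mice overlap in Gly-CCC-1-1 and Gly-ACC-1-1.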

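The isodecoders past the threshold were 4 of 4 Gly-GCC, 2 of 4 Gly-CCC and 1 of 1 Gly-TCC, and the single Gly-ACC isodecoder did not pass. The 2 Gly-CCC isodecoders were Gly-CCC-4-1 and Gly-CCC-3-1. Gly-CCC-4-1 fell from 94.6 ± 15.1 to 43.3 ± 11.8 CPM (SD, n = 3 each), a log2 fold change of -1.13 (standard error 0.26, adjusted p = 0.0041, limma). Gly-CCC-3-1 fell from 1064 ± 315 to 561 ± 77.7 CPM (SD, n = 3 each), a log2 fold change of -0.89 (standard error 0.26, adjusted p = 0.029, limma). Gly-CCC-2-1 had 1190 ± 390 CPM in WT and 704 ± 99.8 CPM in KO (SD, n = 3 each), a log2 fold change of -0.72 (standard error 0.26, adjusted p = 0.137, limma). It passed with the replicate number as a block (adjusted p = 0.0017). Adjusted over the list alone, 8 of the 10 tRNA^Gly isodecoders were lower, Gly-CCC-2-1 among them (adjusted p = 0.0117).
Summed by anticodon, Gly-GCC fell from 62618 ± 9619.7 to 28939.6 ± 2423 CPM (SD, n = 3 each), to 46.2% of WT (log2 fold change -1.11, standard error 0.21, adjusted p = 2.9e-05 over 48 isoacceptors, limma). Reads that Gly-GCC isodecoders share may enter this sum more than once, which was not tested. Gly-TCC, a single isodecoder, fell to 47.1% of WT (adjusted p = 9.3e-05). Gly-CCC had 4588 ± 1227 CPM in WT and 3005 ± 370.4 CPM in KO (SD, n = 3 each), a log2 fold change of -0.58 (adjusted p = 0.207, and 0.029 with the replicate number as a block). Single mice decided part of these calls: 4 tRNA^Gly isodecoders passed without KO mouse 1, 4 without WT mouse 2 and 6 without WT mouse 1. Gly-TCC-1-1 and Gly-CCC-4-1 missed the threshold without KO mouse 1 (adjusted p = 0.0632 and 0.0612) and without WT mouse 2 (0.0503 for both), and Gly-CCC-3-1 missed it without these (0.226 and 0.416) and without WT mouse 1 (0.0737). With each mouse scaled by its median log ratio, Gly-CCC-3-1 had a log2 fold change of -0.75 and did not pass (adjusted p = 0.114), and scaled to nuclear tRNA outside tRNA^Gly, Gly-CCC-2-1 passed (0.0204).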

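Of the 152 isodecoders outside tRNA^Gly, Leu-TAA-1-1 alone passed the threshold (limma), and their median log2 fold change was -0.09. Asn-GTT-3-1 had 1329 ± 203 CPM in WT and 2135 ± 415 CPM in KO (SD, n = 3 each), and every KO mouse lay above every WT mouse (log2 fold change 0.68, standard error 0.25, adjusted p = 0.137, limma). Met-CAT-1-1 had 664 ± 45.7 and 911 ± 192 CPM (SD, n = 3 each), a log2 fold change of 0.44 (adjusted p = 0.420). Ala-AGC-2-1, with 48.4 ± 14.0 CPM in WT and 27.5 ± 2.72 CPM in KO (SD, n = 3 each), and Ala-TGC-1-1, with 35.3 ± 7.69 and 19.9 ± 3.77 CPM (SD, n = 3 each), had log2 fold changes of -0.76 and -0.79 (adjusted p = 0.137 for both).
Isodecoders of other anticodons that the paper measured by bisulfite sequencing, taken as the most abundant of each, did not pass. Their log2 fold changes were -0.16 for Glu-TTC-1-1, -0.42 for Glu-CTC-1-1, -0.46 for Asp-GTC-1-1, -0.03 for Val-AAC-1-1 and -0.54 for Pro-TGG-2-1. Val-AAC-2-1, the isodecoder of that anticodon in the paper's bisulfite assay and added here after its value was seen, had a log2 fold change of -0.54 (adjusted p = 0.272, and 0.0272 with the replicate number as a block). Arg-TCT-4-1 had a log2 fold change of -0.16. With the replicate number as a block, 20 isodecoders outside tRNA^Gly were lower and 4 were higher. Among these were Asn-GTT-3-1 (adjusted p = 0.0020), Ala-AGC-2-1 (7.4e-05), Ala-TGC-1-1 (1.2e-05), Glu-CTC-1-1 (0.030), Asp-GTC-1-1 (0.045) and Pro-TGG-2-1 (0.025), but not Met-CAT-1-1 (0.087). The count also rested on single mice, with 16 lower without KO mouse 3 and 0 lower without KO mouse 1, KO mouse 2, WT mouse 2 or WT mouse 3, and 1 higher without WT mouse 3. Among the 16 were Ala-AGC-2-1 (adjusted p = 0.0250), Ala-TGC-1-1 (0.0240) and Pro-TGG-2-1 (0.0188). Scaled to each mouse's sum, or by its median log ratio, 1 was lower and 2 were higher. By median log ratio these 2 were Asn-GTT-3-1 (log2 fold change 0.82) and Met-CAT-1-1 (0.58), with an adjusted p of 0.0349 for both, and by the sum Asn-GTT-3-1 was among them (adjusted p = 0.0118). From the small number of other isodecoders that changed, the paper reasons that the change was specific to tRNA^Gly (Fig. 2a).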

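YAMAT-seq ligates Y-shaped adapters to the ends of mature tRNAs, here with unique molecular identifiers so that amplified copies count once. Cortex of 3 WT mice and 4 Nsun2 KO mice was profiled, 6 of them the mice of the dm-Hydro-tRNAseq experiment and 1 KO mouse measured by YAMAT-seq alone. KO mice are numbered within each assay: KO mice 2, 3 and 4 of YAMAT-seq are KO mice 1, 2 and 3 of dm-Hydro-tRNAseq. WT mice have the same number in both. The authors trimmed the reads, removed duplicates, merged read pairs, aligned them to tRNA sequences and deposited DESeq2-normalized counts, a signal scaled by 1 size factor per mouse, for 240 nuclear and mitochondrial tRNAs. Each value is a whole multiple of the smallest value of its mouse. Counted in these steps, the mice had 96033, 77910 and 95600 (WT) and 98977, 139036, 99440 and 107154 (KO). These are read counts if the smallest value is 1 read, for which the table has too few low values to be sure, and on that reading every KO library was deeper than every WT library. The normalized counts sum to between 76840 and 129137 per mouse, with a median of 102576 in WT and 94674 in KO.
Tests used log2(normalized count + 1) with limma (trend) on the 166 tRNAs with a mean of at least 10, of which 8 were tRNA^Gly isodecoders, 136 were other nuclear isodecoders and 22 were mitochondrial. The low filter leaves 4 of the 12 listed tRNA^Gly isodecoders untested. The median log2 fold change of the 166 tRNAs was -0.02. Scaling each mouse to its sum moved it to 0.25, and scaling to the sum of nuclear tRNAs outside tRNA^Gly moved it to 0.20. These are shifts of all tRNAs together that normalized values cannot settle.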

Next, we confirmed the highly specific deficits in tRNA^*Gly*^_*GCC*_, tRNA^*Gly*^_*CCC*_, and tRNA^*Gly*^_*TCC*_ isodecoder expression in our Nsun2-deficient cortex (FDR adj. *P* < 0.05) with an independent tRNA profiling method, YAMAT-seq^33^ (Supplementary Fig. 4a). We then performed tRNA fragment (tRF)/tRNA half (tiRNA) sequencing (tRF 3’—17–22 nt; 5’—14–32 nt; and tiRNAs—33–35 nt), representing a heterogenous small RNA group produced from precursor or mature tRNAs and important for translational regulation and cellular stress responses^34^ and observed in Nsun2-deficient cortex a selective deficit in tRNA^*Gly*^_*CCC*_, tRNA^*Gly*^_*GCC*_, and tRNA^*Gly*^_*TCC*_ 5’ originating fragments primarily representing 5’ tiRNAs and 5’tRF-5c (28–32 nt long) (*P* < 0.05; Supplementary Fig. 4b). Therefore, our three independent sequencing assays exploring the “tRNAome”, further confirmed by isoacceptor-specific qPCR (Supplementary Fig. 4a, b), consistently showed that loss of neuronal Nsun2 is associated, in a codon-specific manner, with selective deficits in multiple tRNA^*Gly*^ isodecoders. In contrast, non-tRNA^*Gly*^ isodecoders were minimally affected. 

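Of 8 tRNA^Gly isodecoders measured by dm-Hydro-tRNAseq and YAMAT-seq, 7 had a negative log2 fold change in both assays of the 6 shared mice. Their median was -1.09 in dm-Hydro-tRNAseq and -0.27 in YAMAT-seq. The YAMAT-seq signs depended on scaling: over all its mice, each scaled to its sum, 4 of the 8 were negative. The fold change differed between the assays for Gly-GCC-1-1, by 1.08 on the log2 scale (standard error 0.24, adjusted p = 0.0078, limma over 130 isodecoders), and for Gly-GCC-3-1, by 1.34 (standard error 0.34, adjusted p = 0.019). Both were higher in YAMAT-seq. Gly-GCC-3-1 was close to the filter there, with 11.8 ± 4.51 normalized counts in WT (SD, n = 3) and 13.2 ± 1.31 in KO (SD, n = 4) against 17479 CPM in WT in dm-Hydro-tRNAseq, and its YAMAT-seq fold change ran from -0.12 to 0.41 without 1 mouse. In dm-Hydro-tRNAseq, Gly-GCC-3-1 had nearly the same CPM as Gly-GCC-2-1 in each mouse, so the 2 may share reads there. Gly-TCC-1-1 had log2 fold changes of -1.09 and -0.57 (adjusted p of the difference 0.269). Outside tRNA^Gly, Leu-TAA-2-1 and Ala-AGC-2-1 were higher in YAMAT-seq by 1.52 and 1.86 (adjusted p = 0.029 for both). Ala-AGC-2-1 changed direction, from -0.76 in dm-Hydro-tRNAseq to 1.10 in YAMAT-seq. Gln-CTG-1-1 and Gln-CTG-4-1 were lower in YAMAT-seq, with differences of -0.88 (adjusted p = 0.019) and -0.77 (adjusted p = 0.040).
Across the 130 shared isodecoders, which are not independent replicates, the log2 fold changes correlated weakly (Pearson r = 0.169, Spearman rho = 0.222). Of the 122 isodecoders outside tRNA^Gly, 67 (54.9%) had the same sign in both assays (r = 0.091, rho = 0.163). The fragment sequencing and the qPCR that the sentence also names were not analysed here. From the deficits seen in its tRNA assays, the paper concludes that loss of neuronal Nsun2 goes with selective, codon-specific deficits of tRNA^Gly isodecoders.

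**Figure D2:**
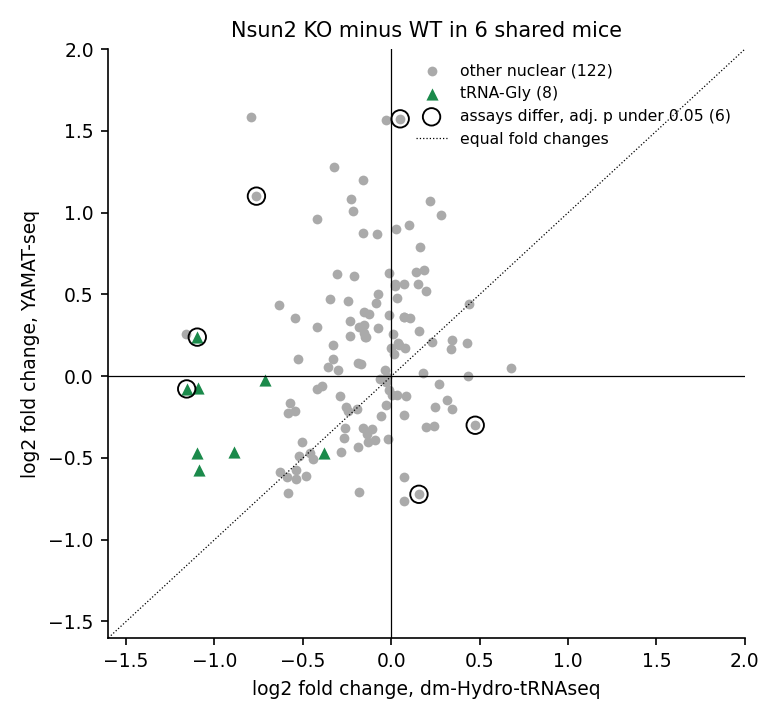
Log2 fold change (KO minus WT) of 130 isodecoders in dm-Hydro-tRNAseq (horizontal) and YAMAT-seq (vertical) in the same 6 mice. Each point is an isodecoder, circles mark the 6 whose fold change differed between the assays (limma, adjusted p under 0.05), and 7 of 8 tRNA^Gly isodecoders lie left of and under 0.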

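In YAMAT-seq, 3 tRNAs outside tRNA^Gly were lower and 10 were higher in Nsun2 KO than in WT cortex (limma, Benjamini-Hochberg adjusted p under 0.05 over 166 tRNAs). The largest rises were Cys-GCA-17-1 (log2 fold change 1.65, standard error 0.40, adjusted p = 0.024), Ala-TGC-1-1 (1.59, standard error 0.42, 0.029) and Leu-TAA-2-1 (1.52, standard error 0.42, 0.034), each with a mean under 100 normalized counts in both genotypes. Cys-GCA-17-1 was far lower, with 4.27, 8.29 and 4.25 in the WT mice and 25.7, 17.7, 24.2 and 11.5 in the KO mice. Its WT mean of 5.60 was under the filter's mean of 10. Ala-AGC-2-1 rose from 131 ± 16.2 (SD, n = 3) to 283 ± 61.1 (SD, n = 4), a log2 fold change of 1.08 (standard error 0.20, adjusted p = 0.0063, limma). Ser-CGA-1-1 rose from 90.1 ± 28.5 (SD, n = 3) to 179.6 ± 41.5 (SD, n = 4), a log2 fold change of 1.01 (standard error 0.26, adjusted p = 0.029, limma). The falls were mitochondrial tRNA-Cys-GCA (804 ± 109 to 514 ± 65.9, log2 fold change -0.64, adjusted p = 0.019), Gln-TTG-2-1 (506 ± 35.6 to 332 ± 35.5, log2 fold change -0.61, adjusted p = 0.019) and Val-CAC-3-1 (268 ± 18.3 to 178 ± 23.8, log2 fold change -0.60, adjusted p = 0.0497), with SDs over 3 and 4 mice.
Asn-GTT-3-1 (log2 fold change 0.05), Met-CAT-1-1 (0.49), Leu-TAA-1-1 (0.21), Arg-TCT-4-1 (-0.31), Glu-TTC-1-1 (0.32), Glu-CTC-1-1 (-0.08), Asp-GTC-1-1 (-0.46), Val-AAC-1-1 (-0.01) and Pro-TGG-2-1 (-0.54) did not pass. By camera over 20 families (preset correlation), tRNA^Ala, tRNA^Trp, tRNA^Ser and tRNA^Cys were higher and tRNA^Gln and mitochondrial tRNAs lower, while tRNA^Gly had an adjusted p of 0.073. All 7 tRNA^Gln isodecoders had a negative fold change (median -0.29), and 4 of 7 with each mouse scaled to its sum. In dm-Hydro-tRNAseq 8 of 8 tRNA^Gln isodecoders were positive (median 0.18), so the assays gave this family opposite signs. No family passed with an estimated correlation (lowest adjusted p = 0.281). Abundant tRNAs had lower and rare tRNAs higher fold changes: of 19 nuclear tRNAs outside tRNA^Gly with a mean log2 level of at least 10, 18 had a negative fold change, with a median of -0.34. With each mouse scaled to its sum, 4 tRNAs were lower and 20 were higher, and scaled to nuclear tRNA outside tRNA^Gly 5 were lower and 18 higher. The counts rested on single mice: 8 tRNAs outside tRNA^Gly were lower and 22 higher without KO mouse 3, 0 and 3 without WT mouse 2, 1 and 2 without KO mouse 1, 1 and 4 without KO mouse 4, 2 and 3 without KO mouse 2, 2 and 5 without WT mouse 3, and 3 and 18 without WT mouse 1. KO mouse 3 of YAMAT-seq is KO mouse 2 of dm-Hydro-tRNAseq. Of the tRNAs named as changed, Ala-AGC-2-1 alone passed whichever mouse was left out. In dm-Hydro-tRNAseq, however, Ala-AGC-2-1 had a log2 fold change of -0.76 and Ala-TGC-1-1 one of -0.79 (adjusted p = 0.137 for both, limma). For both the direction was thus opposite in the 2 assays.

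**Figure D3:**
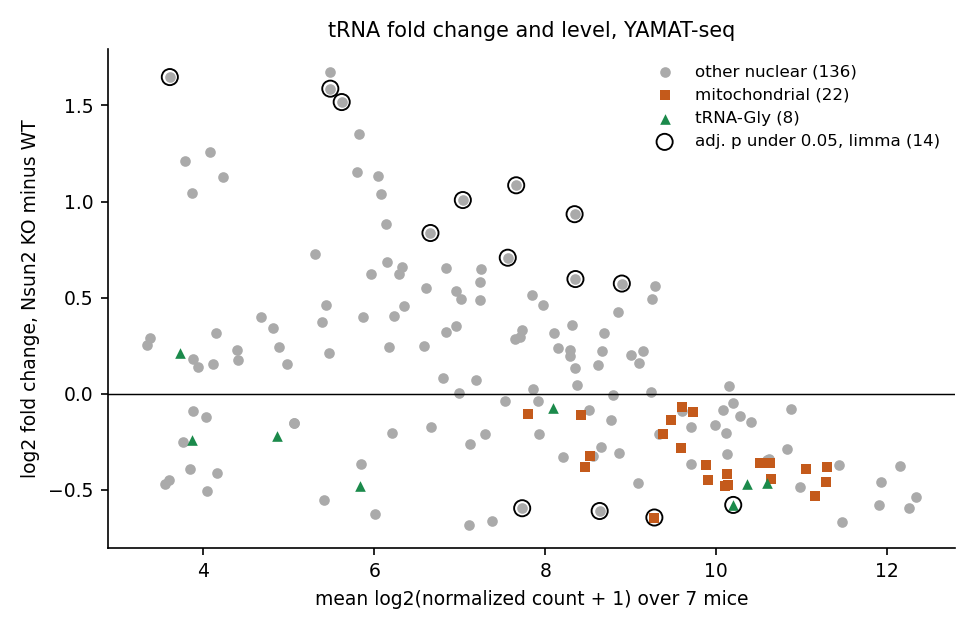
Log2 fold change (KO minus WT) of 166 tRNAs in YAMAT-seq against their mean log2(normalized count + 1) over 7 mice. Points are tRNAs by class and circles mark the 14 past the threshold; at a mean of at least 10, 31 of 32 tRNAs lie under 0.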

Our findings resonate with previous studies in Nsun2- and Dnmt2*-*RNA cytosine methyltransferase-deficient fibroblasts which showed isodecoder destabilization limited to a small subset of tRNAs including tRNA^*Gly*^_*GCC*_^35^. However, in contrast to our findings in the adult cortex, Nsun2 in the prenatal brain is essential for inhibition of tRNA fragment production^10^.

### Nsun2 ablation decreases the expression of Gly-rich proteins

Studies in dividing cells and tissues lacking Nsun2 expression reported broadly impaired protein synthesis^10,25,36^. Therefore, we explored with LC-MS/MS mass spectrometry the adult PFC proteome after neuronal Nsun2 ablation. From a total of 5820 proteins identified in the PFC, 635 were decreased and 853 increased in *CamK-Cre*^*+*^*, Nsun2*^*2lox/2lox*^ compared to littermate control PFC (*n* = 5–6/group; FDR adj. *P* < 0.05; Fig. 2b, Supplementary Fig. 4g). Strikingly, neuronal signaling and synaptic functioning pathways represented 10/10 top-ranking StringDB functional categories for the group of downregulated proteins, while pathways associated with RNA processing, metabolism, and tRNA aminoacylation/ligation ranked top among the list of upregulated proteins (Fig. 2c). Given the loss of codon-specific tRNA^*Gly*^ isodecoders in our Nsun2-deficient cortex, we then examined glycine amino acid composition in the cortical proteomes. Indeed, downregulated proteins were significantly glycine-enriched (average 7.16% glycine content) in the mutant compared to wild-type proteome, which on average had 6.63% glycine content (*P* < 0.0001; Fig. 2c). This included many proteins crucial for synaptic functioning, such as neurogranin (Nrgn), calcium voltage-gated channel auxiliary subunit gamma 8 (Cacng8), synaptogyrin 3 (Syngr3), neuronal pentraxin receptor (Nptxr), discs large MAGUK scaffold protein 4 (Dlg4), glutamate ionotropic receptor AMPA type subunit 2 (Gria2), and protein kinase C gamma (Prkcg) (comprehensive list in Supplementary Table 3). Conversely, proteins upregulated after Nsun2 ablation were significantly glycine de-enriched (*P* = 0.046; Fig. 2c). These alterations were highly specific because glycine content of the entire set of *n* = 434 neuron-specific proteins (UniProtKB) in our cortical proteome (comprised of neuronal and glial proteins) was very similar to the glycine content of the total proteome in our cortex homogenates (Mann–Whitney test, *P* = 0.412; Supplementary Fig. 4f), confirming that the observed enrichment of high glycine content proteins in the fraction of downregulated proteins in the Nsun2 mutant cortex do not reflect a non-specific decline of the neuronal proteome overall. Notably, a subset of 50 downregulated proteins known to be involved in excitatory synaptic transmission (Supplementary Table 3), including Neurogranin (Nrgn) as a key regulator of glutamate NMDA receptor-dependent intracellular signaling in PFC^37,38^, and calcium voltage-gated channel auxiliary subunit gamma 8 (Cacng8), regulating AMPA receptor intramembranous distribution^39^, displayed even higher average glycine content (7.62%; Supplementary Fig. 4f). Therefore, deficits in neurotransmission due to deficiencies in Gly-rich synaptic proteins may be present in the Nsun2 mutant cortex.

Correlation analysis between proteome and transcriptome (RNAseq; *n* = 2/genotype) of the 76 synapse-associated genes comprising the top 10 GO categories (Fig. 2c and Supplementary Fig. 4e) demonstrated poor correlation (*r*^2^ = 0.1066), suggesting that the aforementioned proteomic deficit in Nsun2-deficient cortex cannot be explained solely by gene expression alterations. We then computed codon-specific translational efficiency ratios (logTER) from normalized differentials of protein and RNA levels^40^. Indeed, we again identified a significant association between glycine codon content (including all four glycine codons due to their unanimous decrease in tRNA expression in the Nsun2 KO) and translation such that low logTERs were associated with higher glycine codon content within genes and vice versa (Fig. 2d). Interestingly, glutamic acid (Glu) and aspartic acid (Asp), two amino acids that in our set of 5820 cortical proteins were anti-correlated with Gly content, showed significantly increased logTERs in the mutant cortex (Supplementary Fig. 5a). Importantly, tRNA abundance is a key determinant for translational elongation rates during protein biogenesis, including codon-specific variabilities in ribosome speed along mRNAs^41–43^. Therefore, we asked whether the observed deficit in *Gly* tRNAs was associated with codon-specific alterations in ribosome dynamics. To examine this, we conducted genome-wide ribosomal footprinting assays (Riboseq)^44^, calculated P-site offsets (the site holding the tRNA associated with the growing polypeptide chain) with riboWaltz^45^, and then computed both codon-specific dwell times as a measure of the codon-specific decoding rate and the expression of codons occupying the A-site for WT vs. KO cortex (see “Methods”; Fig. 2e; Supplementary Fig. 5c, d). Indeed, the cerebral cortex of adult *CamK-Cre*^*+*^*, Nsun2*^*2lox/2lox*^ mice, in comparison to cortex with wild-type levels of Nsun2, showed a significant increase in dwell time (DT) (*P* = 1.97e−71) and A-site occupancy (*P* = 3.07e−21) for Gly (GGN) codons. This alteration was Gly-specific because codons from the 19 non-Gly amino acids were much less affected (Fig. 2f). 

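Nsun2, the targeted gene (chromosome 13 of GRCm38, 69612016 to 69634334), had a footprint value of 122 ± 11.0 (SD, n = 2 mice) in WT and 26.7 ± 5.25 (SD, n = 2) in KO cortex. This is a log2 fold change of -2.16 (standard error 0.21, adjusted p = 1.5e-04, limma). Its RNA fell by 1.72 on the log2 scale (standard error 0.12, adjusted p = 4.5e-05, limma), and its translational efficiency did not pass the test (log2 fold change -0.45, standard error 0.23, adjusted p = 0.999). Of 64 transcripts within 10 Mb of Nsun2, 0 passed in the footprints.
Riboseq sequences the mRNA fragments that ribosomes protect, and each of the 2 WT and 2 KO mice also has an RNA library. The authors trimmed the reads with cutadapt 3.1, removed duplicates with UMI-tools 1.1.1, aligned with Bowtie2 2.4.2 to the longest coding sequence of each gene, set P-sites with riboWaltz, and in Ribolog corrected footprints for stalled codons and scaled both kinds of library by medians. The deposited table gives these normalized values (signal) for 12719 transcripts. RNA values are whole multiples of 1 step per library, which, if 1 step is 1 read, puts the WT libraries at 13174377 and 11327206 reads and the KO libraries at 10465003 and 11799895 reads over the table. Corrected footprint values have no such step. They sum to 1325836 and 1319620 in WT and to 1310870 and 1299137 in KO, after scaling, so their depth is unknown. Between 35 and 50 transcripts per mouse are listed at 0 footprints and none at 0 RNA.
Tests used log2(value + 1) with limma (trend) on the 10674 transcripts with a mean footprint value of at least 10. Translational efficiency was tested as the interaction of library kind and genotype in one limma model over footprint and RNA libraries. Codon counts came from the coding sequences of GENCODE vM21, which matched 12588 of the 12719 transcripts. Codon dwell times and A-site occupancy were not analysed here. With 2 mice per genotype, a simulation with known changes recovered 73.1% of transcripts changed by 1 on the log2 scale in footprints and 47.8% in translational efficiency.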

Closer inspection of the 64 codons revealed that the excess DT and increased A-site occupancy in ribosomes from Nsun2 mutant cortex were primarily driven by the Gly GGA codon (TCC anticodon). Likewise, in the KO cortex A-site occupancy was also significantly increased for 2/3 of the other Gly codons (GGC and GGU) (Fig. 2f and Supplementary Fig. 5e). Furthermore, GGA codon-enriched transcripts had lower translational efficiencies in KO as compared to the mutant cortex (Supplementary Fig. 5b). 

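GGA-enriched transcripts, the top 20% by the share of GGA among their codons, had a median translational efficiency log2 fold change of -0.06 in Nsun2 KO relative to WT cortex, and the other transcripts one of -0.03. The GGA-enriched set held 2115 of 10573 transcripts, each with at least 2.31% GGA codons. Of these, 60.4% had a negative fold change, against 55.0% of the other transcripts. The difference of the medians, -0.036, did not reach the threshold of 0.05 in camera with 2 mice per genotype, at the preset correlation of 0.01 or with an estimated correlation. Among the sets of all 61 sense codons, made the same way, 0 passed after adjustment, and GGA had an adjusted p of 0.664. No single transcript passed in translational efficiency (limma, 0 of 10674), with 167 higher and 297 lower at an unadjusted p under 0.05. A test on footprints minus RNA within each mouse gave 730 transcripts at that level.
Across transcripts, which are not independent replicates, the GGA share correlated with the fold change in translational efficiency at a Spearman rho of -0.038, rank 12 of 61 codons from the lowest, and with that in footprints at -0.082, rank 5. In camera with an estimated correlation the GGA set had the smallest p of the 61, at an adjusted p of 0.967. The difference depended on single mice. It was -0.062 without KO mouse 1, -0.015 without KO mouse 2, -0.027 without WT mouse 1 and -0.056 without WT mouse 2. A simulated shift of -0.05 passed in 52.5% of 40 runs and one of -0.1 in 100%. The simulation drew each transcript independently, with no shift of the set between mice of one genotype. In the data such mice differed by -0.028 (WT) and -0.049 (KO), so these shares need not hold for them. From the position of these transcripts, the paper states that GGA-enriched mRNAs were translated less efficiently in the mutant cortex (Supplementary Fig. 5b).

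**Figure D4:**
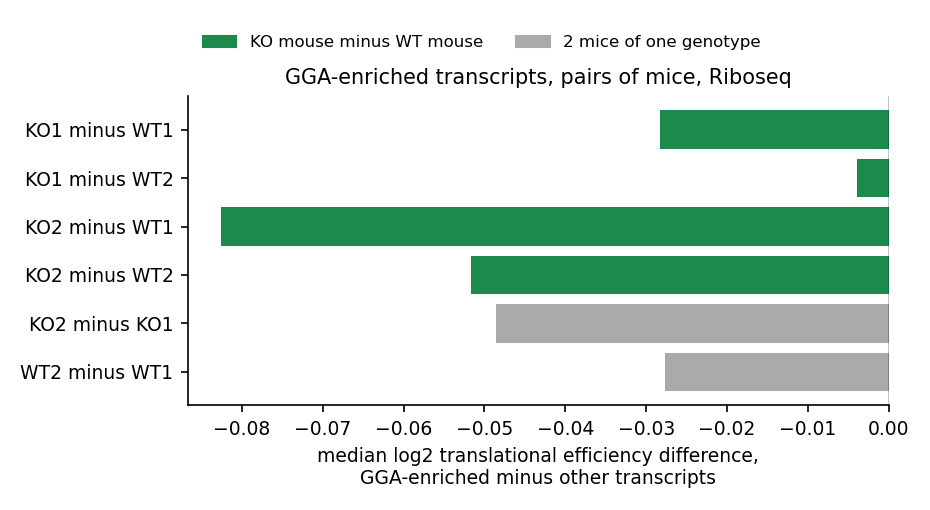
Median log2 translational efficiency difference of GGA-enriched minus other transcripts for each pair of the 4 Riboseq mice. Green bars are KO minus WT mice and grey bars compare mice of one genotype (-0.028 and -0.049); KO minus WT pairs run from -0.083 to -0.004.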

Finally, we examined ribosomal dynamics for the AAC and ATG codons associated with the two non-*Gly* tRNAs that were upregulated in the Nsun2 KO cortex (see Fig. 2a; tRNA^*Asn*^_*GTT*_ and tRNA^*Met*^_*CAT*_). There were no significant changes in ribosome DT or A-site occupancy (Fig. 2f and Supplementary Fig. 5e). Therefore, we conclude that loss of glycinergic tRNAs, including tRNA^*Gly*^_*TCC*_ isodecoders, is associated with disruption, or slowing, of proper translational elongation at the site of the corresponding Gly codons.

### Glycine biosynthesis is increased in the Nsun2 mutant cortex

We noticed five differentially expressed enzymes in our proteomics screen that were involved in the monosaccharide-based glycine/serine biosynthesis and metabolism pathway, including phosphoserine aminotransferase 1 (Psat1), phosphoserine phosphatase (Psph), phosphoglycerate dehydrogenase (Phgdh), serine hydroxymethyltransferase 2 (Shmt2), and serine racemase (Srr) (Fig. 3a and Supplementary Table 4). Because all five glycine/serine biosynthesis proteins showed significantly altered expression in our mutant cortex in a direction consistent with increased glycine biosynthesis, we speculated that alterations in expression of these proteins combined with the impact of tRNA^*Gly*^ dysfunction in the Nsun2 mutant cortex could signal changes in bulk amino acid content, specifically for glycine. To examine this, we used an unbiased metabolomic approach to profile 19 of the 20 canonical amino acids (no data for cysteine due to high reactivity). Indeed, there was a significant 2.46-fold (146%) increase of glycine in the Nsun2-deficient as compared to wild-type littermate cortex (*n* = 4/group, *t* test *P* < 0.05). In contrast, levels for each of the remaining 18 amino acids showed minimal, non-significant differences between mutant and control cortex (Fig. 3b). These findings, taken together, point to selective susceptibility of the glycinergic translatome in the adult cerebral cortex upon removal of neuronal Nsun2. Nsun2 ablation resulted in decreased levels of hypomethylated *Gly* tRNAs, with decreased translation of Gly-rich proteins and compensatory upregulation of the glycine biosynthetic pathway, ultimately leading to a 2.46-fold increase in glycine levels in bulk tissue extracts.

**Fig. 3:**
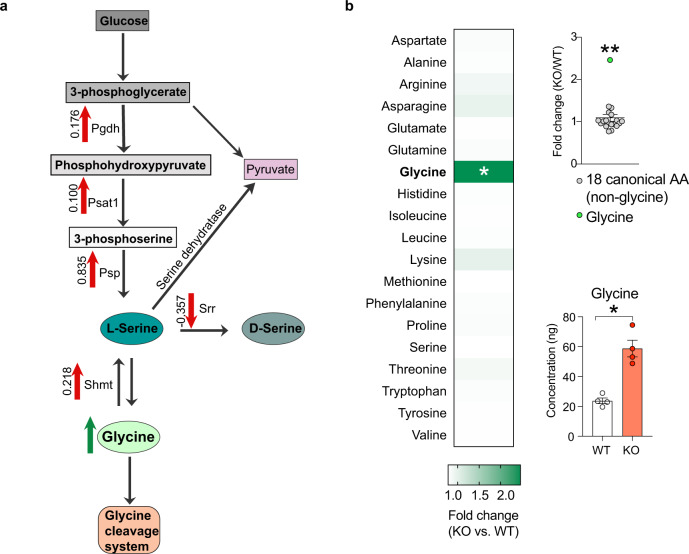
Nsun2 ablation alters glycine–serine biosynthesis pathways leading to increased glycine amino acid concentrations in the mutant cortex. **a** Schematic of glycine–serine biosynthesis pathways that are significantly altered in cortex after Nsun2 ablation. Red arrows represent significant FDR adjusted *P* values <0.1 in unbiased proteomic screen (see Fig. 2b) between Nsun2 KO and WT cortex with average *t* test differences denoted next to arrows. The green arrow represents significantly changed amino acid concentration in KO vs. WT cortex. **b** Metabolomic profiling of mutant and WT cortex for 19 amino acids (20 canonical amino acids, except for cysteine; see “Methods”) revealed a significant increase in glycine for Nsun2 KO vs. WT (*n* = 4/genotype; two-tailed *t* tests, FDR adj. *P = 0.020; **Grubb’s test for fold changes identified glycine as a significant outlier with alpha = 0.001). Data are presented as mean values +/− SEM. Source data are available as a Source Data file.

### Neuronal Nsun2 deletion impacts synaptic transmission in PFC

Of note, as discussed above, alterations in the cortical proteomic landscape after neuronal Nsun2 ablation included many Gly-rich proteins crucially important for synaptic signaling (Supplementary Table 3 and Supplementary Fig. 4f). Therefore, in order to test whether neurotransmission is affected in the Nsun2 mutant cortex, we performed whole-cell patch-clamp recordings on individual layer V pyramidal neurons in the mouse PFC to measure AMPA receptor-mediated miniature(m) excitatory postsynaptic currents (EPSCs) in adult Nsun2 mutants and controls. We specifically chose two sub-regions of the rodent PFC, the anterior cingulate cortex (ACC) and prelimbic cortex (PrL), which have been repeatedly implicated in rodent cognition^46–49^ and depressive-like behavior^50,51^. In ACC, there was no change in amplitude (*t*(23) = 0.9987, *P* = 0.328) but a significant decrease in mEPSC frequencies (*t*(23) = 2.958, *P* = 0.007), indicating potential loss of functional synapses or a lower probability of presynaptic glutamate release in KO mice. In PrL, mEPSC frequencies were normal (*t*(23) = 0.6787, *P* = 0.504) but there was a significant decrease in amplitude for KO mice (*t*(23) = 2.243, *P* = 0.035), suggesting a decreased abundance of postsynaptic AMPA receptors or less neurotransmitter quanta in presynaptic vesicles (Fig. 4a). To more directly link functional changes in synaptic transmission with alterations in Gly-rich synaptic proteins, we isolated synaptosomes from Nsun2 KO cortex and measured protein abundance for the synaptic protein with the highest glycine content, Neurogranin (Nrgn; Supplementary Table 3, Fig. 4b, and Supplementary Fig. 5f). Synaptic fractions in the KO cortex indeed had significantly decreased Neurogranin protein expression (*t*(8) = 2.282, *P* = 0.026, one-tailed; Fig. 4b). Based on these results, we propose a working model linking neuronal codon-specific loss of *Gly* tRNAs after Nsun2 ablation to impaired translation of synaptic proteins, resulting in defective synaptic plasticity and signaling (working model, Fig. 4c).

**Fig. 4:**
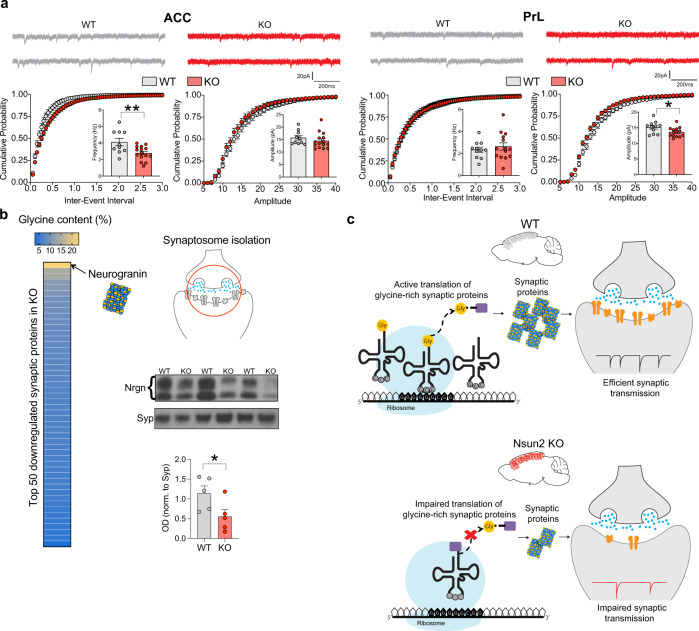
Neuronal Nsun2 is essential for synaptic transmission in the prefrontal cortex. **a** Electrophysiological recordings from two distinct PFC subregions, ACC (left; *n* = 10 WT neurons, 15 KO neurons) and PrL (right; *n* = 11 WT neurons, 14 KO neurons) in WT and Nsun2 KO mouse brain. mEPSCs were recorded from layer V pyramidal neurons at −70 mV (two-tailed *t* test, **P = 0.007, *P = 0.035). Data are presented as mean values +/− SEM. **b** Left, glycine content for 50 downregulated synaptic proteins (see Supplementary Table 3) that may contribute to synaptic transmission phenotype, including Neurogranin with 23% glycine. Right, synaptosomes were isolated from Nsun2 KO cortex and immunoblot showed decreased expression of Neurogranin at the synapse in KO cortex (*n* = 5 WT/5 KO; one-tailed *t* test, *P = 0.026). Synaptophysin, which was unaltered in our proteomics screen, was used as a loading control. Data are presented as mean values +/− SEM. **c** Working model for effects of Nsun2 KO on tRNA^*Gly*^ expression, translation of synaptic proteins, and resulting impairments in synaptic transmission. Source data are available as a Source Data file.

### Neuronal Nsun2 deletion impairs complex behaviors

Given these alterations in PFC neurotransmission, we asked whether PFC-dependent behaviors could be affected in mice with neuronal Nsun2-deficiency. To this end, we subjected multiple cohorts of mice to behavioral realms causally related to cortical function, including fear learning, anxiety, and behavioral despair/depression^50,52–54^ (Supplementary Table 5). Indeed, *CamK-Cre*^*+*^*, Nsun2*^*2lox/2lox*^ mice showed impaired acquisition of a tone/shock association in the fear-conditioning paradigm (*P* = 0.06) and a dramatic reduction in freezing when placed in the training context during the contextual fear memory test (*P* < 0.001) suggesting impaired contextual memory (Fig. 5a). This cognitive deficit was specific to contextual memory because cued fear conditioning and Y-maze working memory were completely preserved (Fig. 5a). However, mutant mice were significantly less anxious in the elevated plus maze (*P* = 0.004) and light/dark box (*P* = 0.012; Fig. 5b and Supplementary Fig. 6a–c) compared to controls and exhibited significantly decreased immobility scores on the forced swim test (*P* = 0.009) but not the tail suspension test (*P* = 0.291; Fig. 5c).

**Fig. 5:**
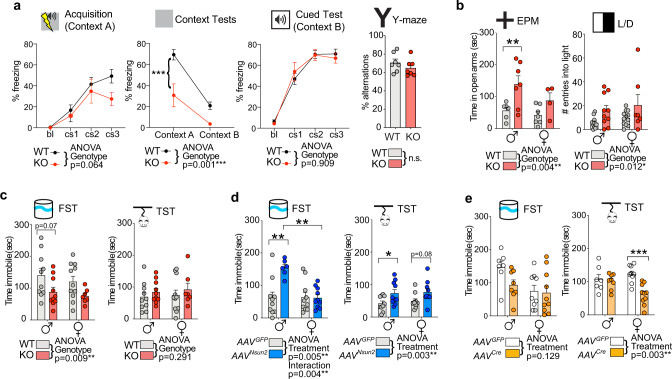
Manipulation of neuronal Nsun2 modulates complex behaviors, including cognition and depressive behaviors. **a** Behavioral tests of cognition in adult Nsun2 KO and WT mice (*n* = 12 WT, 7 KO). Left, changes in contextual but not cued fear memory in Nsun2 KO mice compared to WT. Right, no changes in working memory were detected in Y-maze spontaneous alternation (*n* = 7/genotype; ***P < 0.0001). **b** Nsun2 KO and WT mice in elevated plus maze (EPM; *n* = 6 WT M, 7 WT F, 7 KO M, 4 KO F) and light/dark box (L/D; *n* = 11 WT M, 12 WT F, 10 KO M, 7 KO F; **P = 0.010 for KO vs. WT males post hoc comparisons). **c** Nsun2 KO vs. WT mice immobility scores in the forced swim (FST; *n* = 10 WT M, 11 WT F, 10 KO M, 7 KO F) and tail suspension (TST; *n* = 10 WT M, 11 WT F, 10 KO M, 7 KO F). **d** *AAV8*^*hSyn1-Nsun2*GFP^ vs. *AAV8*^*hSyn1-*GFP^ control mice immobility scores in the FST (*n* = 10 *AAV*^*GFP*^ M, 10 *AAV*^*GFP*^ F, 6 *AAV*^*Nsun2*^ M, 10 *AAV*^*Nsun2*^ F; **P = 0.002 for post hoc comparisons) and TST (*n* = 10/sex/condition; *P = 0.044 for post hoc comparisons). **e** *AAV8*^*hSyn1-Cre*GFP^ vs. *AAV8*^*hSyn1-*GFP^ control mice immobility scores in the FST and TST (*n* = 7 *AAV*^*GFP*^ M, 9 *AAV*^*GFP*^ F, 8 *AAV*^*Cre*^ M, 10 *AAV*^*Cre*^ F; ***P < 0^.^001). All data are presented as mean values +/− SEM, and all post hoc *t* tests are two-tailed with Bonferroni correction. Source data are available as a Source Data file.

### Nsun2 overexpression in PFC produces depressive-like behavior

We were highly surprised to observe reductions in depression and anxiety-related behaviors in mice with neuronal Nsun2-deficiency, and we then wondered whether a viral-mediated increase in neuronal Nsun2 expression in the adult cortex would elicit similar or opposite phenotypes. Indeed, mice expressing a *Nsun2GFP* transgene (*AAV8*^*hSyn1-Nsun2GFP*^; Fig. 1b) bilaterally in PFC neurons showed significantly increased immobility scores in the two behavioral despair tests (*P* = 0.005 and 0.003; Fig. 5d), while anxiety-related test scores were indistinguishable from controls (Supplementary Fig. 6a–c). In addition, fear acquisition, contextual memory, cued fear memory, and Y-maze working memory were all preserved in Nsun2 overexpressing mice (Supplementary Fig. 6d).

### Nsun2 ablation in PFC produces an anti-depressant phenotype

Due to these bi-directional behavioral effects, with antidepressant-like phenotypes after Nsun2 ablation in postnatal forebrain but increased depression-like behaviors in mice expressing a *Nsun2* transgene selectively in adult PFC neurons, we next sought to determine if we could recapitulate the anti-depressant-like effect with a PFC-specific neuronal Nsun2 ablation in adulthood. To this end, we bilaterally injected AAV^*hSyn1-CreGFP*^ into PFC of 10–12 weeks old adult *Nsun*^*2lox/2lox*^ mice (Supplementary Fig. 1e). PFC-specific loss of *Nsun2* expression was confirmed by qPCR (*n* = 16–17/AAV injection type; *t*(31): 3.945, *P* < 0.001) and the resulting loss of Nsun2 methyltransferase activity further confirmed by tRNA bisulfite sequencing for tRNA^*Gly*^_*GCC*_, showing decreased methylation at Nsun2 target cytosines (*n* = 3/AAV injection type; C39: *P* = 0.032, C46,47,48: *P* = 0.002; Supplementary Table 6). Indeed, mice with PFC-specific loss of Nsun2 showed decreased immobility in tests of behavioral despair, specifically the TST (*N* = 7–10/sex/AAV injection type; *t* test, *P* < 0.001; Fig. 5e and Supplementary Table 5).

## Discussion

We show that Nsun2 expression and activity in mature neurons is essential for synaptic transmission and complex behaviors including contextual fear memory. Furthermore, Nsun2 robustly shapes affective states associated with depression and anxiety. Bi-directional changes in Nsun2 tRNA methyltransferase activity in adult PFC neurons are associated with directly opposing changes in behavioral despair paradigms and differential effects on anxiety-related behaviors. Consistent with these behavioral studies, our recordings from Nsun2*-*ablated PFC layer V neurons show significant deficits in mEPSC amplitude and frequencies, which, although a preliminary finding, shows a functional consequence of synaptic protein loss elicited by Nsun2 ablation.

Which molecular mechanisms link Nsun2 to these robust behavioral and physiological phenotypes? Our findings confirm that Nsun2 ablation and overexpression in PFC neurons induce corresponding changes in m^5^C methylation of Nsun2-regulated cytosine residues positioned in the 3’ half of several tRNA isoacceptor families. These include *Gly* tRNAs harboring altogether four Nsun2-regulated methyl-cytosines including C37 positioned distal from the anticodon hairpin and C46, C47, C48 in the variable loop region, contrasting with a lower number of Nsun2-regulated cytosine residues for other (non-glycinergic) tRNAs in the adult brain. Therefore, it is plausible that the sharp drop in Nsun2-dependent m^5^C levels in our mutant cortex renders the tRNA^*Gly*^ family particularly susceptible to degradation or other types of molecular defects resulting in lower levels of expression, which is what we observed for the entire set of 10/10 tRNA^*Gly*^ isodecoders. Of note, deficits in tRNA^*Gly*^ levels after germline Nsun2 ablation have been previously reported for the liver^17,35^ and skin^10^. The latter finding is interesting in view of Blanco et al.’s comprehensive mouse tRNA methylome atlas for mouse skin and human dermal fibroblasts^10^, which lists only 3/41 isoacceptor families, or *Gly*, *Glu*, and *Pro-*specific tRNAs, each carrying three Nsun2-methylated cytosine residues (Supplementary Fig. 3b, c). In contrast, brain harbors altogether four Nsun2-methylated cytosine residues for multiple *Gly* isoacceptors including tRNA^*Gly*^_*CCC*_ (ref. ^10^) and tRNA^*Gly*^_*GCC*_ (our data), while *Glu* and *Pro* tRNAs in the brain still contain three Nsun2-methylated cytosines (Supplementary Fig. 3c). In addition to highly methylated (>80–90% methylated at baseline) cytosines C46/C47/C48 in the variable loop region, *Gly* tRNA C39 at baseline is moderately methylated (~10–20%), while highly sensitive to changes in Nsun2 methyltransferase activity (Fig. 1c, d). Finally, C37 of tRNA^Gly^ isoacceptors is regulated by a non-Nsun2 RNA methyltransferase, Dnmt2^27^. These findings, taken together, suggest that loss of m^5^C in the brain is destabilizing to Gly tRNAs that uniquely carry four Nsun2-regulated cytosine residues. Indeed, in the adult mutant cortex with neuron-specific Nsun2 deficiency, loss of tRNA expression was specific for the group of *Gly* tRNAs, while no consistent alterations in tRNA isodecoder expression were found for any of the remaining tRNA families. In turn, loss of *Gly* tRNA resulted in a decline in translational efficiencies specifically of Gly-rich (including many synapse-associated) neuronal proteins (Supplementary Table 3 and Supplementary Fig. 4f). Our findings, taken together, point to Nsun2 as a key epitranscriptomic regulator in mature neurons with a critical role in the maintenance of proper levels of *Gly* tRNAs required for the efficient translation of Gly-rich proteins. Disruption of this mechanism then leads to deficits in synaptic transmission and alterations in complex behaviors.

Unexpectedly, our study uncovered a 2.46-fold increase of glycine amino acid levels in the bulk extract from the Nsun2-deficient cortex. In contrast, levels for the remaining 19 canonical amino acids were indistinguishable from the wild-type cortex. Glycine upregulation in the mutant cortex was accompanied by increased protein abundance for enzymes sequentially aligned in glycine biosynthetic pathways starting from a product of glycolysis, 3-phosphoglycerate. Interestingly, however, serine racemase (Srr), a key regulatory enzyme diverting the glycine precursor, l-serine, towards the production of D-serine, was significantly downregulated in the mutant cortex. These findings suggest that the loss of tRNA^*Gly*^ and the corresponding drop in translational efficiencies of Gly-rich neuronal proteins triggers a compensatory response among multiple key nodes in the glycine biosynthetic pathway resulting in an increase in cortical glycine levels. Therefore, these data, as an emerging hypothesis, would suggest that mature cortical neurons, when sensing codon-specific disruptions in tRNA supply, may respond by adjusting metabolic and biosynthetic pathways regulating the cellular pool of the cognate amino acids. Alternatively, there is evidence that the metabolism of glycine and its precursor molecule, serine, are part of a general response to translational stress in the brain and in peripheral tissues. For example, mice with a mutation-induced loss of an *Arg*-tRNA gene expressed specifically in the brain*, n-Tr20*, reportedly show ~200% increase of hippocampal glycine and ~100% increase in serine levels in conjunction with upregulated expression of Phgdh (d-3-phosphoglycerate dehydrogenase), an enzyme involved in the early steps of the glycine/serine biosynthetic pathway^43^. Furthermore, a 100–200% increase in serine and glycine metabolism was reported for acute lymphoblastic T-cell leukemia cells carrying a specific ribosomal protein mutation, *RPL10*^*R98S*^^55^. This effect was thought to result from increased expression of PHGDH, PSAT1, PSPH, and SHMT2^55^, comprising the glycine/serine biosynthetic pathway; these proteins also showed upregulated expression in the present study (Fig. 3). Downstream effects of elevated glycine/serine levels could include (i) an increase in the supply of intermediates for purine biosynthesis as a critical building block for nucleic acids, (ii) increased availability of nutrients for the surrounding cells and tissues, and (iii) increased NMDA receptor-mediated excitatory signaling and glycinergic receptor (GlyR)-mediated fast inhibitory neurotransmission, given that D-serine and glycine are well-established ligands for these two receptor types.

Therefore, in addition to the long-established “glycine neurophysiology” via (1) binding sites on glutamate NMDA receptors^56^, and (2) its cognate receptors (GlyR) in subtelencephalic areas^57^, our findings point to the third type of mechanism, starting with tRNA^*Gly*^ epitranscriptomic modification, by which glycinergic pathways could critically regulate adult brain function and complex behaviors. Pharmacological alterations in glycine function in the brain^58^ have shown promise for alleviating cognitive deficits^59^ and depressive symptoms in humans^60^ and animal models^61,62^. The findings presented here broadly align with the therapeutic promise of glycinergic pathways. Thus, our Nsun2 mutant model for tRNA m^5^C epitranscriptomic modification unveils a selective vulnerability of glycine-specific tRNA isodecoders, ultimately resulting in decreased translational efficiencies of glycine-rich proteins in the affected neurons, in conjunction with altered glutamatergic synaptic signaling in two distinct subregions of the PFC (ACC and PrL; Figs. 2c and 4a, b) and antidepressant-like behavioral phenotypes (Fig. 5c, e). Importantly, the novel fast-acting antidepressant drug ketamine exerts therapeutic effects via rapid modulation of protein synthesis, including translational initiation^3^ and elongation^2^, and mTOR signaling^57^, providing an additional link between translational regulation of the proteome and the neurobiology and treatment of depression and anxiety. Finally, we note that while tRNAs are the main and most well-characterized target of Nsun2 methyltransferase activity, additional work will be required to explore the heterogenous non-tRNA species potentially methylated by Nsun2, including small ribonucleoprotein-(vault)-associated RNAs^24,63^, microRNAs^64^, and even a limited subset of messenger RNAs^65–67^. Future work will further investigate additional Nsun2 targets in the adult brain as well as tRNA-induced proteomic changes that may produce differential effects on glutamatergic signaling in PFC subregions. Our work here adds to the existing literature on epitranscriptomic mechanisms in the mature brain, which has until now solely focused on adenosine methylation (m6A) on mRNA, a modification which regulates mRNA stability, splicing, and localization, and provided causal links between m^6^A, brain function, and behavioral outcomes, including learning, memory, and neuronal function^68–71^. We now show evidence that the m^5^C modification on tRNAs, specifically tRNA^*Gly*^, is another level of epitranscriptomic regulation for neurobiology and behavior in the mature brain.

## Methods

### Animals

All animal work was approved by the Institutional Animal Care and Use Committee of the Icahn School of Medicine at Mount Sinai. Mice were group-housed 2–5/cage with ad libitum access to food and water and a 12 h light/dark cycle (lights off at 7 pm) under constant conditions (21 ± 1 °C; 60% humidity). Mice bred in-house were weaned at ~P28, housed with same-sex littermates, and ear-tagged/genotyped.

### Nsun2 conditional knockout mice

C57BL/6N-*Nsun2*^*tm1c(EUCOMM)WtsiOulu*^ mutant mouse sperm were obtained from the Wellcome Trust Sanger Institute (Cambridgeshire, UK). This line is modified from EUCOMM ES clone EPD0105_2_F10, after breeding with a Flp recombinase deleter line to convert the original knockout first targeted allele (tm1a) into a conditional allele (tm1c). Mice with the tm1c allele exhibit a phenotypical wild-type state although exon 6 of *Nsun2* is flanked by loxP sites, where the presence of Cre-recombinase excises this exon and produces a frame-shift, resulting in early termination of *Nsun2* translation (Fig. 1a). IVF was performed with C57BL/6N-*Nsun2*^*tm1c(EUCOMM)WtsiOulu*^ mutant mouse sperm and wild-type (WT) C57BL/6N females. Mice were then bred further to obtain *Nsun2*^*2lox/2lox*^ mice (two copies of tm1c mutant allele). *Nsun2*^*2lox/2lox*^ mice were crossed with a *CamK-Cre*^*+*^ line to produce *CamK-Cre*^*+*^*,Nsun2*^*2lox/2lox*^ mice for knockout of *Nsun2* in excitatory forebrain neurons. This particular *calmodulin-kinase II (CamK)-Cre* transgenic line is associated with widespread neuronal *Cre*-mediated deletion across the forebrain before postnatal day 18, as previously described^73–76^. For behavioral and molecular experiments, we bred *CamK-Cre*^*-*^*,Nsun2*^*2lox/2lox*^ males with *CamK-Cre*^*+*^*,Nsun2*^*2lox/-*^ females and obtained expected Mendelian ratios of offspring genotypes (*X*^2^(3, *N* = 99) = 0.459, *P* = 0.928). Age- and sex-matched *CamK-Cre*^*-*^*,Nsun2*^*2lox/2lox*^ or *Nsun2*^*2lox/−*^ were used as wild-type controls in genotype experiments. Mice were 13–16 weeks old for all behavioral experiments and sacrificed at 13–16 weeks for all molecular experiments except for tRNA bisulfite sequencing of *CamK-Cre*^*+*^*,Nsun2*^*2lox/2lox*^ mice, which were ~8 weeks old at the time of sacrifice.

### Viral microinjections

For viral microinjection surgeries into adult mouse PFC (AAV8^*hSyn1- Nsun2GFP*^, AAV8^*hSyn1-GFP*^, AAV8^*hSyn1-CreGFP*^), 10–12 week-old C57BL/6J mice were anesthetized with isoflurane and 1 μl of virus per hemisphere (bilateral injection) was injected at a rate of 0.25 μl/min using a Hamilton syringe (Reno, NV), a micropump (Stoelting) and a stereotactic frame (Stoelting). Stereotactic coordinates for injection were as follows: 1.5 mm anterior/ posterior, ±0.5 mm medial/lateral, and 1.5 mm dorsal/ventral. Control animals received 1 μl per hemisphere of AAV8^*hSyn1-GFP*^ using the same conditions.

### Immunohistochemistry

Adult mice were anesthetized with a terminal intraperitoneal injection of a ketamine/xylazine mixture (IP: 200 and 30 mg/kg, respectively). Transcardial perfusion was performed with 100 ml of 10% sucrose followed by 200 ml of 4% paraformaldehyde in PBS. Brains were removed and placed in 4% formaldehyde overnight at 4 °C, followed by incubation in 30% sucrose until isotonic. After embedding in OCT compound (Tissue-Tek), the brains were cut on a freezing microtome (Leica SM2010 R) into 30-µm coronal sections and placed in 1× PBS. Antibody staining was performed as follows: coronal sections containing prefrontal cortex were blocked and permeabilized with 10% BSA and 0.05% Triton X-100 in 1× PBS for 1 h at room temperature, followed by incubation in primary antibody (NeuN, 1:200) diluted in 0.01% Triton X-100 overnight at room temperature. The sections were washed for 5 min in PBS followed by incubation in secondary antibodies diluted 1:5000 in PBS for 1 h at room temperature. Sections were washed briefly in PBS before being mounted on Superfrost Plus slides (Fisher) with DAPI Fluoromount-G media (SouthernBiotech). Imaging was done using a Zeiss CLSM780 upright microscope. Image processing was done in NIH ImageJ software.

### BaseScope in situ hybridization

Adult *CamK-Cre*^*+*^*,Nsun2*^*2lox/2lox*^ and WT mice (~2–3 months old) were anesthetized with a terminal intraperitoneal injection of a ketamine/xylazine mixture (IP: 200 and 30 mg/kg, respectively). Transcardial perfusion was performed with 100 ml of 10% sucrose followed by 200 ml of 4% paraformaldehyde in PBS. Brains were removed and placed in 4% formaldehyde overnight at 4 °C, followed by incubation in 30% sucrose until isotonic. After embedding in OCT compound (Tissue-Tek), the brains were cut on a freezing microtome (Leica SM2010 R) into 10-µm coronal sections and placed in 1× PBS until ready to use.

BaseScope (ACDBio) in situ hybridization for *Nsun2* mRNA was performed using a single ZZ probe targeting nucleotides 615–659 of *Nsun2* mRNA, which exclusively targets half of exon 6 (the exon deleted in our Nsun2 KO mouse). Briefly, sections were slide-mounted and dried for 1 h at 60 °C. A hydrophobic barrier was drawn around the tissue sections before incubation in hydrogen peroxide and protease. The ZZ probe was added to the sections for 2 h at 40 °C. The slides were incubated in a series of amplifier oligonucleotide sequences, with wash steps in between. The signal was developed with BaseScope FAST Red for 10 min at room temperature, followed by hematoxylin staining. The sections were coverslipped with VectaMount mounting media (Vector Labs). Images were acquired on a Zeiss Axio Imager Z2 Upright microscope configured with a ×63 objective.

### Subcellular fractionation for synaptosomes

Frozen cortical tissue was homogenized in ice-cold HEPES-sucrose with a Teflon homogenizer at 600 rpm and centrifuged at 1000×*g* at 4 °C for 10 min. The supernatant was removed and centrifuged two more times until no pellet was visible. The supernatant was then centrifuged at 10,000×*g* for 10 min, and the supernatant was removed and kept as the cytoplasmic fraction. Pelleted material was used as the crude synaptosomal fraction and resuspended in HEPES-sucrose, followed by two additional washes with HEPES-sucrose. After the final wash, the synaptosome pellet was resuspended in 100 µl RIPA buffer and quantified by BCA assay for western blotting.

### Western blotting

Cortical tissue was homogenized using a vibrating pestle in buffer containing SDS, HEPES, sucrose, and protease inhibitors and quantified using a BCA assay. In total, 30 µg of purified protein (10 µg for synaptosomes) was denatured at 95 °C for 10 min and then electrophoresed on 4–12% NuPAGE Bis-Tris protein gels (Invitrogen) in Novex SDS running buffer (Invitrogen). Gels were then transferred to nitrocellulose membranes using the Trans-blot Turbo Transfer System (Bio-Rad), and efficient transfer was confirmed with direct-blue staining. Membranes were then incubated with blocking buffer (5% milk) followed by overnight incubation at 4 °C with the primary antibody in blocking buffer. Primary antibodies were Nsun2 (Proteintech, 1:1000), β-actin (Cell Signaling Technology, 1:5000), H3 (Novus Biologicals, 1:10,000), Neurogranin (Santa Cruz Biotechnology, 1:1000), and Synaptophysin (Abcam, 1:500). Membranes were washed and incubated with a peroxidase-labeled secondary antibody (rabbit: 1:10,000; mouse: 1:5000) for 1 h, followed by another set of washes. Bands were visualized with Immobilon Western Chemiluminescent HRP Substrate (Millipore), exposed, and developed before quantification with NIH ImageJ software. Band size was normalized to actin or H3 (or synaptophysin for synaptosome blot) to control for equal loading and protein concentration. An unpaired one- or two-tailed *t* test was used to compare KO and WT and significance was denoted at *P* < 0.05.

### RNA sequencing

For RNAseq, the total RNA was extracted from Nsun2 KO or WT cortex using the Directzol RNA MiniPrep Kit (Zymo Research) including on-column DNase treatment, and quantity was measured on Qubit fluorometer. The quality of the total RNA was checked on the Agilent Bioanalyzer using the RNA 6000 Pico Kit. In total, 5 µg of total RNA was rRNA depleted using the Illumina RiboZero Gold rRNA depletion kit according to the manufacturer’s instructions. We then used 40–50 ng rRNA-depleted RNA samples as input for the Smartr Stranded RNAseq kit (Takara Biosystems) following the manufacturer’s instructions for library preparation and amplifying libraries with 11 PCR cycles. Four libraries (2 KO, 2 WT) were then pooled at equimolar concentrations in one lane for sequencing on the Illumina HiSeq at the New York Genome Center.

#### Data analysis

After paired-end sequencing, samples were mapped to mouse (GRCm38.p5_M13) with STAR (v2.5.3a) using a two-method step protocol following tool specifications^77^. Samples were counted by exon using featureCounts (subread v.1.5.2).

### tRNA bisulfite sequencing

The tRNA amplicon bisulfite sequencing protocol was adapted from Bormann et al.^78^ (Supplementary Fig. 2a). Cortex or PFC punches were homogenized in Trizol reagent (Invitrogen) and RNA was extracted, purified, DNase-treated, and quantified using the Qubit fluorometer. We used the Agilent Bioanalyzer Small RNA kit to confirm the presence of tRNAs after total RNA extraction. In total, 1 µg of the total RNA was used for bisulfite conversion with the EZ RNA Methylation kit according to the manufacturer’s instructions (Zymo Research). Due to the strong secondary structure of tRNAs, the PCR step during bisulfite conversion was repeated three times consecutively, as previously reported^10^ to completely denature tRNAs. Following bisulfite treatment and clean-up, we performed cDNA synthesis using the reverse primer for each of our six tRNA isodecoders (i.e., *GlyGCC-1-1*^35^*, GluTTC-1-1, GluCTC-1-1, AspGTC-1-1*^35,78^*, ValAAC-2-1*^35^*, ProTGG-2-1;* primer sequences listed in Supplementary Table 7). Targeted cDNA was then PCR-amplified with the tRNA-specific forward primer and products were size-verified on a 4% agarose gel. PCR amplicons (~120 nt including tRNA amplicon and overhangs for adapter ligation) were then extracted and purified (Qiaquick Gel Extraction Kit, Qiagen). We labeled each amplicon with a unique index (Nextera XT, Illumina) and pooled up to 20 amplicons in equimolar concentrations before running with 75 bp paired-end reads on the MiSeq (Illumina). Read depth for each amplicon is presented in Supplementary Fig. 2c.

#### Data analysis

Data were analyzed using bisAmp, a publicly available web-based pipeline to identify and quantify methylated cytosine at tRNA targets^78^. tRNA bisulfite sequencing data from bisAMP (methylation percentages for each cytosine) was further analyzed by conducting a *t* test for each cytosine with FDR correction using the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli.

*Bisulfite conversion positive control*. To confirm the efficiency of RNA bisulfite conversion, pure human RNA (from a previous study) was bisulfite-converted as described above and traditional cDNA synthesis (Quantitect Reverse Transcription kit, Qiagen) was performed followed by SYBR-based PCR amplification and Sanger sequencing of the 28S rRNA (Supplementary Fig. 2b).

### tRNA sequencing

RNA was extracted as previously described, and 5 µg of total DNase-treated RNA was used for pre-treatment and library prep. Pre-treatment of RNA, library preparation, next-generation sequencing, and some aspects of data analysis were performed by Arraystar, Inc. (Rockville, MD). Full-length tRNA sequencing and tRNA fragment sequencing were performed separately to provide more accurate size selection and better sequencing depth and coverage.

#### Full-length tRNA sequencing

For full-length tRNA sequencing, 5 µg of total DNase-treated RNA was resolved on a urea-polyacrylamide gel and recovered within a size window of 60–100 nt and then pre-treated with demethylation enzymes^32^ to prepare for efficient reverse transcription and adapter ligation. Specifically, we coupled nucleotide demethylation and the well-established Hydro-tRNAseq^31^ to optimize efficiency in tRNA seq library preparation, which included (1) m1A and m3C demethylation of purified tRNA, (2) limited alkaline hydrolysis of demethylated tRNA by carbonate buffer, and (3) calf intestinal phosphatase (CIP) dephosphorylation and then T4 polynucleotide kinase (PNK) re-phosphorylation of the partially hydrolyzed tRNA fragments. Following this pre-treatment, resulting fragments of ~19–35 nt were converted to small RNA sequencing libraries using NEBNext Multiplex Small RNA Library Prep Set (Illumina) and quantified on the Agilent Bioanalyzer before 50 bp single-end sequencing on the Illumina NextSeq 500 instrument.

#### Data analysis

Sequencing quality was assessed with FastQC, and raw sequencing read data that passed the Illumina chastity filter was used for further data analysis, including alignment of trimmed reads (cutadapt) to mature tRNA reference sequences from GtRNAdb^79^ and mitotRNAdb^80^ using BWA. For tRNA alignment, the maximum number of mismatches were two. tRNA expression levels were measured with tag count and the multi-map-corrected number of reads overlapping the tRNA (mrcount) was then calculated. For differential expression analysis, we used the R package edgeR, with a fold change cutoff of 1.5 and requirement that CPM > = 20 (mean in one group) and generated *P* values and *q* values (FDR-adjusted *P* values) based on results of the exact test by the negative binomial distribution. Significantly up- or downregulated tRNAs were denoted if *q* < 0.05.

#### tRNA fragment/half (tiRNA/tRF) sequencing

For tRNA fragment/half sequencing, 5 µg of total DNase-treated RNA was pre-treated for m1A and m3C demethylation, 3’ deacylation and 3’ – cP removal for 3’ adapter ligation, and 5’ phosphorylation for 5’ adapter ligation. Pre-treated total RNA was then ligated to 3’ and 5’ small RNA adapters and cDNA was synthesized and amplified using Illumina’s Small RNA RT primers and amplification primers. Following amplification, ~134–160 bp PCR products were extracted and purified from a PAGE gel and resulting libraries were quantified on the Agilent 2100 Bioanalyzer. tRNA fragment libraries were denatured and diluted to a loading volume of 1.3 ml and loading concentration of 1.8 pM for loading onto a reagent cartridge and sequencing on the Illumina NextSeq 500 system using NextSeq 500/550 V2 Kit (#FC-404-2005, Illumina) according to the manufacturer’s instructions.

#### Data analysis

Raw sequencing read data that passed the Illumina chastity filter was used for further data analysis. Reads were trimmed and aligned to mature tRNA reference sequences from GtRNAdb and mitotRNAdb allowing for 1 mismatch, and reads that did not map were then mapped to precursor tRNA sequences (pre-tRNAs) allowing for 1 mismatch with bowtie software. Expression of mapped tRNA fragments was measured with CPM, which were summed across isodecoders for each fragment type and individual *t* tests were performed for each isoacceptor. Any fragment that had a CPM of 0 for any sample was excluded from the analysis. Statistical significance was denoted by *P* value < 0.05.

### YAMAT/UMI seq

Y-shaped Adapter MAture tRNA (YAMAT) sequencing was adapted from Shigematsu et al.^33^ to include unique molecular identifiers (UMIs) in order to avoid overamplification of individual tRNA isodecoders due to modification levels or abundance. In total, 5 µg total RNA was deacetylated to remove amino acids from 3’ ends and demethylated to remove m1A, m1C, and m3C modifications using a proprietary demethylation mix (Arraystar, Inc). In total, 40 µm of YAMAT forked linkers (Y-3-AD_UMI: 5’-P-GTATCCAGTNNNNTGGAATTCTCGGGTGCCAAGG-3’-ddC; Y-5-AD_UMI: 5’-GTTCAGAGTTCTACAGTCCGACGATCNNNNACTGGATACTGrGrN-3’) were then incubated with pure demethylated and deacetylated RNA followed by the addition of 10× annealing buffer (50 mM Tris HCl pH 8, 100 mM MgCl_2_, 5 mM EDTA) and then overnight incubation with T4 RNA ligase 2. Linker-ligated RNA was then incubated with RT Primer (TruSeq Small RNA Library Prep Kit, Illumina), and reverse transcription was performed with Superscript III RT (Invitrogen) followed by bead purification. Libraries were amplified using Phusion Hotstart II Polymerase (Thermo Scientific) with primers and indexes from the TruSeq Small RNA kit (Illumina) for 11 PCR cycles. Amplified libraries were then bead-purified and run on the Agilent Bioanalyzer for confirmation of library size and quantified with the Qubit Fluorometer (Invitrogen). Seven libraries (*n* = 3 WT, 4 KO) were pooled at equimolar concentrations and run with 75 bp paired-end reads on the MiSeq (Illumina).

#### Data analysis

Raw sequencing reads were processed using cutadapt to trim adaptor sequences and UMItools to extract UMIs from reads and perform deduplication. Paired-end reads were merged using Pear and differential expression analysis was performed using Deseq2, with significant differences in KO vs. WT tRNA expression denoted at adjusted *P* < 0.05.

### Real-time qPCR

For real-time qPCR to identify *Nsun2* mRNA expression levels after knockout or overexpression, total RNA was extracted from cortex (KO) or PFC punches (viral overexpression samples) that were identified with a *Bluestar* GFP flashlight^81^ (Nightsea) from 1-mm coronal brain sections. RNA was prepared with the Directzol RNA MiniPrep Kit (Zymo Research) with on-column DNase treatment and reverse transcribed with the Quantitect Reverse Transcription kit (Qiagen) before being subjected to Taqman qPCR using Taqman Universal Master Mix and Taqman probes for *Nsun2* (Assay ID: Mm01349532_m1) and *Gapdh* as a housekeeping gene (Assay ID: Mm99999915_g1; Applied Biosystems). Data were analyzed using the comparative Ct method and normalized to the housekeeping gene and AAV^*hsyn1-GFP*^ or WT same-sex littermate controls. Unpaired *t* tests were used to compare experimental groups and significance was denoted at *P* < 0.05.

#### *tRNA/tRF* expression

To further verify full-length tRNA expression after next-generation sequencing, we reverse-transcribed 1 µg of total RNA and amplified target tRNAs using pre-validated PCR primer sets specific to mature tRNA sequences (*GlyGCC, AspGTC*; Arraystar, Inc,) using SYBR-based qPCR. For full-length *GluTTC* and 5’ tRNA fragments/halves (*GlyGCC, GluTTC, GluCTC*), we reverse-transcribed total RNA using a sequence-specific small RNA RT-stem-loop primer and used qPCR to amplify target tRNA/tRFs using custom-designed Taqman probes (Applied Biosystems). Full-length tRNA and tRF amplicons were run on a 4% agarose gel to confirm the size. All qPCR data were analyzed using the comparative Ct method and normalized to the housekeeping gene 5S rRNA and WT same-sex, littermate controls. A one-sample *t* test was used to compare KO to WT.

### tRNA charging and non-m^5^C tRNA modification assays

tRNA charging analysis and measurement of non-m^5^C modifications were performed using DM-tRNAseq as previously described^32,82,83^ with minor modifications as follows. For tRNA charging studies, tRNAs were subjected to a one-pot periodate oxidation/β-elimination procedure (adapted from ref. ^83^), followed by a ligation reaction and RNA-seq library construction. Briefly, up to 500 ng of total RNA from Nsun2 KO and WT cortex was eluted in 7 µl and mixed with 1 µl of 90 mM sodium acetate buffer, pH 4.8. Next, 1 µl of freshly prepared 150 mM sodium periodate solution was added for a reaction condition of 16 mM NaIO4, 10 mM NaOAc pH 4.8. Periodate oxidation proceeded for 30 min at room temperature. Oxidation was quenched with the addition of 1 µl of 0.6 M ribose to 60 mM final concentration and incubated for 5 minutes followed by the addition of 5 µl freshly prepared 100 mM sodium tetraborate, pH 9.5 for a final concentration of 33 mM. This mixture was incubated for 30 min at 45 °C. To stop β-elimination and perform 3’ end repair, 5 µl of T4 PNK mix (200 mM Tris HCl pH 6.8, 40 mM MgCl2, 4 U/µl T4 PNK, from New England Biolabs) was added to the reaction and incubated at 37 °C for 20 min. T4 PNK was heat-inactivated by incubating at 65 °C for 10 min. This 20 µl reaction mixture was used directly in the adaptor ligation reaction. tRNA libraries were then prepared^32^ (with or without AlkB demethylase treatment to increase efficiency and quantitation and to investigate modification) and Illumina sequencing was performed. Data were aligned using Bowtie to a modified mouse tRNA genome file containing chromosomal-encoded tRNAs and mitochondrial-encoded tRNAs to determine charging levels and to identify potential modification misincorporations and modification fractions.

### Ribosome profiling

RiboSeq libraries were constructed as follows, which was adapted from Ingolia and colleagues^44^. Cortical tissue was homogenized in lysis buffer (containing cycloheximide) and cleared for 10 min at 20,000×*g* at 4 °C. Monosomes obtained by RNase I digestion were purified using spin-column chromatography. Briefly, MicroSpin S-400 HR columns (Cytiva) were equilibrated with 3 ml of Polysome buffer by gravity flow, then spun down 4 min at 600×*g*. In total, 100 µl of RNase I digested lysate was loaded onto the column and spun for 2 min at 600×*g*. The flow-through was collected, and the RNA was extracted using RNA Clean & Concentrator-25 kit (Zymo). The rRNA depletion was performed onto linker ligated RPFs using riboPOOLs (siTOOLs). RNAseq libraries were constructed using SMARTer-Stranded Total RNA-Seq Kit v2 - Pico Input Mammalian (Takara), as recommended by the manufacturer. RiboSeq and RNAseq libraries were sequenced on HiSeq4000 (Illumina) at the Center for Advanced Technology (UCSF).

#### Data analysis

The adapters in the sequencing reads were removed using cutadapt (v3.1) with options “—trimmed-only -m 15 -a AGATCGGAAGAGCAC”. The PCR duplicates in the reads were collapsed using CLIPflexR v0.1.19. The Unique Molecule Identifiers (UMIs) for each read were extracted using umi_tools v1.1.1 with the options “extract—bc-pattern=NN” for the 5’ end and options “extract—3prime—bc-pattern=NNNNN” for the 3’ end. Reads corresponding to rRNA and other non-nuclear mRNA were removed by aligning out the reads using Bowtie2 v2.4.2 on a depletion reference (rRNA, tRNA, and mitochondrial RNA sequences). This depletion reference was built from the noncoding transcriptome for Mus musculus (Ensembl release v96). The reads that did not align to the depletion reference were aligned to the Mus Musculus mRNA transcriptome using Bowtie2 with options “—sensitive—end-to-end—norc”. The mRNA transcriptome was built using the cDNA longest CDS reads of *Mus musculus* downloaded from Ensembl release v96. The resulting reads were converted to bam files and then sorted using samtools v1.11. The duplicate reads in the sorted files were removed using umi_tools v1.1.1 with options “dedup”.

The quality check and downstream processing of the processed reads were performed using Ribolog v0.0.0.9. After quality check, the P-site information was converted to codon counts in Ribolog. The codon reads resulting from stalling were corrected using the CELP (Consistent Excess of Loess Preds) method in Ribolog. After median normalization and removal of transcripts with 0 count, the translational efficiency testing was performed in Ribolog as well.

### Mass spectrometry (LC-MS/MS)

#### Digestion

PFC tissue was homogenized using a vibrating pestle in buffer containing SDS, HEPES, sucrose, and protease inhibitors and quantified using a BCA assay. Proteins were purified by Wessel/Flügge extraction^84^, and the resulting protein pellets were solubilized in 8 M urea, 50 mM triethylammonium bicarbonate (TEAB), 10 mM dithiothreitol (EMD Chemicals), and disulfide bonds were reduced at room temperature for 1 h. Thiols were alkylated using 20 mM iodoacetamide (Sigma) for 1 h at room temperature in the dark. Urea was diluted using 50 mM TEAB and proteins were digested, first with lysyl endopeptidase (Wako Chemicals) for 3 h and then overnight with sequencing grade modified trypsin (Promega). Digestion was halted by the addition of TFA. Peptides were purified by solid-phase extraction using Oasis HLB cartridges (Waters) according to the manufacturer’s specifications.

#### Isotopic labeling

Peptide pellets were redissolved in 100 mM TEAB and labeled with tandem mass tag 11-plex (TMT, Thermo Scientific) dissolved in anhydrous acetonitrile. Labeling proceeded for 1 h at room temperature and was quenched by the addition of hydroxylamine (Thermo Scientific). Based on a label-check, the labeled peptides were mixed in equal amounts.

#### High-pH reverse-phase fractionation

Peptides were pre-fractionated using a Dionex 3000 Ultimate loading pump equipped with a 2.1 × 150 mm  3.5 µm Xbridge C18 column (Waters). Solvent A consisted of 10 mM ammonium hydroxide (Sigma-Aldrich) in water, pH 10 and solvent B consisted of 10 mM ammonium hydroxide, 90% acetonitrile (ACN) in water, pH 10. Peptides were fractionated across a 60-min gradient, and collected fractions were concatenated to yield a total of 21 fractions.

#### LC-MS/MS

Fractionated peptides were separated using a Dionex 3000 Ultimate HPLC equipped with a NCS3500RS nano- and microflow pump (Dionex). Trapping and separation were carried out using a 100 µm × 20 mm Acclaim PepMap C18 trap column (Thermo Scientific) and a 75 µm × 120 mm pulled-emitter nanocolumn (Nikkyo Technos), respectively. Solvent A was 0.1% formic acid in water and solvent B was 0.1% formic acid, 80% ACN in water. All LC-MS solvents were of Optima grade and purchased from Fischer. The HPLC was connected to a Q-Exactive HF mass spectrometer (Thermo Scientific) operating in positive ion DDA mode. The MS2 resolution was set to 60 k.

#### Data analysis

Raw data were searched using MaxQuant v. 1.6.6.0^85^ using standard settings. Spectra were queried against the *Mus musculus* proteome (obtained from uniprot.org on February 2019, 54185 sequences) with a false discovery rate (FDR) of 1% applied on PSM, peptide, and protein level. Ratio compression from co-fragmentation was minimized by requiring a minimum peptide interference factor (PIF) of 0.75. Further data analysis was performed within the Perseus framework^86^. *T* test difference (KO/WT) was calculated by averaging signals for all KO samples and subtracting (because the data is log2 transformed) the average signal from all WT samples. An FDR-corrected Student’s *t* test (FDR = 1%) was used to test for significant changes between the two conditions. The standard deviation was calculated by selecting three random, but non-repeating replicates from each group and taking the average from them. A simple standard deviation was calculated between the two averages.

### Metabolomic profiling of amino acids

For unbiased metabolomic profiling of amino acids, 10–20 mg of fresh frozen cortical tissue was homogenized on ice in 80% methanol with heavy amino acid mix standards (Cambridge Isotope Laboratories MSK-A2-1.2 mix). After centrifugation at 4 °C, the supernatant was placed into a new tube and dried using a SpeedVac before storage at −80 °C for later processing.

#### Pre-sample analysis

Dried polar samples were resuspended in 60 µl pre-chilled 50% acetonitrile, vortexed for 10 s, centrifuged for 10 min at 4 °C, and 13,200 resolution per minute, then 5 µl from each sample was transferred to create a pooled sample. This pooled sample was further diluted with 1:3 and 1:10 dilution factors, 5 µl of 1:1, 1:3, 1:10 dilution were injected onto LC-MS system from low to high concentration to get a dynamic range for detection. Polar metabolites were separated on a SeQuant^®^ ZIC^®^-pHILIC 5 µm polymer (150 × 2.1 mm) column (EMD Millipore) connected to a Thermo Vanquish ultra high pressure liquid chromatography instrument coupled to a Q Exactive Plus Hybrid Quadrupole-Orbitrap mass spectrometer (Thermo Fisher Scientific) with a heated electrospray ionization source. Chromatographic separation was achieved by mixing mobile phase A consisted of 20 mM ammonium carbonate with 0.1% (vol/vol) ammonium hydroxide (adjusted to pH 9.3 with formic acid) and mobile phase B of acetonitrile in the following gradients: 90–40% B (0–22 min), held at 40% B (22–24 min), 40–90% B (24–24.1 min), and reequilibrated at 90% B (24.1–30 min) at a flow rate of 0.15 ml/min. Mass spectrometric data were acquired in polarity switching mode for both MS1 (full MS) and MS2 (data-dependent acquisition) with the following parameters: spray voltage, 3.0 kV; capillary temperature, 275 °C; source temperature, 250 °C; sheath gas flow, 40 a.u.; auxiliary gas flow, 15 a.u. The full MS scans were acquired with 70,000 resolution, 1 × 10^6^ ACG target, 80 ms max injection time, and a scan range of 55–825 *m/z*. The data-dependent MS/MS scans were acquired at a resolution of 17,500, 1 × 10^5^ ACG target, 50 ms max injection time, 1.6 Da isolation width, stepwise normalized collision energy of 20, 30, and 40 units, with 8 s dynamic exclusion and a loop count of 2. Relative quantification of amino acids (heavy and endogenous) was performed in Skyline Daily (v.20.2.1.315) with the maximum mass error and retention time tolerance set to 2 ppm and 12 s, respectively, referencing in-house retention time for amino acids.

#### Sample analysis

On the same day, after acquiring data for detection of amino acids, a 30 µl sample volume was transferred to another centrifuge tube accordingly, and samples were diluted further with 1:3.8 dilution factor, given the final resuspension volume of 114 µl. From each sample, 14 µl was transferred to the sample vial and 14 µl was transferred to create another pooled sample. This pooled sample was also diluted with 1:3 and 1:10 dilution factors. Both samples and pooled samples were injected onto LC-MS system, as described above, with the same settings at 5 µl. Relative quantification of amino acids (heavy and endogenous) was again performed in Skyline Daily (v.20.2.1.315) in the same manner. The pooled samples data from both pre-sample analysis and sample analysis were employed for the heavy amino acids calibration curve describe below.

#### Data analysis

Amino acid levels in the samples (i.e., endogenous) were normalized to the averaged factor of heavy amino acids against the pooled sample at 1:1 dilution from sample analysis data. The endogenous amino acids were further normalized to sample tissue weights by setting one of the sample weights as a factor of 1. Conversion of relative quantification of amino acid levels to concentration was done using simple linear regression formula such as, $${y}=\alpha +\beta x$$; where $$y$$ denotes integrated MS1 area, $$\alpha$$ denotes *y* intercept and $$\beta$$ denotes slope, hence solving $$x$$ for concentration. Cysteine was the only amino acid (of the 20 canonical amino acids) that was unable to be measured due to high reactivity. Amino acid level fold changes between KO and WT were calculated and *P* values were obtained using individual unpaired two-tailed *t* tests for each amino acid with FDR correction using the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli without assuming a consistent SD and with *q* = 1%.

#### Heavy amino acids calibration curve

Heavy amino acid metabolite levels of pooled samples were arranged from low to high concentration from pre-sample analysis and sample analysis data yielding eight concentrations; 1.10, 3.29, 4.17, 10.96, 12.50pmol, 21.93, and 41.66 pmol. Simple linear regression was employed to determine $$\alpha$$ and $$\beta$$ of each heavy amino acid, only those concentrations (at least five points) that gave the “best” R-squared value were used to generate a prediction of endogenous amino acid concentrations.

### Codon content analysis

To estimate changes in translation efficiency in response to Nsun2 knockdown, for every gene, we normalized changes in protein expression by changes in RNA levels. We used the resulting value (logTER, log of translation efficiency ratio), to assess the extent to which codon and/or amino acid contents were associated with translation efficiency. For this, we performed two analyses: (i) for codons or amino acids of interest, we calculated the Pearson correlation coefficient and its associated *P* value, and (ii) we selected the genes in the top quartile of codon or amino acid contents and perform gene-set enrichment analysis using our iPAGE package^87^. For a given gene-set, iPAGE reports a mutual information value and its associated *z* score along with a heatmap visualizing the enrichment/depletion pattern across the range of the input values (in this case, logTER).

### Slice electrophysiology

Nsun2 KO and WT mice (~3 months old) were sacrificed and their brains rapidly removed and placed in saturated (95% O_2_ and 5% CO_2_), ice-cold artificial cerebrospinal fluid (ACSF) containing 126 mM NaCl, 2.5 mM KCl, 2.5 mM CaCl_2_, 1.2 mM MgCl_2_, 25 mM NaHCO_3_, 1.2 mM NaH_2_PO_4_, and 11 mM d-glucose. Coronal slices (300 μm) containing the medial prefrontal cortex (mPFC) (1.54–2.8 mm anterior to the bregma) were sectioned on a Leica VT1200 Vibratome and immediately transferred into an incubation chamber (Harvard Apparatus) containing oxygenated ACSF. Slices were recovered in the chamber for at least 1 h at room temperature (21–23 °C) before recordings. Slices were then transferred to a recording chamber and continuously perfused with heated (32 °C) ACSF equilibrated with 95% O_2_ and 5% CO_2_. All recordings were performed with 100 μM picrotoxin in the ACSF to block GABA_A_ receptor-mediated inhibitory synaptic responses. Glass recording pipettes (3–4 MΩ) were filled with a solution containing 142 mM Cs-gluconate, 8 mM NaCl, 10 mM HEPES, 0.4 mM EGTA, 2.5 mM QX-314 [*N*-(2,6-dimethylphenylcarbamoylmethyl) triethylammonium bromide], 2 mM Mg-ATP, and 0.25 mM GTP-Tris, pH 7.25. Data were collected with a MultiClamp 700B amplifier (Molecular Devices), digitized with a Digidata 1322 A data acquisition system (Molecular Devices), and analyzed with pClamp Software (version 10.7; Molecular Devices).

#### Miniature EPSCs

AMPAR-mediated mEPSCs were recorded from individual L5 pyramidal neurons in the anterior cingulated (ACC) cortex and the prelimbic (PrL) cortex. Pyramidal neurons were identified morphologically by infrared differential interference contrast microscopy. Whole-cell recordings were performed under voltage-clamp mode (holding at −70 mV) in the presence of 1 μM tetrodotoxin (TTX; Sigma) in ACSF. Series resistance was monitored throughout the recordings and data were discarded if the resistance changed by more than 15%. Signals were filtered offline at 2 kHz and analyzed with Mini Analysis 6 (Synaptosoft). Average mEPSC amplitude and frequency, as well as cumulative probability for mEPSC amplitude and inter-event interval for each cell, was calculated by collecting mEPSCs recorded during the initial 5-min period after whole-cell access and stable series resistance was achieved.

### Behavior

For Nsun2 overexpression studies, four separate cohorts of mice were used for behavioral experiments and testing commenced in order as follows: Cohort 1: Open field, Light/dark box, Forced Swim, Tail Suspension. Cohort 2: Elevated Plus Maze. Cohort 3: Y-maze Cohort 4: Fear conditioning. For Nsun2 knockout studies, 2–3 cohorts of mice were used for anxiety- and behavioral despair tests and all experienced testing in order as follows: Open field, Light/dark box, Elevated Plus Maze, Tail Suspension, Forced Swim. In addition, two separate cohorts of mice were used for only fear conditioning studies and one separate cohort was used for Y-maze. All behavioral testing was conducted during the animals’ light cycle and took place ~21 days after viral injection for Nsun2 overexpression studies or at an identical age in Nsun2 KO and WT mice (13–16 weeks of age). For all behavioral tests, mice were allowed to habituate in the testing room for 30 min prior to testing, and testing was conducted in normal fluorescent room light.

#### Open field

The open-field chamber consisted of a white Plexiglas box (40 × 40  × 30 cm high). Mice were placed individually into the box for 20 min. Locomotor activity and time spent in an imaginary center square (15 × 15 cm) of the open field were recorded using the Fusion 5.0 Superflex system.

#### Light/dark box

The light–dark box consisted of the open field chamber (described above) with a black insert dividing the arena into dark and light components. Mice were placed in the dark compartment and able to explore freely between both halves of the chamber through a small opening in the divider for 10 min. The activity was recorded with Fusion 5.0 Superflex system. Latency to enter the light compartment, duration of time spent in the dark and light chambers, and distance traveled in the chambers were measured.

#### Elevated plus maze

The apparatus consisted of a plus-shaped maze elevated 65 cm off the ground with two arms containing high black walls and two open arms with no walls. At the start of testing, mice were placed in the center of the maze (5 × 5 cm) and allowed to freely explore for 8 min. We measured time spend in the open arms vs. closed arms and total locomotor activity using Ethovision (v.14) software.

#### Tail suspension

Mice were suspended in mid-air by their tail using laboratory tape and allowed to move freely for 5 min. Video recordings of each session were recorded and total time immobile was measured. After each session, mice were immediately placed back in the home cage. All mice in each cage were tested simultaneously.

#### Forced swim

Mice were placed in a transparent glass 5-liter beaker filled with ~3 litems room temperature tap water (~23–25°C) and allowed to swim freely for 5 min. Video recordings of each session were recorded and total time immobile was measured. After each session, mice were immediately dried of excess water and placed back in the home cage. All mice in each cage were tested simultaneously.

#### Y-maze spontaneous alteration

Mice were gently handled for 2 days prior to testing and habituated to the testing room for 1 h the day of testing. Mice were placed in one arm of a traditional Y-maze and allowed to roam freely for 8 min. Video recordings of each session were recorded with an overhead camera, and the order of entries into arms was scored by hand. The total number of alternations was divided by total arm visits to achieve an alternation percentage score.

#### Contextual and cues fear conditioning

Mice were gently handled for 4 days and habituated to the fear-conditioning room for 2 days prior to training and testing. All fear conditioning took place in Med Associates conditioning chambers (VFC-008) and freezing was assessed using Med Associates Video Freeze Software (Med Associates, St Albans, Vt). Animals were initially administered three tone-shock pairings (20 s, 75 dB white noise co-terminating with a 2 s, 0.5 mA shock). A 3-min. baseline period preceded the first tone, and there were 2 min. between each tone shock pairing, as well as after the final pairing before being taken out of the chamber. Initial conditioning was performed in a chamber with distinct lighting (500 Lux white light), flooring (grid floor), and scent (5% simple green solution). The day after conditioning, animals were placed back into this chamber in order to assess contextual fear during a 10-min. test. In order to assess fear of the tone in the absence of pre-tone freezing differences, animals were placed in an alternative conditioning chamber over the course of 5 days, 20 min. each (dark chamber, solid acrylic floor, 1% acetic acid scent). On a final 6th day, at a point where there were no group differences in baseline freezing in the chamber, animals were exposed to the tone three times using the same time intervals used during initial training.

### Statistical analyses

Statistical analyses were performed using Graphpad Prism 8.4.3 software. For western blot results quantifying protein expression of Nsun2 and RT-qPCR results quantifying *Nsun2* gene expression, unpaired *t* tests were used to compare genotypes or treatment groups. For electrophysiology experiments, average mEPSC amplitude and frequency were compared between WT and KO by unpaired two-tailed *t* tests. For behavioral tests, two-way ANOVAs (genotype or AAV injection × sex) and two-tailed *t* test with Bonferroni correction as posthoc tests were used when appropriate. For fear conditioning, we used two-way repeated-measures ANOVAs (genotype × CS presentation or context) and two-tailed t-tests with Bonferroni correction as post hoc tests when appropriate. All unpaired *t* tests were two-tailed except for Neurogranin protein expression in synaptosomes (Fig. 4b), which was one-tailed due to the confirmatory nature of the experiment based on the previous proteomics (LC-MS/MS) result for that protein. Simple linear regression was performed to calculate the relationship between two variables (and if the slope was significantly non-zero) for protein vs. RNA expression and Pearson correlation was used for codon content vs. logTER. Statistical significance was denoted by *P* < 0.05. All bar graphs are presented as the mean with error bars representing the standard error of the mean (SEM) and include all individual data points.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The raw and processed mouse RNA, tRNA, YAMAT, and Ribosome sequencing data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE165202. The mass spectrometry proteomics data used in this study are available through the ProteomeXchange Consortium via the PRIDE^72^ partner repository under accession code PXD023437. All other data generated in this study are provided in the Supplementary Information and Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Neuronal Nsun2 deficiency produces tRNA epitranscriptomic alterations and proteomic shifts impacting synaptic signaling and behavior
**Source:** Nat Commun. 2021 Aug 13;12:4913. doi: 10.1038/s41467-021-24969-x
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Blaze et al.

Neuronal Nsun2 deficiency produces tRNA epitranscriptomic alterations and proteomic shifts impacting synaptic signaling and behavior

Supplementary Figures

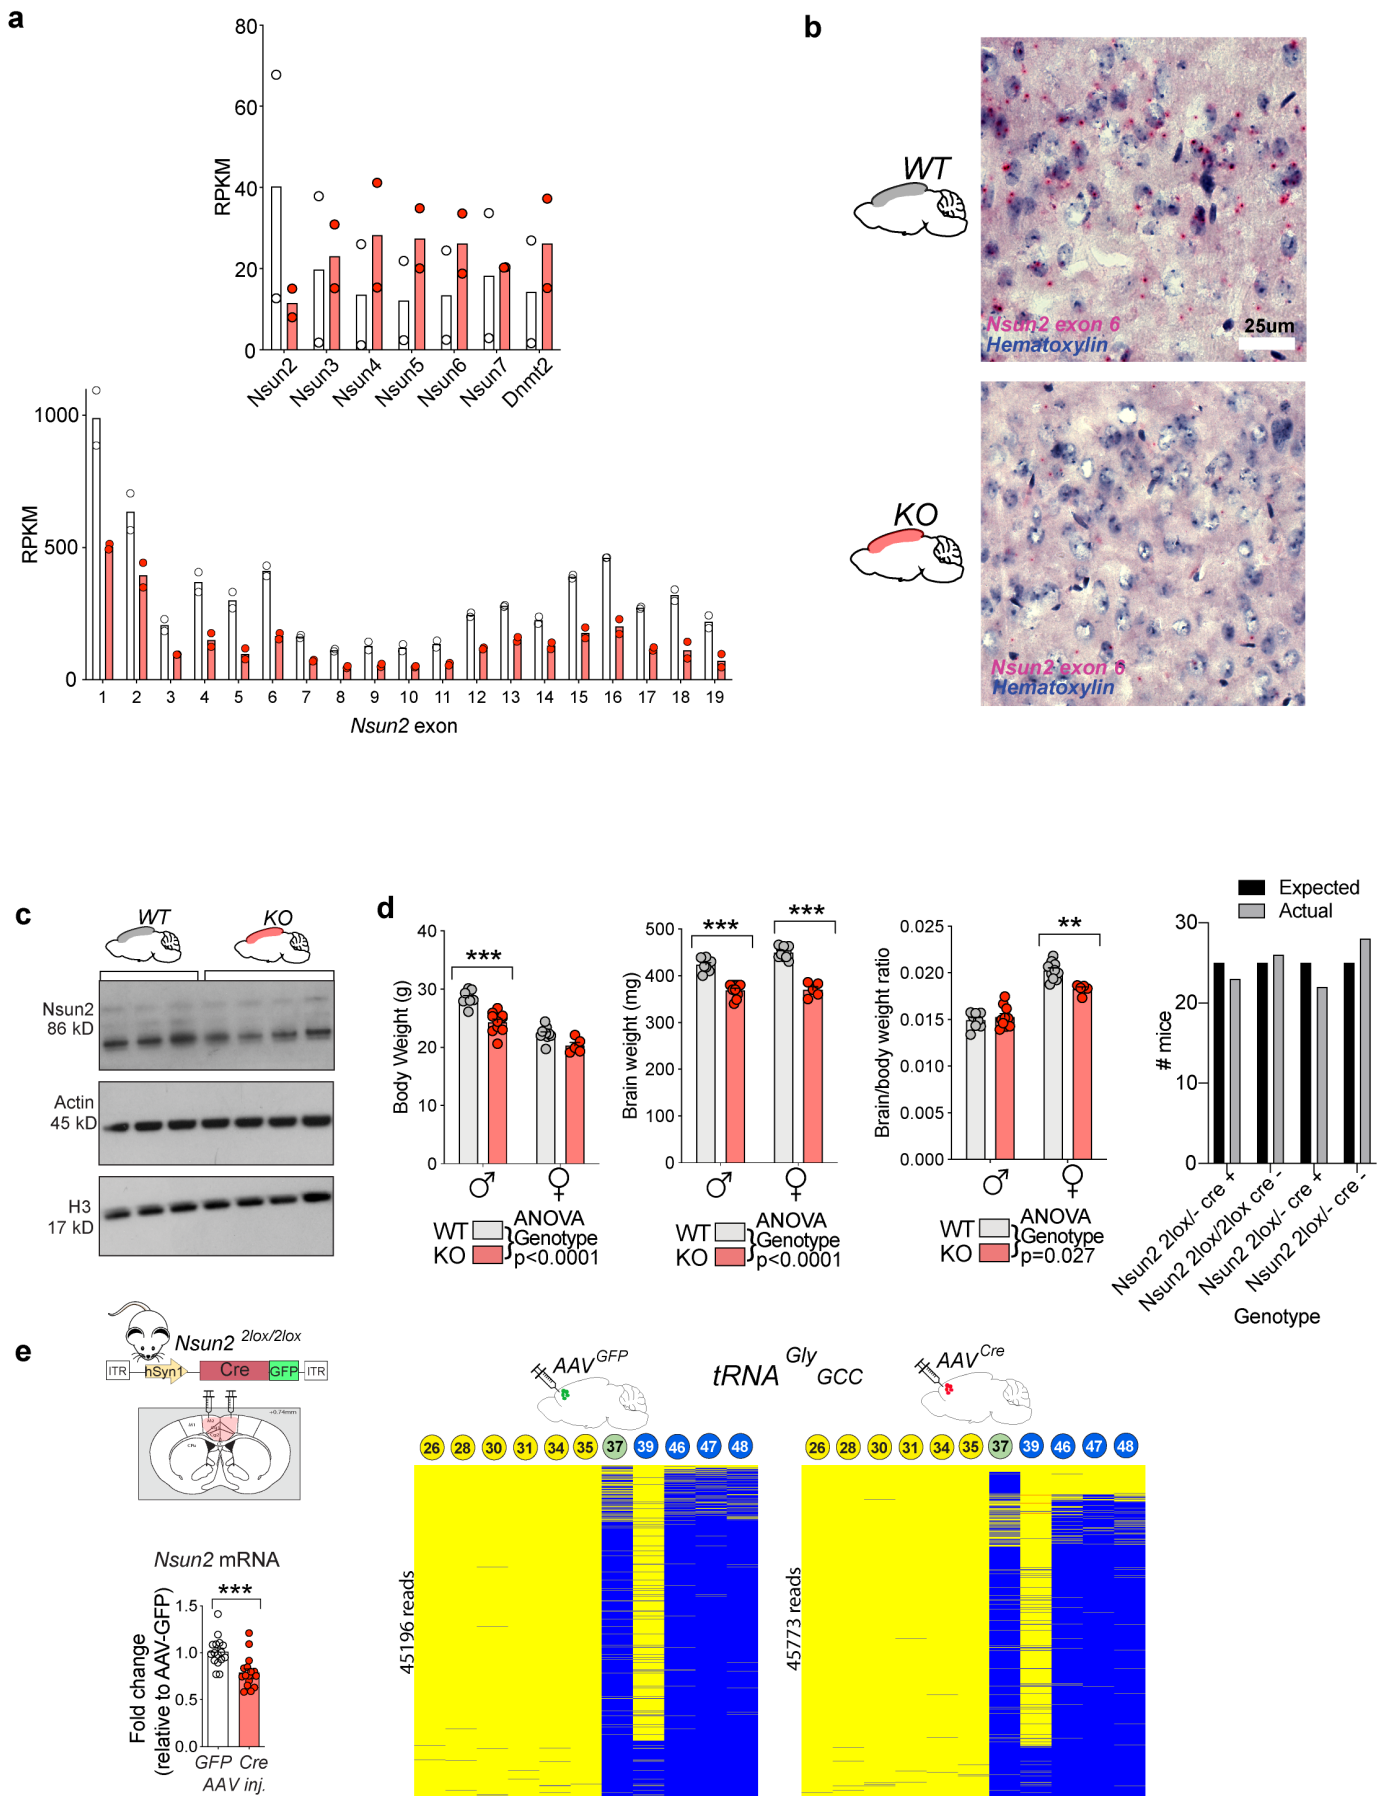

Supplementary Figure 1. (a) Top, RNA-seq RPKM for the family of *Nsun* genes and *Dnmt2* in cortex *Nsun2* KO & WT mice. Bottom, RNA seq RPKM for individual *Nsun2* exons (n=2/genotype). **(b)** In situ hybridization of *Nsun2* exon 6 mRNA in WT (top) and *Nsun2* KO (bottom) adult mouse cortex Layer II/III. *Nsun2* exon 6 mRNA is stained with pink and nuclei are stained blue with hematoxylin. Scale bar = 25 um. Experiment was replicated independently a second time in another pair of WT/KO mice with same results. **(c)** Uncropped immunoblots of WT and *Nsun2* KO forebrain samples depicted in Fig. 1a. Experiment was replicated independently a second time in a different cohort of animals and same results were obtained. **(d)** Left, Body and brain weights for *Nsun2* KO vs. WT mice [n=8 WT M, 10 WT F, 10 KO M, 5 KO F; two-tailed t-test with Bonferonni correction for post hoc comparisons of KO vs. WT (**p=0.005 and ***p<0.0001)]. Right, Mendelian ratios of observed vs. expected offspring genotypes ($X^2(3, N=99) = 0.459, p=0.928$). Data are presented as mean values +/- SEM. **(e)** Top left, *Nsun2*^{2lox/2lox} mice were injected to AAVh^{Syn1-CreGFP} for PFC-specific conditional KO. Schematic representation of viral vector containing *hSyn1* promoter to drive neuronal expression, *Cre-recombinase*, and a *GFP* fusion protein (top). Brain atlas depiction of discrete PFC bilateral microinjections. Bottom left, A significant decrease in *Nsun2* mRNA was detected by qPCR in PFC tissue after AAV8^{hSyn1-CreGFP} injection compared to AAV8^{hSyn1-GFP} controls using *Gapdh* as a housekeeping gene (two-tailed t-test, ***p=0.0004; n=16 AAV8^{hSyn1-GFP}, 17 AAV8^{hSyn1-CreGFP}). Data are presented as mean values +/- SEM. Right, Representative methylation maps demonstrating decrease in tRNA^{Gly}_{GCC} methylation following AAV8^{hSyn1-CreGFP} injection (n=3 AAV8^{hSyn1-GFP}, 3 AAV8^{hSyn1-CreGFP}; individual cytosine analysis in Supplementary Table 6). Source data are available as a Source Data file.

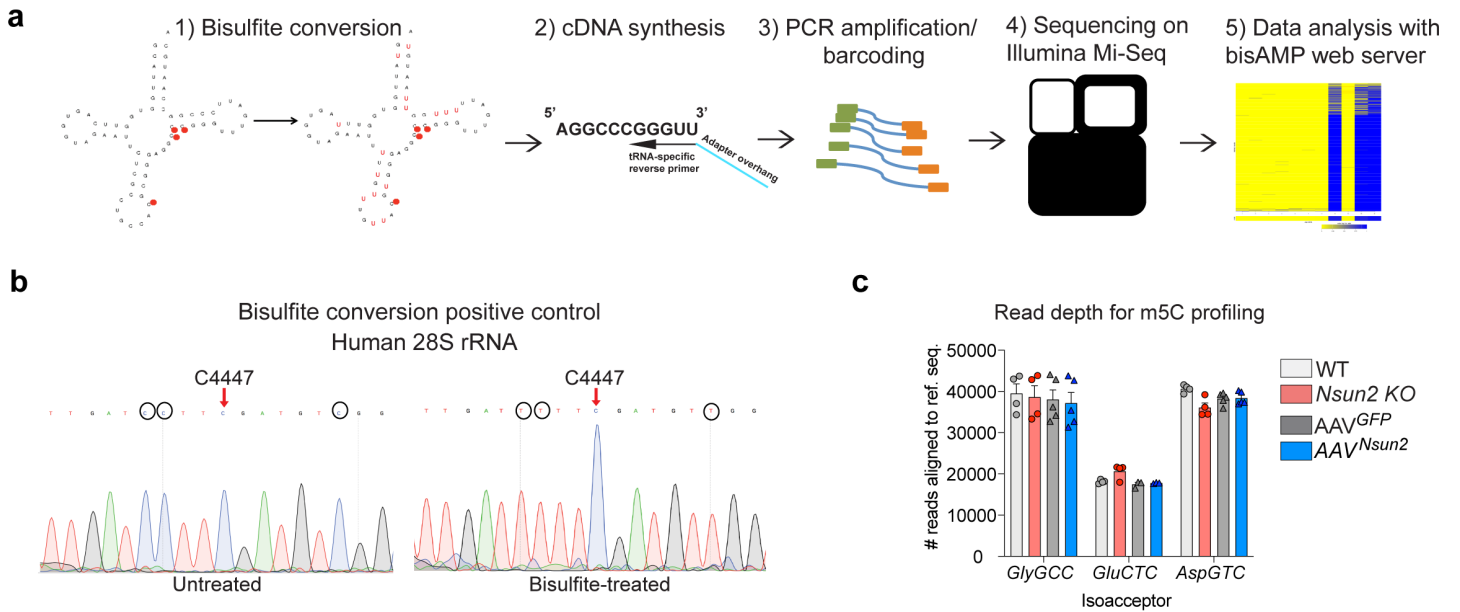

Supplementary Figure 2. (a) Method for targeted bisulfite sequencing of tRNAs to identify cytosine methylation levels using next-generation sequencing and the webserver bisAMP for data analysis. **(b)** Human 28S rRNA was used as a validated positive control for bisulfite conversion efficiency. Electropherograms from Sanger sequencing after RNA bisulfite conversion (right) or untreated RNA (left) show conversion of unmethylated cytosines to uracil (thymine) after bisulfite treatment while cytosine 4447 (C4447) remained unconverted after bisulfite treatment and confirmed ~100% methylation. **(c)** Total reads aligned to reference sequence after MiSeq run for each isoacceptor and condition. RNA from the same samples was used to run tRNA bisulfite sequencing for all 3 isoacceptors (n=4 WT, 4 KO for all isoacceptors; n=5 AAV-GFP, 5 AAV-Nsun2 for tRNA^{Gly}_{GCC} and tRNA^{Asp}_{GTC}; n=3 AAV-GFP, 3 AAV-Nsun2 for tRNA^{Glu}_{CTC}). A two-way ANOVA revealed that while there was an effect of isoacceptor on aligned reads ($F(2,38)=169.3$, $p<0.0001$), there was no effect of genotype/AAV injection on reads aligned to the reference sequence ($F(3,38)=0.597$, $p=0.621$; Interaction $F(6,38)=0.8514$, $p=0.539$). Data are presented as mean values $\pm$ SEM. Source data are available as a Source Data file.

a

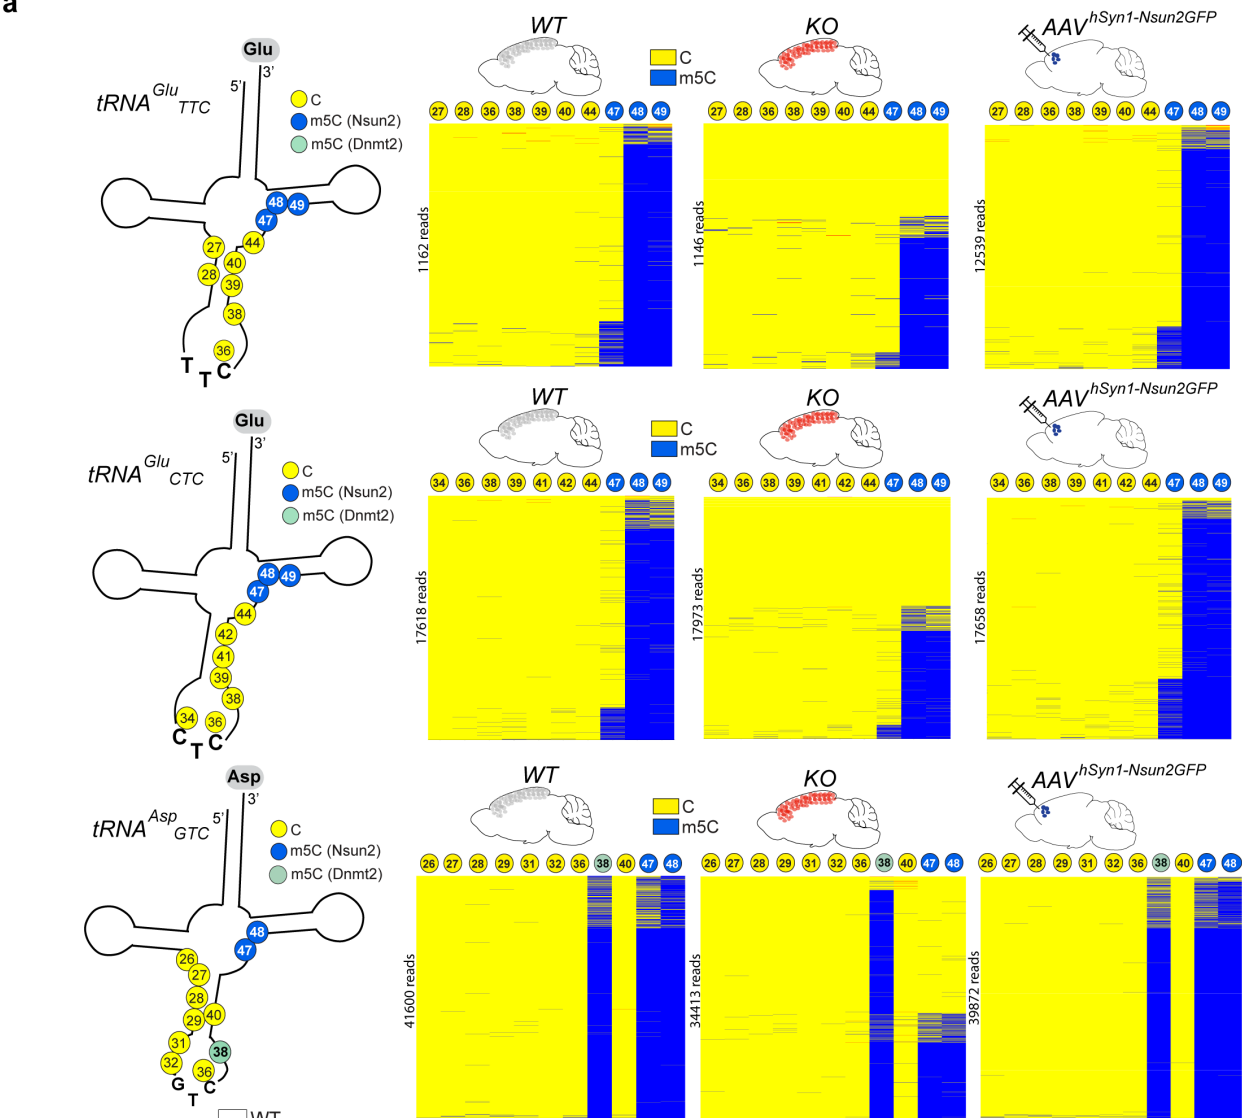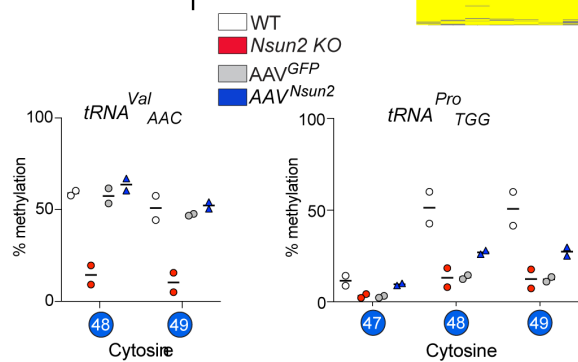

b

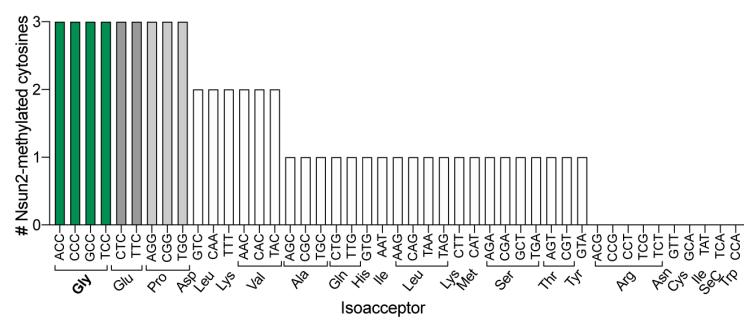

c

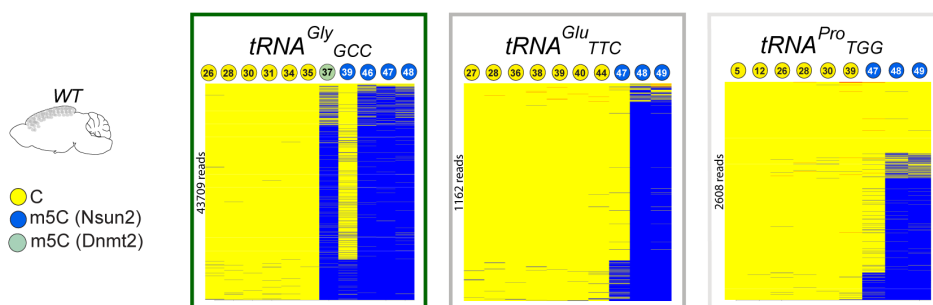

Supplementary Figure 3. (a) Left, Schematics of tRNA^{Glu}_{TTC}, tRNA^{Glu}_{CTC} and tRNA^{Asp}_{GTC}, depicting 10-11 cytosines that were queried with tRNA bisulfite sequencing. Top right, Representative individual methylation maps for WT, Nsun2 KO, and AAV^{Nsun2} as described in Figure 1. Bottom left, Nsun2-methylated sites for tRNA^{Val}_{AAC} and tRNA^{Pro}_{TTG} in n=2 mice/genotype or AAV injection. **(b)** Data from Blanco and colleagues¹⁰ demonstrating number of Nsun2-methylated cytosines for each isoacceptor in mouse skin from bisulfite sequencing. **(c)** Methylation maps of our data from WT control mice for the three tRNA families with 3 or more Nsun2 methylation sites, including tRNA^{Gly}_{GCC}, tRNA^{Glu}_{TTC}, and tRNA^{Pro}_{TGG}. Source data are available as a Source Data file.

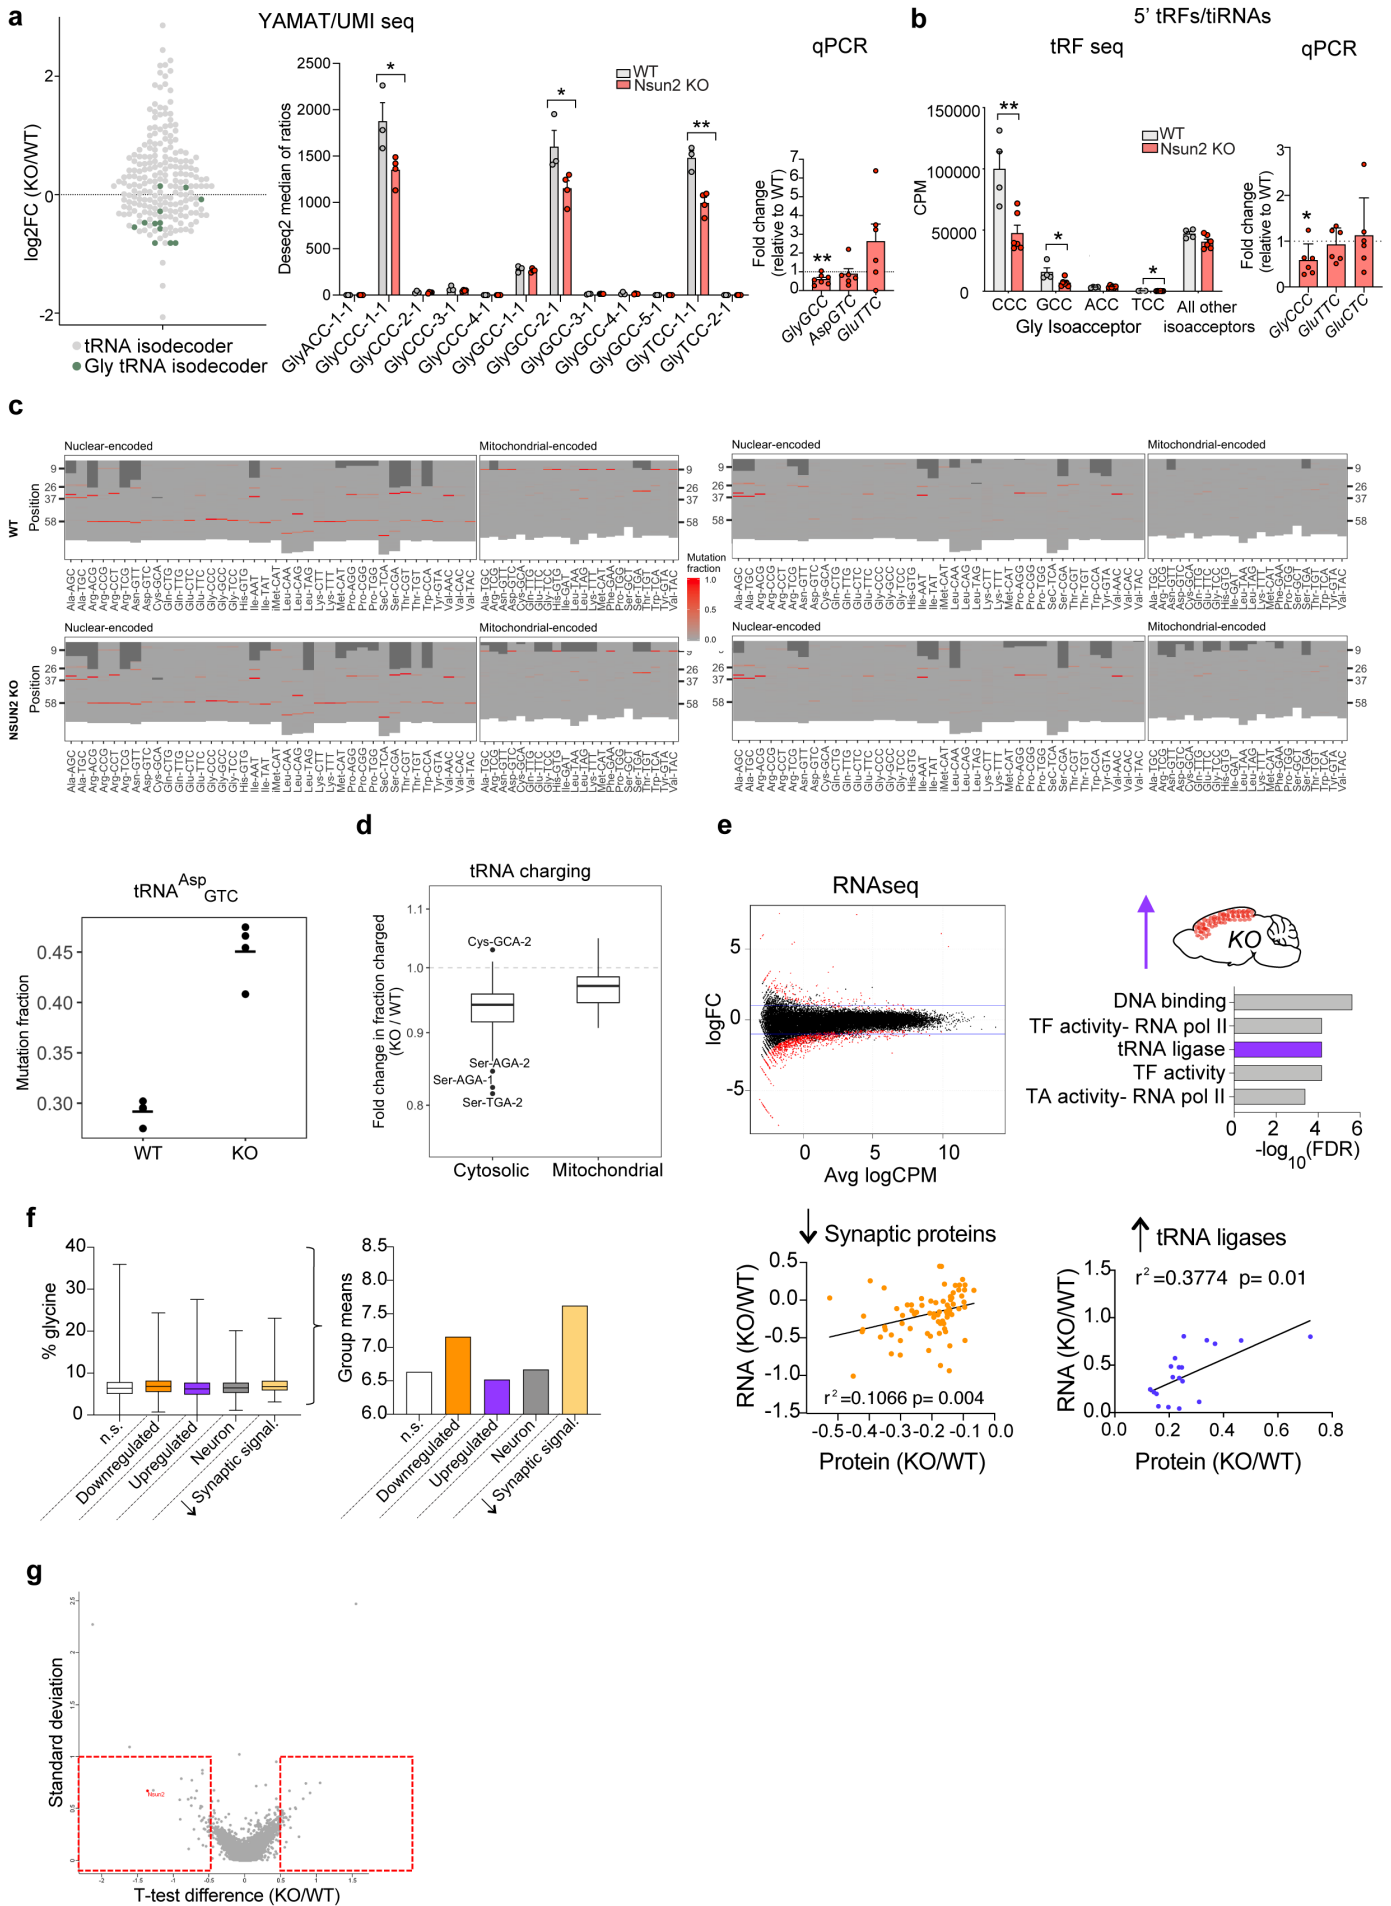

Supplementary Figure 4. (a) Left, YAMAT/UMI seq results confirmed decreases in various glycine isodecoders in Nsun2 KO vs. WT (n=3 WT, 4 KO; two-tailed t-tests, Gly-CCC-1-1 *FDR adj. p=0.036, Gly-GCC-2-1 *FDR adj. p=0.041, Gly-TCC-1-1 **FDR adj. p=0.009). Right, qPCR (using 5S rRNA as a housekeeping gene) further confirmed decreased tRNA^{Gly}_{GCC} expression in KO vs. WT (n=6 WT, 7 KO; **p=0.008 vs. WT in one-sample t-test, two-tailed) while no changes between groups were detected for tRNA^{Glu}_{TTC} (n=7 WT, 6 KO) and tRNA^{Asp}_{GTC} (n=6 WT, 6 KO). Data are presented as mean values +/- SEM.

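Gly-TCC-1-1 was the tRNA^Gly isodecoder past the threshold over 166 tRNAs in YAMAT-seq. It fell from a normalized count of 1480.1 ± 134 (SD, n = 3 mice) in WT to 994 ± 122 (SD, n = 4) in KO cortex, a log2 fold change of -0.58 (standard error 0.15, adjusted p = 0.029, limma, Benjamini-Hochberg). Gly-GCC-2-1 had 1602 ± 304 in WT (SD, n = 3) and 1152 ± 163 in KO (SD, n = 4), a log2 fold change of -0.47 (standard error 0.17, adjusted p = 0.073, limma). Gly-CCC-1-1 had 1876 ± 348 in WT (SD, n = 3) and 1351 ± 155 in KO (SD, n = 4), a log2 fold change of -0.47 (standard error 0.17, adjusted p = 0.078, limma). Adjusted over the list alone, Gly-TCC-1-1 (adjusted p = 0.011), Gly-GCC-2-1 and Gly-CCC-1-1 (both 0.041) were lower, and in all 3 every KO mouse lay under every WT mouse. Of the 166 tRNAs, 25 were parted in this direction and 21 in the other, where chance parts 5.7% in either direction. All 3 had a mean log2 level of at least 10, where 31 of 32 tRNAs had a negative fold change.
The other 5 tested isodecoders did not pass. Gly-GCC-1-1, at 282 ± 34.8 in WT and 266 ± 19.2 in KO (SD, n = 3 and 4), had a log2 fold change of -0.08. The remaining 4 had under 100 normalized counts, with log2 fold changes of -0.48 for Gly-CCC-3-1, -0.22 for Gly-CCC-2-1, -0.24 for Gly-GCC-4-1 and 0.21 for Gly-GCC-3-1. Together, tRNA^Gly made up 6.58% ± 0.268 (SD, n = 3) of nuclear tRNA in WT and 5.59% ± 0.255 (SD, n = 4) in KO (exact two-sided permutation test, p = 0.0286, the smallest p that 3 mice against 4 allow). Summed by anticodon, Gly-TCC had an adjusted p of 0.028, Gly-CCC of 0.064 and Gly-GCC of 0.081 (limma over 68 isoacceptors). No isoacceptor was lower without KO mouse 1, KO mouse 2, WT mouse 2 or WT mouse 3, and 19 were lower without KO mouse 3. The call of Gly-TCC-1-1 did not hold without KO mouse 1 (adjusted p = 0.105), KO mouse 4 (0.0574), WT mouse 2 (0.111) or WT mouse 3 (0.0995), and Gly-GCC-2-1 passed without KO mouse 3 (0.0477). With each mouse scaled to its sum, 4 of the 8 isodecoders were negative and none passed.

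**Figure D5:**
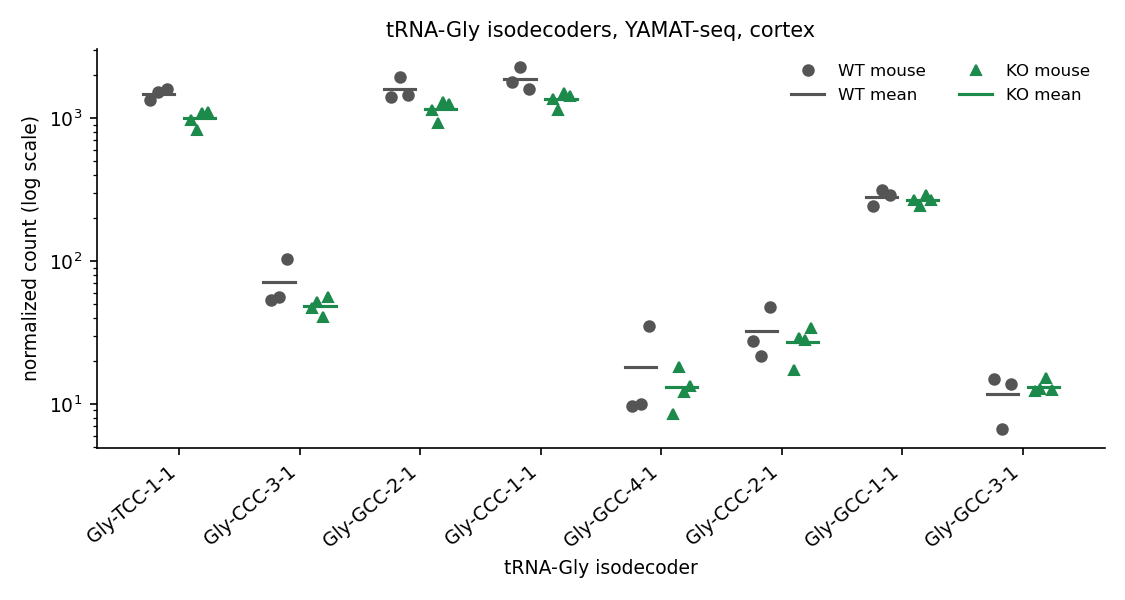
DESeq2-normalized counts of the 8 tested tRNA^Gly isodecoders in cortex on a log axis, ordered by log2 fold change from the lowest. Points are mice (3 WT, 4 KO) and bars are group means; the genotypes part in Gly-TCC-1-1, Gly-GCC-2-1 and Gly-CCC-1-1.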

(b) Left, tRNA fragment sequencing results from Nsun2 knockout and WT forebrain (n=4 WT, 6 KO). Sequencing reads aligned to 175 unique tRNA fragments originating from the 5' end, ranging from 14-34 nucleotides in length. This included fragments from 32 distinct tRNA isoacceptors coding for 15 different amino acids. We also identified 140 unique tRNA fragments originating from the 3' end only ranging from 17-22 nucleotides in length. The majority of reads were from 5' tRNAs and tRFs originating from tRNA^{Gly}, and among the tRNA^{Gly} isoacceptors, we detected a significant decrease in the mutant cortex for tRNA^{Gly}_{CCC} (t(8)=3.808, **p=0.005), tRNA^{Gly}_{GCC} (t(8)=2.65, *p=0.029), and tRNA^{Gly}_{TCC} (t(8)=2.323, *p=0.049), but no change for tRNA^{Gly}_{ACC} (t(8)=0.767, p>0.999) or the sum of all other isoacceptors' fragments/halves (t(8)=2.10, p=0.069). Right, Custom small RNA assays were used for qPCR validation of tRF changes (n=7 WT, 6 KO for all isoacceptors), confirming the decrease of a highly expressed 5'tRF for tRNA^{Gly}_{CCC} (two-tailed; t(5)=2.854, *p=0.036) while no changes were detected for two other highly expressed tRNAs from tRNA^{Glu}_{TTC} (two-tailed; t(5)=0.5035, p=0.636) or tRNA^{Gly}_{GTC} (two-tailed; t(5)=0.3736, p=0.724). Data are presented as mean values +/- SEM.

(c) Other non-m⁵C tRNA modifications. Top left, Heatmap shows mutation fractions at each tRNA position for the samples not treated with demethylase (n=4/genotype). Nuclear-encoded (cytosolic) and mitochondrial-encoded tRNAs are shown separately. For nuclear-encoded tRNAs only the most abundant isodecoder in each isoacceptor family is shown. Positions of coverage below the set threshold are shown in dark gray. The most common detected modifications are m¹A, m³C and m¹G. Top right, Heatmap shows mutation fractions at each tRNA position for the same samples from left heatmap treated with demethylase. Demethylase removes the methyl group of m¹A/m³C/m¹G, resulting in the elimination or reduction in mutation fractions, thus validating the presence of these Watson-Crick methylations. The remaining positions with high mutation fractions are known A-to-inosine modification sites. Bottom left, m¹A58 modification fraction of tRNA^{Asp}. m¹A mutation fraction can be used as a proxy for modification fractions³³. Data are for the most

abundant tRNA^{Asp} isodecoder. tRNA^{Asp} is a known substrate for Nsun2, and an increase in m¹A58 modification in the KO mice may reflect partial compensation for the loss of m⁵C modification in this tRNA. **(d)** tRNA charging by DM-tRNA-seq. Box and whisker plot shows the charging ratios of Nsun2 KO/WT mice (n=4/genotype) in nuclear-encoded or cytosolic tRNAs (median: 0.9419, IQR: 0.0429, whiskers represent +/- 1.5*IQR, ymin: 0.8594 and ymax=1.0099) and mitochondrial tRNAs (median: 0.9708, IQR: 0.0404, whiskers represent +/- 1.5*IQR, ymin: 0.9069 and ymax=1.0101). Data beyond the whiskers are outlying points. **(e)** RNA sequencing of Nsun2 KO cortex vs. WT (n=2/genotype) revealed 182 genes upregulated and 905 genes downregulated (red; FDR adj. p<0.05). Gene ontology analysis on StringDB identified tRNA aminoacyl ligase genes as one of the top 5 molecular function networks enriched in the upregulated genes after Nsun2 KO. Bottom, simple linear regression was used to calculate the relationship between subsets of enriched proteins from GO categories for upregulated tRNA ligase expression and downregulated synaptic protein expression from RNAseq data vs. mass spectrometry protein expression. **(f)** Left, Box plot with percent glycine amino acid content in proteins identified in our unbiased proteomics screen (see statistics for first three panels in box plot in Fig. 2c), including n=434 proteins with GO annotations denoting them as neuronal (median: 6.48, IQR: 2.485, whiskers ymin:1.117 and ymax:20.13). Final bar represents n=50 downregulated proteins known to be involved in excitatory synaptic signaling that may contribute to the electrophysiological phenotype observed in Nsun2 KO mice (median: 6.831, IQR: 2.283, whiskers represent absolute min and max, ymin: 3.107 and ymax: 23.08). Right, group means from left panel. **(g)** Mass spectrometry protein expression data from Fig. 2b with KO vs. WT differences plotted against standard deviations for each protein. The standard deviation was calculated by selecting three random, but non-repeating, replicates from each group and taking the average from them. Then a simple standard deviation was calculated between the two averages to provide a KO vs. WT ratio plotted against a standard deviation in a randomized matter. Proteins of interest all lie within the dashed red boxes with low standard deviations. Source data are available as a Source Data file.

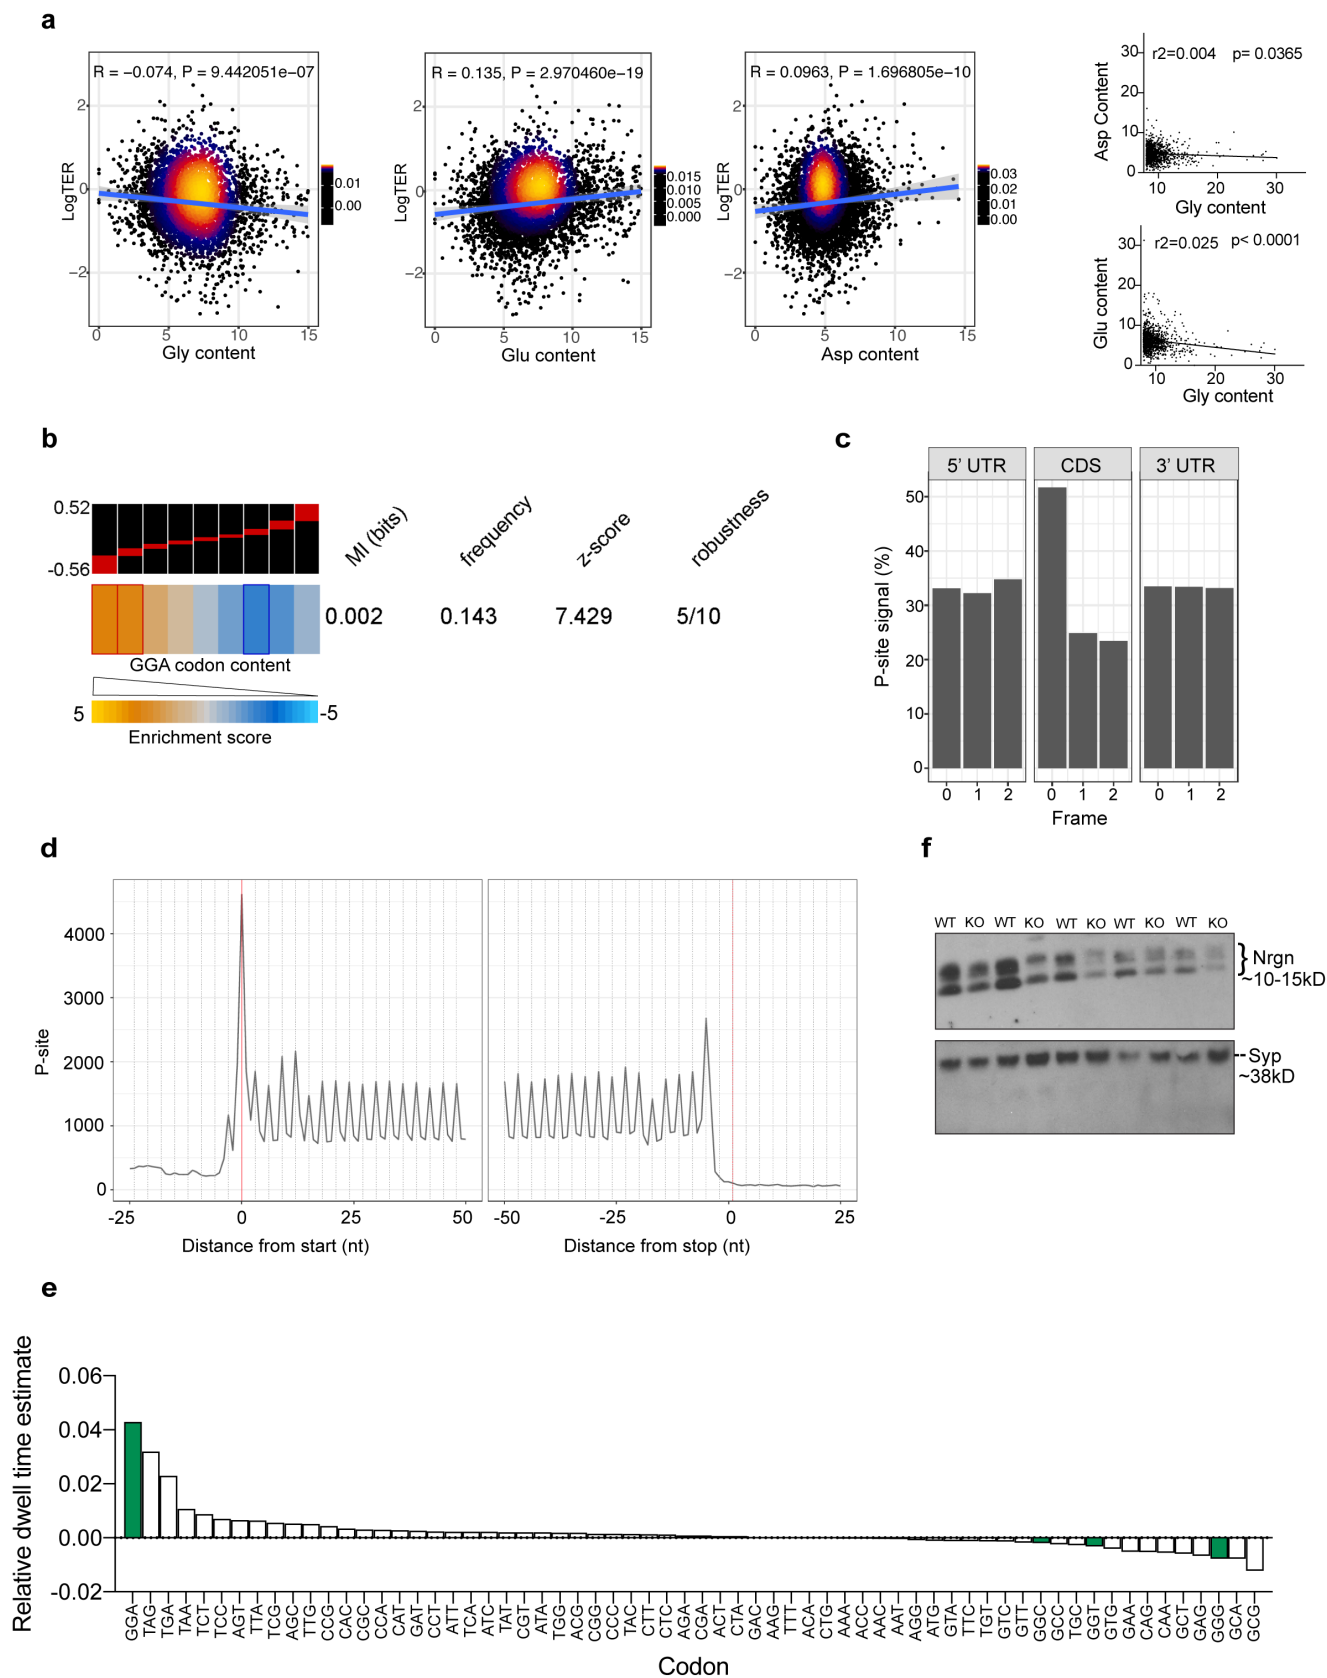

Supplementary Figure 5. (a) Left, LogTERs were plotted against glycine codon content for Nsun2 KO vs. WT forebrain and Pearson correlation was computed for glycine (including all Gly codons), which confirms glycine enrichment in less efficiently translated proteins (low logTERs; anti-correlation) from Fig. 2d. Asp and Glu codon content were also analyzed and did not show the same anti-correlation as Gly. However, Asp and Glu codon content did show a positive correlation with logTER. Right, in the top quartile of glycine-rich proteins, there is a negative correlation with Asp and Glu codon content, which may be why Asp and Glu show the opposite relationship to logTERs. **(b)** LogTER (generated from Riboseq data n=2 KO/2 WT) vs. GGA codon content (corresponding to TCC anticodon for Gly). Distribution of top 20% of GGA-enriched transcripts in our RiboSeq data (logTER Nsun2 KO vs WT) showing a significant enrichment of GGA-enriched transcripts among the low logTER mRNAs, and de-enrichment in the high logTER mRNAs. **(c,d)** Quality control data from Riboseq (Representative data from Nsun2 KO rep 2). **(c)** Percentage of P-sites in the 5' UTR, CDS and 3' UTR of mRNAs in three frames from Riboseq data, demonstrating most recovered fragments have their P-site in frame of the coding sequence and are distributed randomly in UTRs. **(d)** P-site signal for reads aligning near the start (left panel) and the stop (right panel) codons, confirming periodicity of the signal and typical accumulation on the start codon and on a penultimate codon. **(e)** Relative dwell time estimate for KO vs. WT cortex for each of the 64 codons. Note Gly codon GGA with the highest dwell time compared to all other codons. **(f)** Full-length immunoblots for Neurogranin and Synaptophysin in synaptosomes (Related to Fig. 4b). Source data are available as a Source Data file.

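Split into 10 groups of equal size by the log2 fold change of translational efficiency in Nsun2 KO relative to WT cortex, transcripts in the lowest group (1057, fold changes of -1.62 to -0.35) were GGA-enriched in 25.4% of cases. The next groups held 24.9% and 22.8%, and the other 7 groups between 16.9% and 19.1%. The highest group (1058 transcripts, 0.31 to 1.34) held 19.1%. GGA enrichment is the top 20% of transcripts by GGA share, so 20% is the value with no relation. The median GGA share was 1.59% of codons in the lowest and 1.50% in the highest group. Each transcript's fold change comes from 2 mice per genotype, and transcripts are not replicates, so no p-value is given for these shares.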

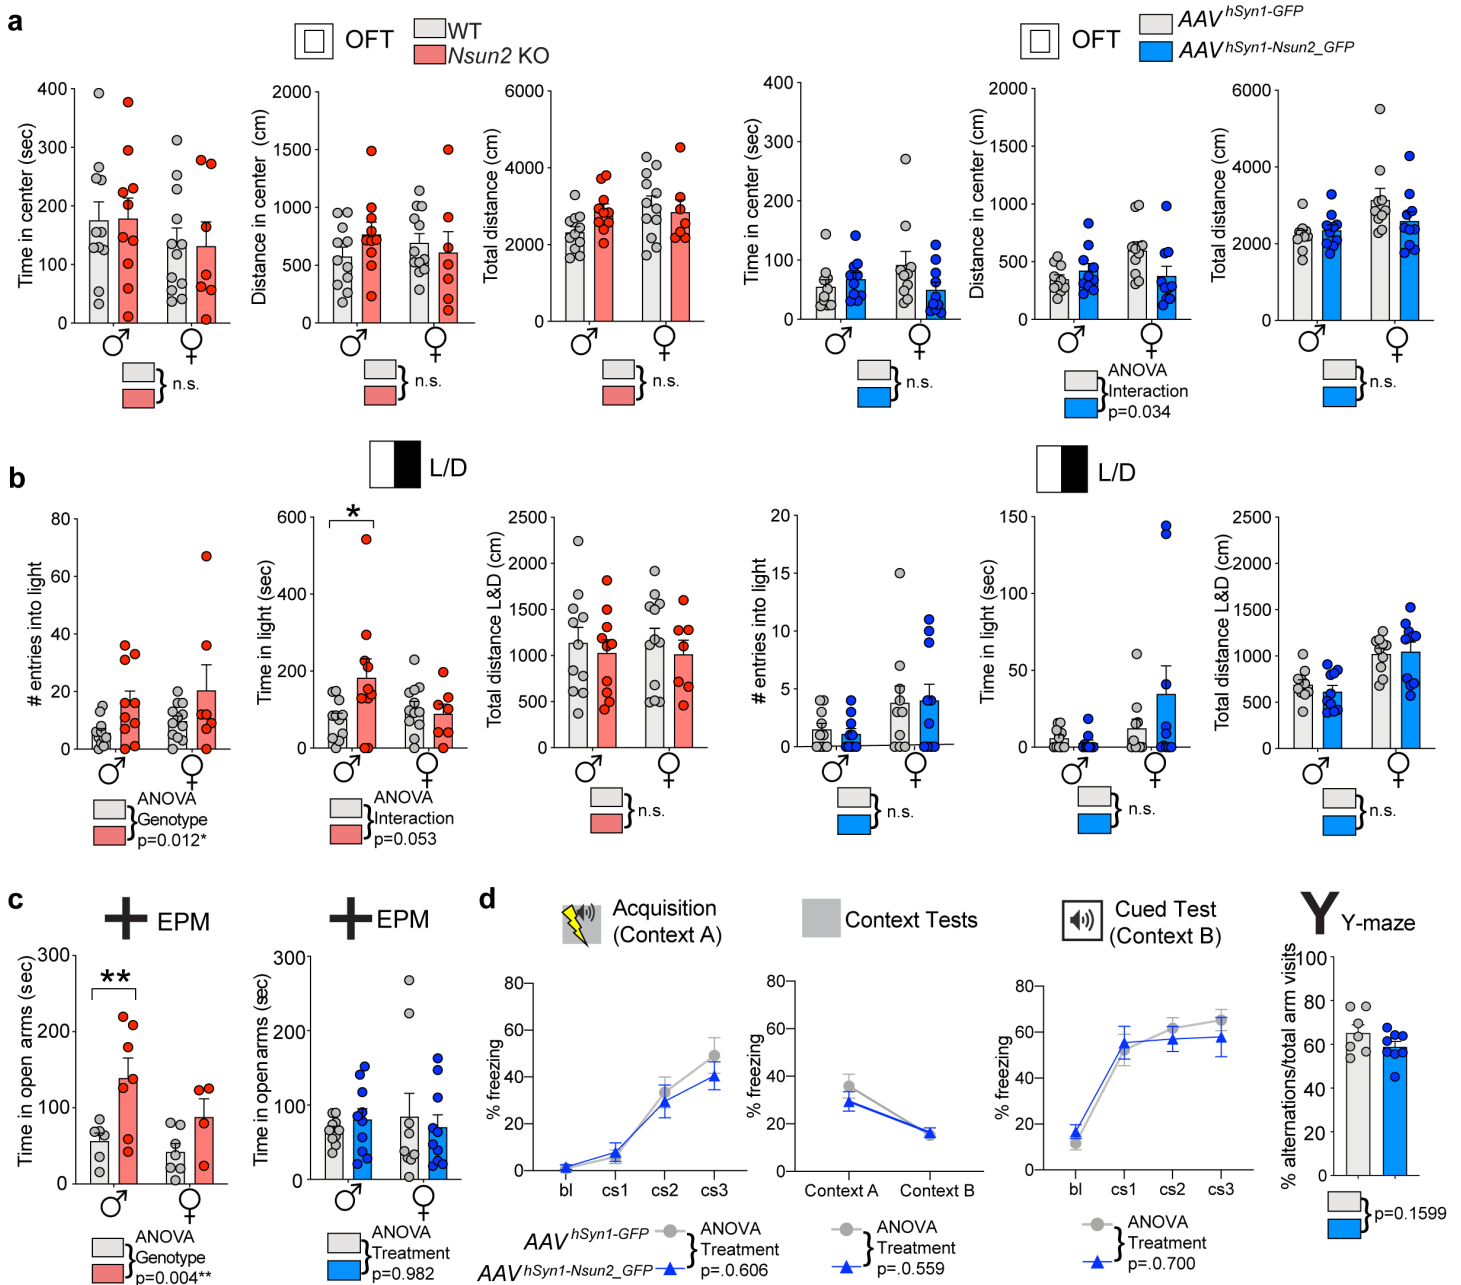

Supplementary Figure 6. (a) Left, two-way ANOVA revealed no significant differences in the OFT after *Nsun2* ablation (n=11 WT M, 12 WT F, 10 KO M, 7 KO F). Right, an AAV injection x sex interaction was found for distance travelled in the center of the OFT, with no significant differences found in the other measures of the OFT (n=10/sex/AAV injection). (b) Left, in the L/D test after *Nsun2* ablation, there was a significant interaction between genotype and sex, such that *Nsun2* KO males spent more time in the light side of the L/D box (n=11 WT M, 12 WT F, 10 KO M, 7 KO F, two-tailed t-test with Bonferroni correction, *p=0.026). Right, no significance differences in L/D test measures were detected after *Nsun2* overexpression (n=10/sex/AAV injection). (c) Left, in the EPM, *Nsun2* KO mice likewise show an anxiolytic phenotype with more time spent in

the open arms compared to WT mice (n=6 WT M, 7 WT F, 7 KO M, 4 KO F, two-tailed t-test with Bonferroni correction, **p=0.010). Right, Nsun2 overexpressing mice show no significant changes in time spent in open arms in the EPM (n=10 AAV^{GFP} M, 9 AAV^{GFP} F, 10 AAV^{Nsun2} M, 10 AAV^{Nsun2} F). **(d)** Behavioral tests of cognition in adult Nsun2 overexpressing mice vs. GFP-injected controls show no significant differences between conditions for fear conditioning (n=8/AAV injection) or Y-maze (n=7 AAV^{GFP}, 8 AAV^{Nsun2}). Statistical results of all behavioral tests are shown in Supplementary Table 5. All post-hoc t-tests are two-tailed with Bonferroni correction. All data are presented as mean values +/- SEM. Source data are available as a Source Data file.

Supplementary Table 1. Brain and body weights for adult *Nsun2* KO and WT mice

	Measure	Two-way ANOVA: Main effects	p value	Post-hoc t-tests (two tailed with Bonferroni correction)
<i>Nsun2</i> KO: <i>CK-Cre</i> ; <i>Nsun2</i> ^{2lox/2lox} mutant (KO) vs. <i>WT</i>			<i>KO</i> vs. <i>WT</i>	
Body/Brain weights<br>n=18 WT (8 M, 10F)/15<br>KO (10 M, 5 F)	Body weight (g)	Genotype: F (1, 29) = 34.67<br>Sex: F (1, 29) = 93.85<br>Interaction: F (1,29) =4.282	p<0.0001***<br>p<0.0001***<br>p=0.048*	Males: t(29)=6.078, p<0.0001***<br>Females: t(29)=2.526, p=0.104
	Brain weight (mg)	Genotype: F (1, 29) =177.8<br>Sex: F (1, 29) = 7.258<br>Interaction: F (1,29) = 6.326	p<0.0001***<br>p=0.012*<br>p=0.018*	Males: t(29)=8.264, p<0.0001***<br>Females: t(29)=10.48, p<0.0001***
	Brain/body ratio	Genotype: F (1, 29) = 5.421<br>Sex: F (1, 29) = 143.1<br>Interaction: F (1,29) = 11.13	p=0.027*<br>p<0.0001***<br>p=0.002**	Males: t(29)=0.770, p>0.999<br>Females: t(29)=3.747, p=0.005**

Supplementary Table 2. Site-specific statistical analysis of bisulfite tRNA sequencing using individual two-tailed t-tests with FDR adjusted p-values.

**GlyGCC**								
<i>CamK-Cre⁺, Nsun^{2lox/2lox}</i> vs. WT<br>Cortex; n=4 WT/4 KO					<i>AAV-Nsun2</i> vs. <i>AAV-GFP</i><br>PFC tissue punch; n=5 GFP/ 5 Nsun2			
<u>Cytosine</u>	<u>WT mean</u>	<u>KO mean</u>	<u>t-statistic (df=6)</u>	<u>adjusted p value</u>	<u>AAV-GFP mean</u>	<u>AAV-Nsun2 mean</u>	<u>t-statistic (df=8)</u>	<u>adjusted p value</u>
26	0.4088	0.3707	0.239	0.641	0.37	0.3618	0.060	0.964
28	0.3566	0.3487	0.089	0.641	0.3431	0.3988	0.816	0.812
30	0.3924	0.401	0.169	0.641	0.4023	0.3994	0.098	0.964
31	0.2614	0.2617	0.003	0.641	0.2908	0.2879	0.059	0.964
34	0.407	0.3727	0.443	0.641	0.3773	0.3922	0.319	0.964
35	0.159	0.1822	0.638	0.641	0.1498	0.1314	0.674	0.824
37	85.84	84.2	2.993	0.034	86.23	87.12	2.412	0.235
39	20.87	8.654	11.670	***<0.0001	20.95	27.56	4.104	*0.038
46	93.91	45.97	59.140	***<0.0001	93.91	94.92	1.901	0.347
47	95.27	45.18	45.880	***<0.0001	95.11	96.11	1.422	0.429
48	92.4	43.07	57.430	***<0.0001	91.83	93.62	1.678	0.366

**AspGTC**								
<i>CamK-Cre⁺, Nsun^{2lox/2lox}</i> vs. WT<br>Cortex; n=4 WT/4 KO					<i>AAV-Nsun2</i> vs. <i>AAV-GFP</i><br>PFC tissue punch; n=5 GFP/ 5 Nsun2			
<u>Cytosine</u>	<u>WT mean</u>	<u>KO mean</u>	<u>t-statistic (df=6)</u>	<u>adjusted p value</u>	<u>AAV-GFP mean</u>	<u>AAV-Nsun2 mean</u>	<u>t-statistic (df=8)</u>	<u>adjusted p value</u>
26	0.3478	0.3511	0.043	0.811	0.3556	0.4056	0.945	0.881
27	0.3031	0.3145	0.109	0.811	0.3138	0.339	0.407	0.881
28	0.3039	0.3415	0.391	0.811	0.3222	0.3523	0.451	0.881
29	0.3102	0.3332	0.359	0.811	0.3269	0.3509	0.505	0.881
31	0.3928	0.3938	0.024	0.811	0.4469	0.4931	0.837	0.881
32	0.2375	0.2509	0.191	0.811	0.2723	0.2507	0.607	0.881
36	0.4538	0.485	0.159	0.811	0.4608	0.4585	0.016	0.998
38	89.75	90.99	3.226	0.055	89.21	89.88	1.212	0.881
40	0.2909	0.3143	0.806	0.811	0.3224	0.3263	0.271	0.881
47	86.38	38.36	53.360	***<0.0001	87.28	88.82	1.722	0.881
48	93.3	41.07	46.160	***<0.0001	93.46	93.74	0.300	0.881

**GluCTC**								
<i>CamK-Cre⁺, Nsun^{2lox/2lox}</i> vs. WT<br>Cortex; n=4 WT/4 KO					<i>AAV-Nsun2</i> vs. <i>AAV-GFP</i><br>PFC tissue punch; n=3 GFP/ 3 Nsun2			
<u>Cytosine</u>	<u>WT mean</u>	<u>KO mean</u>	<u>t-statistic (df=6)</u>	<u>adjusted p value</u>	<u>AAV-GFP mean</u>	<u>AAV-Nsun2 mean</u>	<u>t-statistic (df=4)</u>	<u>adjusted p value</u>
34	0.347	0.356	0.8175	0.560	0.3587	0.384	0.946	0.631
36	0.2496	0.1862	2.035	0.167	0.2119	0.2362	1.169	0.631
38	0.5004	0.4365	0.04079	0.340	0.4514	0.4493	0.030	0.987
39	0.4733	0.4993	0.3346	0.560	0.4386	0.5023	1.506	0.631
41	0.4667	0.5158	0.1234	0.537	0.4906	0.4457	0.940	0.631
42	0.5324	0.465	0.4031	0.340	0.4596	0.4784	0.325	0.855
44	0.4272	0.3599	21.06	0.167	0.3701	0.4137	0.753	0.631
47	13.42	5.582	19.95	***0.0001	13.3	18.37	1.490	0.631
48	91.6	49.76	144.9	***<0.0001	93.28	93.64	0.741	0.631
49	90.21	47.74	206.2	***<0.0001	91.45	92.42	1.790	0.631

**GluTTC**					
<i>CamK-Cre⁺, Nsun^{2lox/2lox}</i> vs. WT<br>Cortex; n=2 WT/2 KO			<i>AAV-Nsun2</i> vs. <i>AAV-GFP</i><br>PFC punch; n=2 GFP/ 2 Nsun2		
<u>Cytosine</u>	<u>WT mean</u>	<u>KO mean</u>	<u>AAV-GFP mean</u>	<u>AAV-Nsun2 mean</u>	
27	0.834	0.694	0.577	0.648	
28	0.419	0.359	0.272	0.366	
36	0.386	0.384	0.236	0.280	
38	0.548	0.595	0.471	0.457	
39	0.593	0.585	0.455	0.445	
40	0.396	0.388	0.222	0.338	
44	1.116	1.603	1.122	1.097	
47	8.739	3.659	8.904	15.700	
48	91.760	44.330	93.930	95.020	
49	90.950	42.820	92.650	93.690	

Supplementary Table 3. Downregulated proteins in KO vs. WT involved in excitatory synaptic signaling and neurotransmission and glycine content.

<u>Gene/protein</u>	<u>T-test diff.</u>	<u>adj. p value</u>	<u>% glycine</u>	<u>References (PMID)</u>
Bsn	-0.16985	0.00071	9.00558	PMID: 12628169 PMID: 29915867
Cacna1b	-0.20457	0.01875	6.65808	PMID: 31630675 PMID: 24523520
Cacng8	-0.19369	0.01063	14.65721	PMID: 16222232
Calb1	-0.76845	0.00047	6.13027	PMID: 28253930
Camk4	-0.41801	0.00090	5.11727	PMID: 28592691
Casp3	-0.35078	0.00015	6.13718	PMID: 25653368 PMID: 24478350
Cdk5	-0.06569	0.02654	5.47945	PMID: 28760951 PMID: 26088971
Cdkl5	-0.07745	0.03703	5.72917	PMID: 30288694 PMID: 29977282
Chl1	-0.35392	0.00188	6.86518	PMID: 31182634 PMID: 20711454
Ctnnb1	-0.20143	0.00740	7.17029	PMID: 26255771
Dab1	-0.22114	0.04765	8.75000	PMID: 26635527 PMID: 21325502
Dlg1	-0.20290	0.00312	7.91367	PMID: 30067285 PMID: 20133708
Dlg2	-0.22509	0.00046	7.54527	PMID: 30067114 PMID: 32164788
Dlg4	-0.09411	0.03806	7.87293	PMID: 31263190 PMID: 29155979
Dlgap2	-0.17812	0.00226	4.72144	PMID: 28870203
Dlgap3	-0.23690	0.00027	11.18012	PMID: 28870203
Efnb2	-0.25586	0.00498	8.03571	PMID: 28978486
Fabp7	-0.30991	0.00346	6.38298	PMID: 26296243
Flot1	-0.41884	0.00007	4.90654	PMID: 20669324
Flot2	-0.38551	0.00007	5.84112	PMID: 27993509
Gprn1	-0.31685	0.00162	9.44206	PMID: 31875540
Gria2	-0.17629	0.01540	8.26727	PMID: 31300657
Gria3	-0.32956	0.00113	7.43243	PMID: 28762944
Grik2	-0.26392	0.01679	6.49496	PMID: 8094892
Grin2b	-0.20993	0.00482	6.74764	PMID: 20890276
Grm3	-0.26917	0.00514	5.68828	PMID: 12213275 PMID: 29079293
Grm5	-0.29369	0.00226	7.48130	PMID: 27395786 PMID: 29079293
Grm8	-0.36429	0.00063	6.38767	PMID: 12213277
Homer2	-0.30060	0.00140	3.10734	PMID: 9808459
Il1rapl1	-0.20567	0.00842	5.89928	PMID: 23785489 PMID: 21926414
Mapk1	-0.20635	0.03122	4.46927	PMID: 14976517
Ncam2	-0.33695	0.01545	7.16846	PMID: 26611261
Nedd4l	-0.09643	0.00178	5.67729	PMID: 25505317 PMID: 26843640
Nptxr	-0.27804	0.04217	9.33063	PMID: 25754824
Nrcam	-0.11160	0.01056	6.52557	PMID: 25143608
Nrgn	-0.53200	0.00679	23.07692	PMID: 33032807
Pak1	-0.24897	0.00019	4.96324	PMID: 18644395 PMID: 15295021
Pick1	-0.19787	0.00059	7.54717	PMID: 28057533 PMID: 18184314
Ptk2b	-0.18344	0.00140	4.55016	PMID: 28555636 PMID: 20071509
Rab5a	-0.52625	0.00356	6.04651	PMID: 16141272
Rims1	-0.20333	0.00403	6.69856	PMID: 30559150
Rin1	-0.42248	0.00212	7.36434	PMID: 27852895 PMID: 19830836
Shank2	-0.14454	0.00194	6.77507	PMID: 28179641 PMID: 29572432
Shank3	-0.16221	0.00089	9.07514	PMID: 28179641 PMID: 21423165
Snap25	-0.16580	0.00696	6.79612	PMID: 19735702
Snca	-0.22250	0.00431	14.28571	PMID: 12388586
Sqstm1	-0.25487	0.00247	8.11518	PMID: 23511975
Syn1	-0.31718	0.00194	10.19830	PMID: 22539848
Syngap1	-0.17256	0.00737	8.13433	PMID: 12598599
Syngn3	-0.12693	0.03844	11.35371	PMID: 31090538 PMID: 29398363

Supplementary Table 4. Significantly altered proteins involved in glycine/serine biosynthesis pathways in KO vs. WT cortex.

Gene/protein	T-test diff.	adj. p value
Psat1	0.100028	0.092483
Psph	0.83494	0.00016
Phgdh	0.176175	0.034091
Shmt2	0.217788	0.019344
Srr	-0.35662	0.00208

Supplementary Table 5. Behavioral phenotyping in adult *Nsun2* KO or WT mice, C57Bl/6 mice with PFC

injection of AAV^{*Nsun2*} or AAV^{*GFP*}, and *Nsun2*^{2lox/2lox} mice with AAV^{*Cre*} or AAV^{*GFP*} injection.

Behavioral test	Behavioral measure	Two-way ANOVA: Main effects	p value	Post-hoc t-tests (two-tailed with Bonferroni correction)
<i>Nsun2</i> KO: <i>CamK-Cre</i> ; <i>Nsun2</i> ^{2lox/2lox} mutant (KO) vs. WT				KO vs. WT
FST<br>n=21 WT (10 M, 11F)/<br>17 KO (10 M, 7 F)	Time immobile	Genotype: F (1, 34) = 7.578<br>Sex: F (1, 34) = 0.883<br>Interaction: F (1, 34) = 0.037	p=0.009**<br>p=0.354<br>p=0.849	Males: t(34)=2.168, p=0.0745<br>Females: t(34)=1.745, p=0.180
TST<br>n=21 WT (10 M, 11F)/<br>17 KO (10 M, 7 F)	Time immobile	Genotype: F (1, 34) = 1.150<br>Sex: F (1, 34) = 0.179<br>Interaction: F (1, 34) = 0.009	p=0.291<br>p=0.675<br>p=0.924	n/a
EPM<br>n=13 WT (6 M, 7F)/<br>11 KO (7 M, 4 F)	Time in open arms	Genotype: F (1, 20) = 10.66<br>Sex: F (1, 20) = 2.745<br>Interaction: F (1, 20) = 0.878	p=0.004**<br>p=0.113<br>p=0.360	Males: t(20)=3.164, p=0.010**<br>Females: t(20)=1.556, p=0.271
L/D<br>n=23 WT (11 M, 12F)/<br>17 KO (10 M, 7 F)	Entries into light	Genotype: F (1, 36) = 6.946<br>Sex: F (1, 36) = 1.130<br>Interaction: F (1, 36) = 0.003	p=0.012*<br>p=0.295<br>p=0.959	Males: t(36)=1.910, p=0.128<br>Females: t(36)=1.824, p=0.153
	Time in light	Genotype: F (1, 36) = 2.360<br>Sex: F (1, 36) = 1.179<br>Interaction: F (1, 36) = 4.011	p=0.133<br>p=0.285<br>p=0.053#	Males: t(36)=2.616, p=0.026*<br>Females: t(36)=0.317, p>0.999
	Total distance (L&D)	Genotype: F (1, 36) = 0.590<br>Sex: F (1, 36) = 0.000<br>Interaction: F (1, 36) = 0.007	p=0.448<br>p=0.994<br>p=0.934	n/a
OFT<br>n=23 WT (11 M, 12F)/<br>17 KO (10 M, 7 F)	Time in center	Genotype: F (1, 36) = 0.000<br>Sex: F (1, 36) = 1.698<br>Interaction: F (1, 36) = 0.015	p=0.981<br>p=0.201<br>p=0.904	n/a
	Distance in center	Genotype: F (1, 36) = 0.263<br>Sex: F (1, 36) = 0.030<br>Interaction: F (1, 36) = 1.672	p=0.611<br>p=0.863<br>p=0.204	n/a
	Total distance	Genotype: F (1, 36) = 0.769<br>Sex: F (1, 36) = 2.218<br>Interaction: F (1, 36) = 2.805	p=0.386<br>p=0.145<br>p=0.103	n/a
Y maze<br>n=7 WT, 7 KO	% spontaneous alternation	n/a	n/a	Sexes pooled<br>t(12)=1.111, p=0.288
Fear conditioning<br>n=12 WT, 7 KO (2 way repeated measures ANOVA)	Acquisition	Genotype: F(1,17)=3.929	p=0.064	cs1: t(51)=0.407, p>0.999
		CS: F(2,34)= 9.304	p=0.001***	cs2: t(51)=0.776, p>0.999
		Interaction: (2, 34) = 1.038	p=0.365	cs3: t(51)=2.311, p=0.075
	Contextual	Genotype: F (1, 17) = 17.77	p=0.001***	Context A: t(34)=4.740, p<0.0001
		Context: F (1, 17) = 64.43	p<0.0001***	Context B: t(34)=2.134, p=0.080
		Interaction: F (1, 17) = 5.064	p=0.038*	n/a
	Cued	Genotype: F (1, 17) = 0.013	p=0.909	
		CS: F (2,34) =12.87	p<0.0001***	
		Interaction: F (2,34) = 0.8365	p=0.442	

<i>Nsun2</i> overexpression (OE): AAV8 ^{hSyn1-Nsun2_GFP} vs. AAV8 ^{hSyn1-GFP}				AAV ^{Nsun2} vs. AAV ^{GFP}
FST<br>n=20 AAV ^{GFP} (10 M, 10 F)<br>16 AAV ^{Nsun2} (6 M, 10F)	Time immobile	AAV: F (1, 32) = 8.947<br>Sex: F (1, 32) = 8.712<br>Interaction: (1, 32) = 9.669	p=0.005**<br>p=0.006**<br>p=0.004**	Males: t(32)=4.035, p=0.002**<br>Females: t(32)=0.090, p>0.999
TST<br>n=20 AAV ^{GFP} (10 M, 10F)<br>20 AAV ^{Nsun2} (10 M, 10 F)	Time immobile	AAV: F (1, 36) = 10.270<br>Sex: F (1, 36) = 0.305<br>Interaction: F (1, 36) = 0.034	p=0.003**<br>p=0.584<br>p=0.855	Males: t(36)=2.396, p=0.044*<br>Females: t(36)=2.136, p=0.079
EPM<br>n=19 AAV ^{GFP} (10 M, 9F)<br>20 AAV ^{Nsun2} (10 M, 10 F)	Time in open arms	AAV: F (1, 35) = 0.001<br>Sex: F (1, 35) = 0.050<br>Interaction: F (1, 35) = 0.609	p=0.982<br>p=0.824<br>p=0.440	n/a
L/D<br>n=20 AAV ^{GFP} (10 M, 10F)<br>20 AAV ^{Nsun2} (10 M, 10 F)	Entries into light	AAV: F (1, 36) = 0.009<br>Sex: F (1, 36) = 5.921<br>Interaction: F (1, 36) = 0.079	p=0.926<br>p=0.020*<br>p=0.781	n/a
	Time in light	AAV: F (1, 36) = 0.997<br>Sex: F (1, 36) = 3.904<br>Interaction: F (1, 36) = 1.723	p=0.325<br>p=0.056<br>p=0.198	n/a
	Total distance (L&D)	AAV: F (1, 36) = 0.114<br>Sex: F (1, 36) = 26.530<br>Interaction: F (1, 36) = 0.444	p=0.738<br>p<0.0001***<br>p=0.510	n/a
OFT<br>n=20 AAV ^{GFP} (10 M, 10F)<br>20 AAV ^{Nsun2} (10 M, 10 F)	Time in center	AAV: F (1, 36) = 0.890<br>Sex: F (1, 36) = 0.375<br>Interaction: F (1, 36) = 3.145	p=0.352<br>p=0.544<br>p=0.085	n/a
	Distance in center	AAV: F (1, 36) = 1.184<br>Sex: F (1, 36) = 2.318<br>Interaction: F (1, 36) = 4.883	p=0.284<br>p=0.137<br>p=0.034*	Males: t(36)=0.793, p>0.999<br>Females: t(36)=2.332, p=0.153
	Total distance	AAV: F (1, 36) = 0.974<br>Sex: F (1, 36) = 7.367<br>Interaction: F (1, 36) = 2.519	p=0.330<br>p=0.010*<br>p=0.121	n/a
Y maze<br>n=7 AAV ^{GFP} , 8 AAV ^{Nsun2}	% spontaneous atemation	n/a	n/a	Sexes pooled<br>t(13)=1.491, p=0.160
Fear conditioning n=8<br>AAV ^{GFP} , 8 AAV ^{Nsun2} (2 way repeated measures ANOVA)	Acquisition	AAV: F(1,14)=0.278<br>CS: F(2,28)= 38.78<br>Interaction: (2, 28) = 0.739	p=0.606<br>p=0.0001***<br>p=0.487	n/a
	Contextual	AAV: F (1, 14) = 0.357<br>Context: F (1, 14) = 45.39<br>Interaction: F (1, 14) = 2.316	p=0.560<br>p<0.0001***<br>p=0.150	n/a
	Cued	AAV: F (1, 14) = 0.155<br>CS: F (2,28) = 1.560<br>Interaction: F (2,28) = 0.7310	p=0.700<br>p=0.228<br>p=0.490	n/a

<i>Nsun2</i> KO: AAV8 ^{hSyn1-Cre-GFP} vs. AAV8 ^{hSyn1-GFP}				AAV ^{Cre} vs. AAV ^{GFP}
FST<br>n=16 AAV ^{GFP} (7 M, 9F)<br>18 AAV ^{Cre} (8 M, 10F)	Time immobile	AAV: F (1, 30) = 2.439<br>Sex: F (1, 30) = 6.464<br>Interaction: F (1, 30) = 1.648	p=0.129<br>p=0.016**<br>p=0.209	n/a
TST<br>n=16 AAV ^{GFP} (7 M, 9F)<br>18 AAV ^{Cre} (8 M, 10F)	Time immobile	AAV: F (1, 30) = 10.92<br>Sex: F (1, 30) = 1.309<br>Interaction: F (1, 30) = 6.957	p=0.003**<br>p=0.262<br>p=0.013**	Males: t(30)=0.446, p>0.999<br>Females: t(30)=4.475, p=0.0002***

Supplementary Table 6. Site-specific statistical analysis of tRNA^{Gly}_{GCC} bisulfite tRNA sequencing for Nsun2 2lox/2lox mice injected with AAV^{Cre} or AAV^{GFP} for PFC-specific Nsun2 KO (n=3/AAV injection; Individual two-tailed t-tests with FDR-adjusted p-values).

<u>Cytosine</u>	<u>t-statistic (df=4)</u>	<u>adj. p value</u>
26	1.123	0.291285
28	1.126	0.291285
30	0.6864	0.428368
31	1.167	0.291285
34	1.276	0.291285
35	0.3887	0.526904
37	2.02	0.183472
39	4.004	0.032486*
46	10.25	0.001728**
47	9.664	0.001728**
48	10.59	0.001728**

Supplementary Table 7. Primer sequences

**tRNA bisulfite sequencing mouse primer sequences for methylation analysis (without Illumina adapter sequence).**		
<u>Isoacceptor</u>	<u>Forward Primer</u>	<u>Reverse primer</u>
<i>GlyGCC</i>	5'-GGTGGTTTAGTGGTAGAATT-3'	5'-TACATAAACCAAAATC-3'
<i>GluTTC</i>	5'-TATATGGTTTAGTGG-3'	5'-TTCCCACACCAAAAATC-3'
<i>GluCTC</i>	5'-TCCCTGGTGGTCTAGTGG-3'	5'-TTCCCTAACCAAAAATC-3'
<i>AspGTC</i>	5'-TGTTAGTATAGTGGTGAGTAT-3'	5'-CTCCCCATCAAAAAATTA-3'
<i>ValAAC</i>	5'-GTTTTTGTAGTGTAGTGGTTAT-3'	5'-TATTTCCACCCAATTTCAAACC-3'
<i>ProTGG</i>	5'-GGTTTGTTGGTTTAG-3'	5'-AAACTCATCCAAAATTT-3'
**Full length tRNA Primer sets (Arraystar Inc.)**		
<u>Gene/Isoacceptor</u>	<u>Cat. #</u>	
<i>GlyGCC</i>	AS-NR-001M-1-064	
<i>AspGTC</i>	AS-NR-001M-1-033	
<i>5s rRNA</i>	AS-NR-001M-1-187	
**tRNA fragment custom Taqman probes**		
<u>Gene/Isoacceptor</u>	<u>Target Sequence submitted</u>	
<i>GlyGCC 5'</i>	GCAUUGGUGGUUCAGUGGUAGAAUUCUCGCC	
<i>GluTTC 5'</i>	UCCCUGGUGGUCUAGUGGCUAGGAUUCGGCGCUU	
<i>GluTTC full length</i>	Full sequence	
<i>5S rRNA full length</i>	Full sequence	
**mRNA Taqman probes**		
<u>Gene</u>	<u>Assay ID</u>	
<i>Nsun2</i>	Mm01349532_m1	
<i>Gapdh</i>	Mm99999915_g1

How the deposited data were processed for this re-analysis (not part of the article)

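Processed values of 17 libraries of mouse cortex were analysed. They are 6 dm-Hydro-tRNAseq libraries (3 WT, 3 Nsun2 KO mice), 7 YAMAT-seq libraries (3 WT, 4 KO) and 4 Riboseq mice (2 WT, 2 KO), each with a footprint and an RNA column. Of 103 samples listed for the study, the other 86 have no column in the processed tables used here and were not analysed. Conditions were taken from the sample labels and the column names. Mice are numbered within each assay, so a KO number names different mice in different assays.

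The dm-Hydro-tRNAseq table holds CPM. The authors trimmed reads with cutadapt, aligned them with BWA to nuclear and mitochondrial tRNA sequences, corrected counts for reads that match several tRNAs, scaled them to CPM and listed 162 nuclear isodecoders. The YAMAT-seq table holds DESeq2-normalized counts, a signal made by the authors by dividing deduplicated reads by a size factor per mouse, for 240 tRNAs. The Riboseq table holds, as the deposited signal for 12719 transcripts, RNA counts scaled by medians and footprint counts that the authors corrected for stalled codons and scaled by medians in Ribolog. The versions stated are cutadapt 3.1, UMI-tools 1.1.1, Bowtie2 2.4.2 and SAMtools 1.11 for Riboseq.

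From these values, log2(value + 1) was tested with limma 3.58.1 (trend) in R 4.3.3, and p-values were adjusted by Benjamini-Hochberg at a threshold of 0.05. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures with matplotlib 3.10.9. No filter was needed for dm-Hydro-tRNAseq, since all 162 isodecoders reach a mean of 20 CPM in a group. YAMAT-seq tRNAs needed a mean normalized count of 10 and Riboseq transcripts a mean footprint value of 10. The design had foreseen tests on read counts. The tables hold normalized values, and whole reads could not be recovered from them with certainty, so these tests were not run and limma was used throughout. Shares of tRNA^Gly were compared by exact two-sided permutation tests. Translational efficiency was the interaction of library kind and genotype in one limma model. Families and gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and with fry.

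Codon shares came from the coding sequences of GENCODE vM21 (GRCm38), matched by transcript identifier for 12588 of 12719 transcripts. GGA-enriched transcripts were the top 20%.

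Depth per mouse was 77910 to 96033 reads in WT and 98977 to 139036 reads in KO for YAMAT-seq, and 10465003 to 13174377 reads for the RNA libraries, if 1 step of a library's values is 1 read, which could not be made certain. The depth behind CPM and corrected footprints is unknown. The scripts were tested on simulated data. In dm-Hydro-tRNAseq, 85.7% of isodecoders changed by 1 on the log2 scale were recovered and 0% of those changed by 0.5. In YAMAT-seq the shares were 71.4% and 14.3%, and in footprints 73.1% and 26.9%. Each share comes from a single simulated data set, over 7 isodecoders in each tRNA assay and 67 transcripts in footprints, so the tRNA shares are coarse. Of unchanged isodecoders or transcripts, at most 0.704% were called. Simulated values varied independently between features, which the data need not do.

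Same-numbered WT and KO mice of dm-Hydro-tRNAseq deviated together from their group means (correlations of 0.489, 0.717 and 0.715 over isodecoders for numbers 1, 2 and 3). The pairing comes from these data, since the paper and the labels do not say what the numbers stand for. The result with the replicate number as a block is printed beside the result without it where it changes a call.

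The text names every tRNA^Gly isodecoder, each isodecoder that the paper marks as changed, the most abundant isodecoder of the other anticodons measured by bisulfite in the paper, Arg-TCT-4-1, and up to 5 with the largest rise and 5 with the largest fall past the threshold. Of transcripts it names Nsun2, genes the paper names, up to 8 rises and 8 falls past the threshold with groups apart, and up to 4 members of each gene list with the smallest p. The paper's values of these were known when the rule was written. The lists are synaptic proteins that the study found lower, glycine and serine synthesis, cytosolic aminoacyl-tRNA synthetases, the integrated stress response (ATF4 targets), the unfolded protein response, cytosolic ribosomal proteins, translation factors, tRNA modification enzymes, collagens and glycine-repeat proteins, oxidative phosphorylation, immediate early genes, and markers of excitatory neurons, inhibitory neurons, astrocytes, oligodendrocytes, microglia, and endothelium and blood, 17 in all. These lists, the rule for names, the tests and most alternatives were fixed before the data were examined.

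The alternatives were pseudocounts of 0.5 and 5, looser and stricter filters, scaling to each sample's sum, to nuclear tRNA outside tRNA^Gly, by the median of log ratios or by quantiles, a fold cutoff of 1.5, the replicate number as a block, other definitions of GGA enrichment, an estimated correlation, and leaving out each mouse in turn. Tests added after seeing the data were removal of the trend with abundance in YAMAT-seq, footprints minus RNA within each mouse, transcripts in the RNA libraries alone, families with a block, YAMAT-seq families with an estimated correlation, the split counts of dm-Hydro-tRNAseq, GGA between mice of one genotype, sequencing depth within each genotype, and markers of other cell types beside the ATF4 list. Codon occupancy, tRNA fragments, proteomics and bisulfite data were not analysed here.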

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

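The tests of sequencing depth within each genotype, of the trend-corrected fold changes and of markers of other cell types were chosen after the results were seen, and the marker test replaced an earlier one on microglia markers alone (median -0.43) that read the same way.

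Of 16 measured genes in the list of ATF4 and its targets, 5 rose in the ribosome footprints of Nsun2 KO cortex, and the paper does not discuss them. Atf4 rose from 34.3 ± 1.68 (SD, n = 2 mice) in WT to 150 ± 15.3 (SD, n = 2) in KO, a log2 fold change of 2.09 (standard error 0.18, adjusted p = 1.1e-04, limma), with RNA up by 1.29. Mthfd2 (2.23, adjusted p = 0.0034), Ddit3 (1.69, 0.037), Chac1 (1.50, 0.013) and Asns (0.92, 1.5e-04) also rose. Of the 16, Atf4 included, 13 were higher and 3 lower, 10 passed when adjusted over the list alone, and the median log2 fold change was 0.86. The set passed in camera (adjusted p = 5.6e-13 with the preset correlation) and not with an estimated correlation (adjusted p = 0.161). In RNA, 15 of 16 were higher, 9 passed (10 when adjusted over the list alone), and the median was 0.77 (adjusted p with an estimated correlation 0.126). In translational efficiency, 11 of 16 were lower, 0 passed (1 higher adjusted over the list alone), and the median was -0.17 (0.976). Without KO mouse 2, Mthfd2 (adjusted p = 0.0795), Ddit3 (0.378) and Chac1 (0.0645) did not pass, nor did Ddit3 (0.127) and Chac1 (0.0772) without KO mouse 1.

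The values were set against 3 other explanations. Between mice of one genotype the median of the list differed by 0.19 at most, against 0.86 between the genotypes. This rests on a WT pair and a KO pair, which cannot exclude a batch difference between the genotypes. After a correction for coding GC content, coding length and level the median of the list was 0.85 (standard error over the list 0.20). A lower share of excitatory neurons would raise the markers of all other cell types alike, and the median of 58 such markers was 0.0331 (SD over genes 0.37, 33 higher). This median covers opposite shifts: 10 of 11 microglia markers were lower (median -0.43) and 5 of 5 of endothelium and blood higher (0.33). None of these cell type lists reached the median of the ATF4 list. Of excitatory neuron markers 11 of 15 were lower (median -0.09), so a small loss of these neurons stays open. A response of the integrated stress pathway to loss of Nsun2 is a possible explanation of these rises, and other causes stay open. It is a hypothesis found and tested in the same 2 mice per genotype, and the sample labels name no library batch. Phosphorylation of the initiation factor Eif2s1, measured in cortex of further WT and KO mice, would test it.

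Abundant tRNAs were lower and rare tRNAs higher in Nsun2 KO cortex in YAMAT-seq, with a Spearman rho of -0.47 between log2 fold change and mean level over 166 tRNAs. At a mean log2 level of at least 10, 31 of 32 tRNAs had a negative fold change, and under 7, 47 of 65 had a positive one. All 22 mitochondrial tRNAs had a negative fold change, with a median of -0.38 (camera adjusted p = 2.5e-05, and 0.680 with an estimated correlation). The paper covers the charging and modification of mitochondrial tRNAs and does not discuss their level in YAMAT-seq. Scaled to each mouse's sum, 16 of these 22 were negative, with a median of -0.10. Their share of all tRNA was 26.4% ± 1.30 in WT (SD, n = 3) and 24.5% ± 2.01 in KO (SD, n = 4; exact two-sided permutation test, p = 0.257).

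Sequencing depth, as counted in steps of each library's smallest value, may explain this trend. Within each genotype too, deeper libraries tended to a lower slope of deviation on level. The correlation of values centred on each genotype was -0.898 (one-sided exact permutation p = 0.0486 over 144 arrangements). From the shallowest to the deepest KO library the slopes were -0.054, 0.031, -0.0081 and -0.15, so the order did not hold throughout. The most extreme slopes were those of WT mouse 2 (0.14), the shallowest library, and KO mouse 2, the deepest. The difference in slope between the genotypes was -0.10 (exact permutation p = 0.143), and -0.0088 (standard error 0.036) with depth as a term. Every KO library was deeper than every WT library on this count, so a change of abundant tRNAs in the mutant stays open.

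Whether the trend also accounts for the lower tRNA^Gly isodecoders in YAMAT-seq cannot be told apart from a change of their own. With the trend of the other tRNAs removed, their median moved from -0.35 to -0.27, and 8 of 8 were negative. The standard error of 0.09 is over these isodecoders, not over mice. Gly-TCC-1-1 was -0.58 before and -0.34 after (adjusted p = 0.027, limma), Gly-GCC-2-1 -0.47 and -0.21 (0.065), and Gly-CCC-1-1 -0.47 and -0.16 (0.111). Gly-CCC-3-1 (-0.48 before, -0.84 after, 0.069) and Gly-GCC-4-1 (-0.24 and -0.58, 0.413) differed the other way, so the median covers opposite differences.

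In YAMAT-seq, 2 of 30 KO groups of 4 mice held a mouse far from the other 3, where chance marks about 1 in 20 such groups. In Gly-GCC-3-1 the gap of KO mouse 3 was 0.878 of the range, with values of 12.4, 12.7, 15.1 and 12.4 for KO mice 1 to 4. In Leu-TAA-2-1 the gap of KO mouse 2, the deepest library, was 0.889 of the range, with values of 67.6, 140.9, 58.4 and 60.4.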

How the results depend on the processing

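The removal of the trend with abundance, the tests of footprints minus RNA within each mouse, the counts of transcripts in the RNA libraries alone, the family tests with a block and the YAMAT-seq families with an estimated correlation were tests chosen after seeing the data. Of 1731 values under other settings, 1424 were labelled the same, 112 moved, 42 changed sign, 38 gained and 115 lost a call. A count was the same within 1.5 times of the main one. A tested value was the same if it kept its sign and its side of the threshold, whatever its size. Other values were the same within a spread set for each. Where no cause is named below, the cause was not tested. The planned tests on counts were not run, since the tables hold normalized values and whole reads could not be recovered from them with certainty. A filter for dm-Hydro-tRNAseq removes no isodecoder, no mitochondrial tRNA is listed there, and no 2 isodecoders are identical, so these settings gave no value.

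In dm-Hydro-tRNAseq, the lower Gly-GCC-1-1 and Gly-TCC-1-1 kept their direction under every setting run, though Gly-TCC-1-1 missed the threshold without KO mouse 1 or WT mouse 2. With the replicate number as a block, which removes the spread between pairs, 28 isodecoders were lower and 4 higher (8 and 0 without it), 20 and 4 of them outside tRNA^Gly, and 6 isoacceptors were lower and 1 higher. By median log ratios and by the sample's sum, 2 isodecoders were higher, all outside tRNA^Gly. Scaled to nuclear tRNA outside tRNA^Gly, 2 such isodecoders were lower, and at a mean CPM of at least 100, where Leu-TAA-1-1 is not tested, 0 were lower. Val-AAC-1-1 changed sign to 0.12 by median log ratios and 0.0571 by the sample's sum. The tRNA^Gly family (median -1.09) did not pass with an estimated correlation, which left 0 families in either tRNA assay.

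Leaving out 1 mouse in dm-Hydro-tRNAseq gave 4 to 23 lower and 0 to 1 higher isodecoders, 4 to 7 lower tRNA^Gly isodecoders, 0 to 16 lower and 0 to 1 higher ones outside tRNA^Gly, and 2 to 9 lower isoacceptors. The 23, the 16 and the 9 came without KO mouse 3, and the 4 without KO mouse 1 or WT mouse 2. Gly-ACC-1-1 ran from -0.52 to 0.11 and Val-AAC-1-1 from -0.25 to 0.16. Asp-GTC-1-1 ran from -0.71 to -0.19, Arg-TCT-4-1 from -0.43 to -0.0169, Glu-TTC-1-1 from -0.25 to -0.0699, Pro-TGG-2-1 from -0.82 to -0.30, Gly-CCC-1-1 from -0.53 to -0.21, Gly-CCC-2-1 from -0.92 to -0.47 and Met-CAT-1-1 from 0.28 to 0.59.

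In YAMAT-seq, scaling decided the number of rises. Scaled to nuclear tRNA outside tRNA^Gly, 18 tRNAs were higher, and by the sample's sum 20, none of them tRNA^Gly. By the sample's sum 0 tRNA^Gly isodecoders passed, 4 of 8 were negative, and 0 isoacceptors were lower and 0 higher. With the trend removed, 9 tRNAs were lower and 6 higher, 8 and 6 of them outside tRNA^Gly. At a fold of at least 1.5, which Gly-TCC-1-1 misses, 0 tRNA^Gly isodecoders were called. The tRNA^Gly family passed in camera without the filter (median -0.20), by the sample's sum (-0.0882) and without mitochondrial tRNAs (-0.35), and, of the settings that leave out 1 mouse, without WT mouse 2 (-0.39, adjusted p = 0.0324), each at the preset correlation. With an estimated correlation and no other change its adjusted p was 0.597. Signs changed for Gly-CCC-2-1 (0.0472 by the sum), Gly-GCC-1-1 (0.15 by nuclear tRNA, 0.20 by the sum), Gly-GCC-4-1 (0.0124 by the sum), Glu-CTC-1-1 (0.15 and 0.20) and Val-AAC-1-1 (0.22 and 0.27, and 0.0117 by median log ratios). By nuclear tRNA and by the sum, Glu-TTC-1-1 passed (adjusted p = 0.0334 and 0.0363), while Gln-TTG-2-1 (0.0649 and 0.0825) and Val-CAC-3-1 (0.204 and 0.259) did not, nor did Gly-TCC-1-1 by the sum (0.0614). At a mean of at least 50, Ala-TGC-1-1 and Leu-TAA-2-1 did not pass (0.0568 for both).

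Leaving out 1 mouse in YAMAT-seq gave 0 to 10 lower and 2 to 22 higher tRNAs, 0 to 2 lower tRNA^Gly isodecoders, 0 to 8 lower and 2 to 22 higher tRNAs outside tRNA^Gly, and 0 to 19 lower and 0 to 10 higher isoacceptors. The highest counts came without KO mouse 3 (KO mouse 2 of dm-Hydro-tRNAseq), and without WT mouse 2, the shallowest library, 0 were lower. Without KO mouse 1, the mouse with no dm-Hydro-tRNAseq library, 1 was lower and 2 were higher. The difference in the tRNA^Gly share ran from -1.12 to -0.85 percentage points, where 3 mice against 3 or 2 against 4 cannot reach an exact p under 0.05, and the tRNA^Gly family median from -0.52 to -0.12. Single isodecoders ran from -0.65 to -0.18 (Gly-CCC-3-1), 0.13 to 0.68 (Met-CAT-1-1), -0.68 to -0.33 (Pro-TGG-2-1), -0.18 to -1.83e-05 (Gly-GCC-1-1), -0.46 to 0.0947 (Gly-CCC-2-1), -0.12 to 0.41 (Gly-GCC-3-1), -0.54 to 0.34 (Gly-GCC-4-1), -0.0222 to 0.0867 (Asn-GTT-3-1), -0.33 to 0.55 (Leu-TAA-1-1), -0.13 to 0.0049 (Glu-CTC-1-1) and -0.0843 to 0.11 (Val-AAC-1-1).

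In YAMAT-seq and Riboseq the mice share only a number. The YAMAT-seq numbers pair other mice than those of dm-Hydro-tRNAseq, so the blocks of the assays differ. The pairs of dm-Hydro-tRNAseq had correlations of 0.49, 0.47 and -0.0365 in YAMAT-seq, and a block by these pairs was not run there. With the number of each assay as a block, YAMAT-seq had 2 lower tRNAs, 0 of them tRNA^Gly, and 0 lower and 0 higher isoacceptors, with correlations of same-numbered deviations of 0.29, -0.59 and 0.00, and not every mouse correlated best with its own number. In Riboseq footprints, the block left 1 lower and 2 higher transcripts, and Mthfd2, Ddit3, Chac1, Calb1 and Aars did not pass (adjusted p between 0.104 and 0.276). Same-numbered deviations correlated at -0.15 in footprints and -0.11 in RNA. In YAMAT-seq the block also leaves out KO mouse 4, which has no WT mouse of its number, and the fold change of Gly-TCC-1-1 was -0.63 both with the block and without KO mouse 4.

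In Riboseq footprints, 11 transcripts were lower and 14 higher at a mean of at least 50. Leaving out 1 mouse gave 12 to 382 lower and 5 to 166 higher transcripts (the lowest without KO mouse 2, the highest without WT mouse 1), where the lone mouse is assumed to vary like the other genotype. The fall of Nsun2 footprints and RNA kept its direction under every setting run. Translational efficiency gave 0 transcripts in all of them. GGA-enriched transcripts differed from the others by -0.036 and passed at a mean of at least 50 (-0.036) and for the top 10% (-0.055). They changed sign with all glycine codons in place of GGA (0.00678), and ran from -0.062 to -0.015 without 1 mouse.

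The gene lists did not pass in camera with an estimated correlation: ATF4 targets (median 0.86), aminoacyl-tRNA synthetases (0.29), ribosomal proteins (0.24), synaptic proteins (-0.26), collagens (-0.56), endothelium and blood (0.33), microglia (-0.43), oxidative phosphorylation (0.0703) and translation factors (0.0772). Endothelium and blood also did not pass without the filter (0.12). Without 1 mouse, medians ran from 0.0118 to 0.13 (astrocytes), 0.16 to 0.50 (endothelium and blood), -0.13 to -0.02 (excitatory neurons), -0.0652 to 0.16 (glycine and serine synthesis), -0.20 to 0.25 (immediate early genes), 0.11 to 0.20 (inhibitory neurons), -0.89 to -0.0485 (microglia), 0.0179 to 0.0943 (oxidative phosphorylation), -0.0624 to 0.19 (oligodendrocytes), 0.0462 to 0.0842 (translation factors), -0.0317 to 0.20 (tRNA modification) and -0.43 to 0.10 (unfolded protein response). Single transcripts ran from -0.44 to 0.25 (Syngr3), -0.0930 to 0.0236 (Dlg4), -0.62 to 0.0139 (Gria2) and -0.0505 to 0.30 (Psat1), and Dlg4 was 0.0013 after quantile normalization.

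The correlation of fold changes between the tRNA assays was 0.34 for isodecoders with a mean of at least 100 in both. How far depth limits the rare isodecoders was not tested, and for CPM and footprints the depth is unknown.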

Differences from the paper's values

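The paper states that 4 isodecoders outside tRNA^Gly changed in dm-Hydro-tRNAseq, and here 1 passed (limma, Benjamini-Hochberg, where the paper used an exact test of edgeR on counts). That 1 was Leu-TAA-1-1, which is not among the paper's 4. Of the alternatives set before the data were examined, scaling to each sample's sum and scaling by the median of log ratios gave 3, within 1.5 times of the paper's 4. These are counts alone, and the isodecoders behind them match the paper's only in part. The others gave counts further away: 24 with the replicate number as a block, 2 scaled to nuclear tRNA outside tRNA^Gly, 1 with either pseudocount or a fold of at least 1.5, 0 at a mean CPM of at least 100, 16 without KO mouse 3, 1 without WT mouse 1 or 3, and 0 without KO mouse 1, KO mouse 2 or WT mouse 2. The block calls Asn-GTT-3-1, Ala-AGC-2-1 and Ala-TGC-1-1, which the paper calls, and not Met-CAT-1-1. Scaling by the median of log ratios calls Asn-GTT-3-1 (0.82) and Met-CAT-1-1 (0.58), the isodecoders that the paper finds raised (adjusted p = 0.0349 for both), and not Ala-AGC-2-1 (0.136) or Ala-TGC-1-1 (0.120).

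In YAMAT-seq, the paper's adjusted p for Gly-CCC-1-1 is 0.036 and the one here 0.078. Without mitochondrial tRNAs it was 0.0537, and under no other planned setting did it come within 1.5 times of the paper's. The paper's adjusted p for Gly-GCC-2-1 is 0.041 and the one here 0.073. Without mitochondrial tRNAs it was 0.0518 and without KO mouse 3 it was 0.0477, which passes, and the other planned settings differ. Adjusted over tRNA^Gly alone, both isodecoders had 0.041. The paper's adjusted p for Gly-TCC-1-1 is 0.009 and the one here 0.0287, and no planned setting came within 1.5 times of the paper's. Adjusted over tRNA^Gly alone it was 0.011, which does. The legend names two-tailed t-tests and the methods DESeq2.

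The paper's Source Data table lists 12 isodecoders at an adjusted p under 0.05, 7 of them tRNA^Gly and 5 not, with 10 lower, where its text and its list of individual folds hold 11. The 12th is Leu-TAA-1-1, with the paper's adjusted p of 4.42e-05 and 0.011 here. All 8 isodecoders called here are among these 12. The log2 fold changes in that table correlate with those here at r = 0.998 over 162 isodecoders, with a median difference of -0.11 (here minus the paper). The individual folds in the Source Data equal each KO value over the mean of WT for 33 of 33 values, within 0.01%. The lowest adjusted p in the table is 183 times its p, while 162 isodecoders are listed.

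The paper states lower translational efficiency of GGA-enriched transcripts, from their enrichment among transcripts with a low efficiency ratio. Here 25.4% and 24.9% of the 2 lowest of 10 groups by fold change were GGA-enriched, and 19.1% of the highest. The median difference of GGA-enriched from other transcripts was negative and did not pass in camera, another test than the paper's. It passed at a mean footprint value of at least 50 (-0.036) and for the top 10% (-0.055). Without KO mouse 1, which leaves a lone KO mouse, the difference was -0.062. The paper states of its tRNA assays together that isodecoders outside tRNA^Gly were hardly affected. Here 1 of 152 passed in dm-Hydro-tRNAseq, and more passed with the replicate number as a block. In YAMAT-seq 13 tRNAs outside tRNA^Gly passed, 1 of them mitochondrial.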

Other observations

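The split counts of dm-Hydro-tRNAseq and the tests of GGA between mice of one genotype were tests chosen after the results were seen.

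In ribosome footprints of Nsun2 KO cortex, 22 transcripts rose and 41 fell (limma over 10674 transcripts), with 629 and 735 at an unadjusted p under 0.05. In RNA, 160 rose and 176 fell, and 45 transcripts changed the same way in both. The counts in footprints and in RNA changed widely when 1 mouse was left out. Such a fit leaves 1 mouse in a genotype and takes its spread from the other genotype, so its counts are no measure of change. Besides members of the ATF4 list, Psph (1.07, adjusted p = 0.014), Fbxo9 (0.99, 0.029) and Cars (0.92, 0.011) rose. The largest falls after Nsun2 were Otof (-2.07), Ankrd63 (-1.85), Matn2 (-1.81), Tnnc1 (-1.72), Myl4 (-1.37), Ddit4l (-1.34) and Scn3b (-1.27), with adjusted p between 0.0038 and 0.0388. Without 1 of the mice, Psph (adjusted p = 0.159), Fbxo9 (0.185), Cars (0.0853), Matn2 (0.0853) and Scn3b (0.159) did not pass (KO mouse 2), nor Fbxo9 (0.128), Ankrd63 (0.109) and Ddit4l (0.111; KO mouse 1), nor Matn2 (0.0909) and Scn3b (0.0760; WT mouse 2). At a mean of at least 50, Ddit4l (0.0853) and Fbxo9 (0.0554) did not pass, nor did Ddit4l after quantile normalization (0.0509). With the replicate number as a block, none of these 10 passed (adjusted p between 0.104 and 0.358). Otof footprints fell from 52.5 ± 2.66 to 11.7 ± 0.0129 (SD, n = 2 each).

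Some aminoacyl-tRNA synthetases rose. Of 23 cytosolic members, 20 were higher in footprints, 6 passed (10 when adjusted over the list alone), and the median log2 fold change was 0.29 (adjusted p with an estimated correlation 0.161). Sars rose by 0.72 (adjusted p = 0.0025), Yars by 0.81 (0.0041) and Aars by 0.55 (0.011, and 0.223 without KO mouse 2). In RNA, 23 of 23 were higher, 11 passed (17 when adjusted over the list alone), and the median was 0.46 (adjusted p with an estimated correlation 0.126). Their translational efficiency had a median of -0.19, with 20 of 23 negative and 0 passing over all transcripts or adjusted over the list alone (adjusted p = 0.540 with an estimated correlation).

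Of 50 synaptic proteins that the study found lower in its proteome of this mouse line, 48 were found in the table by transcript identifier (Cacng8 and Rims1 were not) and 40 had a negative footprint fold change, with a median of -0.26 (adjusted p with an estimated correlation 0.161). Calb1 (-0.66, adjusted p = 0.014), Gria3 (-0.90, 0.025) and Camk4 (-0.69, 0.045) fell, 3 in all, and 18 when adjusted over the list alone, which is not independent evidence because the study chose the list in this line. In RNA, 42 of 48 were lower (median -0.29, 5 passing, 18 adjusted over the list alone; adjusted p = 0.126 with an estimated correlation), and in translational efficiency 26 were lower and 22 higher (median -0.03, 0 passing, 0 adjusted over the list alone; 0.976). Nrgn (-0.28), Nptxr (-0.43), Gria2 (-0.30), Syngr3 (-0.10) and Dlg4 (-0.03) did not pass. The call of Calb1 did not hold without KO mouse 1 or KO mouse 2. Leaving out 1 mouse leaves 1 mouse in a genotype, so effect sizes alone are given. They ran from -0.72 to -0.61 for Calb1, -0.73 to -0.12 for Nptxr and -0.62 to 0.0139 for Gria2.

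Among genes of glycine and serine synthesis, Psph rose, while Shmt2 (0.84, adjusted p = 0.120), Srr (-0.50, 0.120), Phgdh (0.21, 0.565) and Psat1 (0.13, 0.767) did not pass. Without 1 mouse, which leaves 1 mouse in a genotype, Shmt2 ran from 0.53 to 1.14 and Srr from -0.56 to -0.45. Of 11 members, 7 were higher, with a median of 0.03, and 2 higher and 1 lower adjusted over the list alone (adjusted p with an estimated correlation 0.542). In RNA, Shmt2 (1.40, adjusted p = 0.0013) and Psph (1.32, 0.0020) rose, 2 in all and 4 adjusted over the list alone, and 7 of 11 were higher (median 0.29; 0.342 with an estimated correlation). In translational efficiency 8 of 11 were lower (median -0.24, 0 passing, 0 adjusted over the list alone; 0.540). The paper's statements on these enzymes concern protein.

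Of 82 ribosomal proteins, 78 were higher in footprints, with a median of 0.24, 0 passing (limma), 10 passing adjusted over the list alone, and an adjusted p of 0.179 with an estimated correlation. Of 30 translation factors, 21 were higher (median 0.08) and 2 passed over all transcripts and adjusted over the list alone, Eif3c (0.67, adjusted p = 0.0016) and Eif2s2 (0.84, 0.0099), with 0.275 for the set with an estimated correlation. All 5 measured collagens were lower (median -0.56). Col1a1 fell by 0.97 (adjusted p = 0.038), and 3 passed adjusted over the list alone (0.227 with an estimated correlation). In RNA, ribosomal proteins had a median of 0.24 (80 of 82 higher, 4 passing, 4 adjusted over the list alone; 0.439 with an estimated correlation), translation factors of 0.16 (25 of 30 higher, 3 and 3; 0.398) and collagens of -0.25 (5 of 5 lower, 2 and 2; 0.342). In translational efficiency 0 members of any list passed over all transcripts.

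Of 77 nuclear-encoded members of oxidative phosphorylation, 76 were higher in RNA (median 0.28, 12 passing, 39 adjusted over the list alone; 0.342 with an estimated correlation), 53 in footprints (median 0.07, 0 passing, 0 adjusted over the list alone; 0.553), and 76 were lower in translational efficiency (median -0.23, 0 passing, 0 adjusted over the list alone; 0.540).

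Of 11 microglia markers, 10 were lower (median -0.43, 0 passing, 0 adjusted over the list alone; 0.542 with an estimated correlation). All 5 markers of endothelium and blood were higher (median 0.33, 0 passing, 2 adjusted over the list alone; 0.437), among them Hba-a1 (0.47) and Hbb-bt (0.45), which have near-identical paralogs. Inhibitory neuron markers had a median of 0.15 (9 of 14 higher, 0 passing, 3 higher and 1 lower adjusted over the list alone; 0.428), excitatory neuron markers of -0.09 (11 of 15 lower, 0 and 0; 0.542), oligodendrocyte markers of 0.07 (9 of 14 higher, 0 and 0; 0.816) and astrocyte markers of 0.03 (9 of 14 higher, 1 and 1, Gfap with 0.75 and an adjusted p of 0.038; 0.553). In each of these, the second count is the one adjusted over the list alone and the last value the adjusted p with an estimated correlation.

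The unfolded protein response had a median of -0.22 (9 of 14 lower, 0 passing, 0 adjusted over the list alone; 0.816 with an estimated correlation), immediate early genes one of 0.06 (9 of 17 higher, 0 passing, 1 lower adjusted over the list alone; 0.991) and tRNA modification enzymes one of 0.11 (13 of 24 higher, Nsun2 the 1 passing over all transcripts and adjusted over the list alone; 0.991).

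Regrouping the 6 dm-Hydro-tRNAseq mice gives 10 splits, too few for a share under 0.05. The real split called 8 isodecoders and the highest other split 1, with 7 and 0 for tRNA^Gly, 1 and 1 outside tRNA^Gly (2 splits as large), 2 and 0 isoacceptors, 2 and 5 families (10 splits as large), and a tRNA^Gly median of 1.09 against 0.55 in size. The other 3 splits that part all 3 pairs of equal number called 0 isodecoders, with a tRNA^Gly median of at most 0.53 in size. For the correlation between the assays, 3 of 10 joint splits were as large, the real one included (0.169 against 0.265 as the highest other). Regrouping the mice thus gives correlations as large as the real one.

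Regrouping the 7 YAMAT-seq mice gives 35 splits, and chance cannot be excluded for the counts of calls or for the tRNA^Gly median. The tRNA^Gly share of nuclear tRNA, in contrast, differed most in the real split. For isodecoders 2 splits were as large (real 14, highest other 37), for tRNA^Gly isodecoders 2 (1 and 2), for tRNAs outside tRNA^Gly 2 (13 and 35), for isoacceptors 2 (4 and 27), for families 6 (6 and 6) and for the tRNA^Gly median 3 (0.35 and 0.38 in size). The split with 37 calls sets KO mouse 3 with the 3 WT mice and still parts the other 3 KO mice from all WT mice. In the real groups without KO mouse 3, 10 tRNAs were lower and 22 higher, and what sets KO mouse 3 apart was not tested. The tRNA^Gly share of KO mouse 3, 5.78%, lay under that of every WT mouse (6.33% to 6.86%).

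Differences between mice of one genotype may give the small shift of GGA-enriched transcripts. The GGA share correlated with translational efficiency differences at a rho of -0.080 between the WT mice and -0.086 between the KO mice. The 4 KO minus WT pairs ran from -0.107 to 0.046. Corrected for coding GC content, coding length and level, the difference of the medians was -0.018 (-0.036 before), which lies within the spread between pairs of mice and leaves these properties open. An effect of Nsun2 loss stays open as well, at 2 mice per genotype.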
